# Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries

**DOI:** 10.1186/s12870-019-2186-z

**Published:** 2019-12-26

**Authors:** Run-Ze Sun, Guo Cheng, Qiang Li, Yan-Rong Zhu, Xue Zhang, Yu Wang, Yan-Nan He, Si-Yu Li, Lei He, Wu Chen, Qiu-Hong Pan, Chang-Qing Duan, Jun Wang

**Keywords:** Cluster bagging, Grape berry, Phenolic compounds, Transcriptome, *Vitis vinifera* cv. Cabernet sauvignon, *VviFLS4*

## Abstract

**Background:**

Light conditions significantly influence grape berry ripening and the accumulation of phenolic compounds, but the underlying molecular basis remains partially understood. Here, we applied integrated transcriptomics and pathway-level metabolomics analyses to investigate the effect of cluster bagging during various developmental stages on phenolic metabolism in Cabernet Sauvignon grapes.

**Results:**

Bagging treatments had limited effects on berry quality attributes at harvest and did not consistently affect phenolic acid biosynthesis between seasons. Significantly elevated flavan-3-ol and flavonol contents were detected in re-exposed berries after bagging during early-developmental stages, while bagging after véraison markedly inhibited skin anthocyanin accumulation. Several anthocyanin derivatives and flavonol glycosides were identified as marker phenolic metabolites for distinguishing bagged and non-bagged grapes. Coordinated transcriptional changes in the light signaling components CRY2 and HY5/HYHs, transcription regulator MYBA1, and enzymes LAR, ANR, UFGT and FLS4, coincided well with light-responsive biosynthesis of the corresponding flavonoids. The activation of multiple hormone signaling pathways after both light exclusion and re-exposure treatments was inconsistent with the changes in phenolic accumulation, indicating a limited role of plant hormones in mediating light/darkness-regulated phenolic biosynthesis processes. Furthermore, gene-gene and gene-metabolite network analyses discovered that the light-responsive expression of genes encoding bHLH, MYB, WRKY, NAC, and MADS-box transcription factors, and proteins involved in genetic information processing and epigenetic regulation such as nucleosome assembly and histone acetylation, showed a high positive correlation with grape berry phenolic accumulation in response to different light regimes.

**Conclusions:**

Altogether, our findings provide novel insights into the understanding of berry phenolic biosynthesis under light/darkness and practical guidance for improving grape features.

## Background

Environmental and viticultural practices have long been known to influence grape and wine quality. Sunlight is a major factor associated with the development and composition of grape berries under natural solar radiation. The exposure of grape bunches to sunlight generally improves the content of berry total soluble solids (TSS) and phenolics, but it leads to a reduced berry weight, malic acid, amino acids, titratable acidity (TA), and juice pH [1–7]. However, the precise responses of grapevine to sunlight are heavily dependent upon the genotypes [8–10], climatic conditions [6, 11, 12], and berry developmental stages and seasonal variations [13–15].

Phenolic acids [mainly hydroxybenzoic acids (HBAs) and hydroxycinnamic acids (HCAs)], flavonoids (mainly flavan-3-ols, anthocyanins, and flavonols), and non-flavonoid polyphenols (mainly resveratrols) are three major classes of phenolic compounds detected in grapes and wine [16, 17]. These compounds are generally considered to act as free radical scavengers and UV radiation protectants and to play important roles in pigmentation/co-pigmentation and defense against fungal and bacterial pathogen infections in grape berries [17, 18]. Moreover, grape phenolics contribute to the color, bitterness, astringency, and antioxidant properties of wine and its potential benefits to human health [19, 20]. The impact of sunlight on phenolic biosynthesis in grape berries has been extensively investigated through a range of approaches, mostly involving the viticultural practices of artificial light excluding via bunch shading or exposing via leaf removal and cluster thinning [18]. HCAs in grape berries have been observed to be slightly affected by leaf removal at the beginning of the maturation period [21, 22]. However, significantly increased HCA levels at both véraison and harvest associated with enhanced solar exposure have also been reported [13]. Exposure to solar UV-B radiation leads to increased individual (quercetin, kaempferol, and myricetin) and total flavonol concentrations in grape skins, while shading and UV light barriers significantly reduce them [6, 21, 23–27]. The accumulation of skin proanthocyanidins (PAs), the oligomeric and polymeric flavan-3-ol units, is reduced in shaded fruit during development, but inconsistent results at harvest have been observed among studies [23, 28, 29]. In contrast, sunlight exclusion induces changes in the composition of PAs, such as a decrease in the proportion of trihydroxylated subunits and the mean degree of polymerization (mDP) within PAs, while improved light exposure induces the biosynthesis of PAs and increases its proportion of hydroxylated subunits in grape skins [24, 30]. Generally, shading treatment inhibits the accumulation of skin anthocyanins, accompanied by decreases in the proportion of trihydroxylated anthocyanins [23, 30–34]. However, the response of skin anthocyanins to sunlight exposure treatments is variable and heavily dependent on the timing and degree of severity [14, 35]. It appears that early leaf removal or cluster thinning induces a substantial acceleration of anthocyanin biosynthesis and a higher anthocyanin concentration [10, 36–39], whereas excessive solar radiation/irradiance causes sunburn damage and is not conducive to optimal anthocyanin accumulation in berries [12, 15, 21, 33, 40, 41].

Phenolic compounds are biosynthesized along general metabolic pathways of shikimate and phenylpropanoid by the activity of multi-enzyme complexes in the cytosol. It is well established that the transcriptional regulation of flavonoid biosynthetic pathway structural genes is orchestrated by a ternary complex involving transcription factors from the R2R3-MYB, basic helix-loop-helix (bHLH), and WD40-repeat proteins in several plant species [42, 43]. Previous studies have demonstrated the light-induced expression of an array of R2R3-MYB transcription factors that are known to regulate the general flavonoid pathway (VviMYB5a), as well as those specifically associated with flavonols (VviMYBF1/VviMYB12), flavan-3-ols (VviMYBPA1 and VviMYBPA2), and anthocyanins (VviMYBA1 and VviMYBA2) biosynthesis in grapevine [24, 27, 32, 35, 44–47]. Additional potential regulators belonging to the grape basic-leucine zipper (bZIP) transcription factor family, VvibZIPC22, ELONGATED HYPOCOTYL 5 (VviHY5) and its close homolog VviHYH, have also been linked to the activation of key structural genes of the flavonoid pathway as well as flavonoid biosynthesis under UV radiation [48–50]. More recently, integrated transcriptomic and metabolomic analyses have revealed the putative involvement of multiple hormone signals, ubiquitin-dependent protein degradation, and a large number of coordinately expressed transcription factors in the process of phenolic biosynthesis in response to different light (including UV radiation) exposure conditions [5, 9, 13, 50–53]. Limited data are available regarding the effect of different sunlight exclusion regimes on dynamic changes in the transcriptome and the detailed pathway-level metabolome in grape berries during different developmental stages, although many studies have been conducted to determine the impact of multiple environmental conditions on berry phenolic accumulation.

The present study assessed the impact of shading on ripening and phenolic accumulation in grape berries (*Vitis vinifera* L. cv. Cabernet Sauvignon) grown under field conditions. The contents and compositions of phenolic acids (HCAs and HBAs) and flavonoids (flavonols, flavan-3-ols, and anthocyanins) together with the transcriptome dynamics were monitored in grape berries subjected to different cluster bagging treatments during various phenological stages. To broaden our understanding of the regulatory mechanism of phenolic metabolism in grape berries grown under shade conditions, the light-responsiveness of a *flavonol synthase* gene promoter was characterized, and the genome-wide co-expression network of phenolic biosynthetic related structural genes and their putative upstream signals and regulators were further analyzed.

## Results

### Effect of cluster bagging on canopy microclimate and berry ripening

In two consecutive years (2012 and 2013), ten cluster sunlight excluding treatments were established in the vines through cluster bagging and bag removal at different developmental stages as follows (Fig. 1a): T1, cluster bagging from 3 weeks after flowering (WAF) (berry pepper-corn size; E-L 29) until harvest (complete ripening, E-L 38); T3, cluster bagging at E-L 29 stage and bag removal at the end of véraison (berries not quite ripe, E-L 37); T4, cluster bagging at E-L 29 stage and bag removal at mid-ripening stage (berries with intermediate Brix values, E-L 36); T5, cluster bagging at E-L 29 stage and bag removal at early-véraison (berries begin to color, E-L 35); T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at one week before complete ripening stage (E-L 37.5); T11, cluster bagging from E-L 37.5 to E-L 38 stages. Clusters exposed to sunlight during the entire developmental stages (T2) served as the control group. Similar local meteorological conditions were detected during the field experiments of two consecutive growing seasons, except for a higher temperature at the green and ripening stages of berry development in 2012 (Additional file 1: Table S1). Monitoring of the microclimate showed that the level of photosynthetically active radiation (PAR) and solar radiation was markedly reduced by cluster bagging treatment during each developmental stage of grape berries in both experimental years. Temperature and relative humidity in the bags were only slightly elevated and decreased, respectively, compared with the canopy environment during the two growing seasons (Additional file 2: Table S2).

**Fig. 1:**
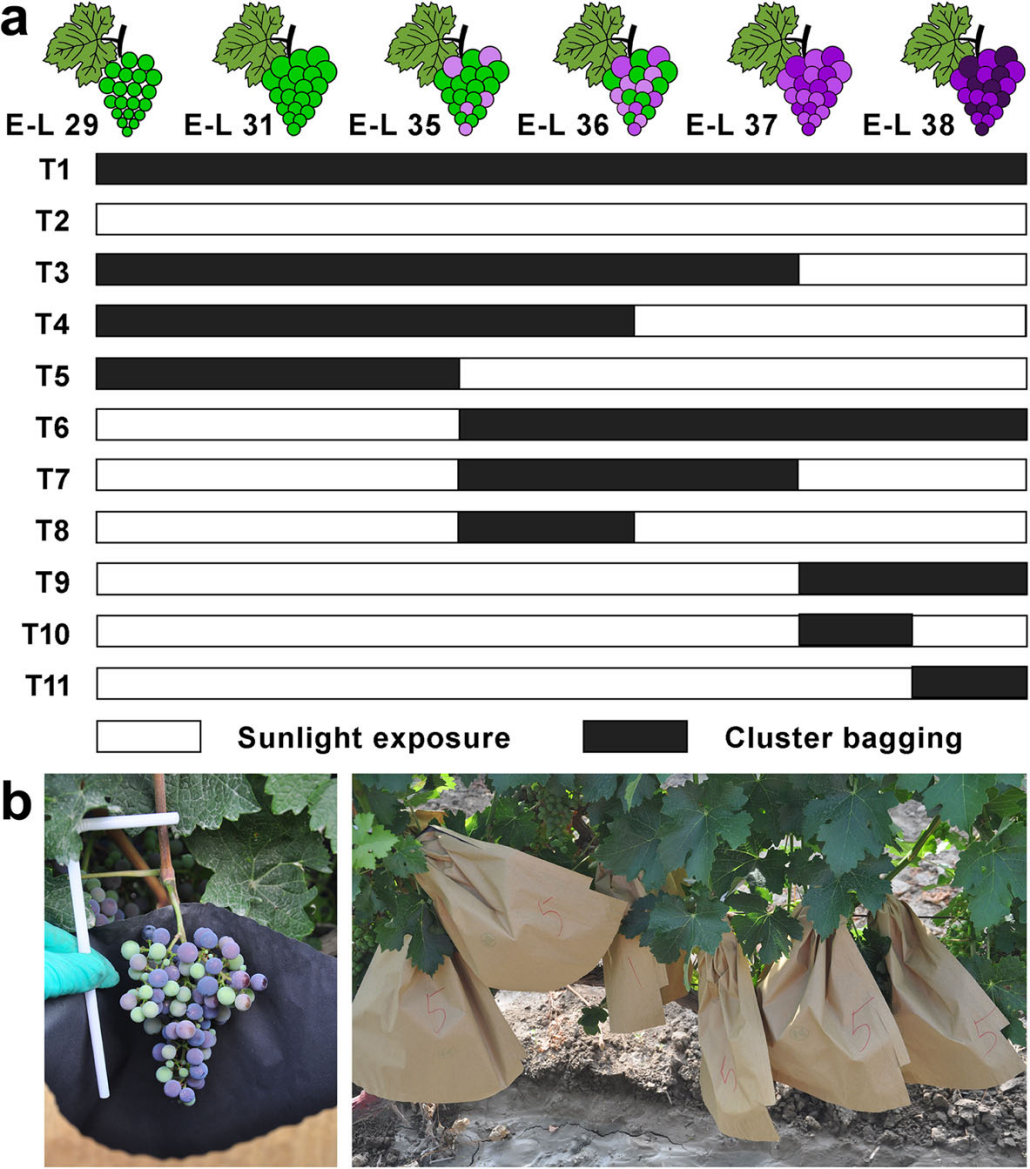
Experimental design for cluster bagging treatments during different developmental stages (**a**) and field photographs of bagging-treated Cabernet Sauvignon grapes (**b**). T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages

The development of grape berries from the control group was faster in 2012 than those in 2013 based on the changes of berry weight and TSS content (Fig. 2a, b), partially because of the relatively higher solar radiation and temperature during berry development in the first growing season (Additional file 1: Table S1 and Additional file 2: Table S2). Differences in the time-course of development and ripening were observed between berries from bagged and non-bagged clusters in both 2012 and 2013. The weight of T1-treated berries was statistically significantly (*p* ≤ 0.01, the same below) lower during véraison but higher after véraison than those of the exposed berries in both years (Fig. 2a). At harvest, no significant differences in berry weight were observed from not only T1 but also T3, T4, and T8 treatments, in comparison with the control in both years. However, the influence of cluster bagging treatments during other developmental stages on berry weight at harvest was inconsistent between years. There was no significant difference in the content of TSS in berries from each developmental stage among treatments during the two years (Fig. 2b). Reduction of titratable acidity during berry ripening was delayed by T1, T4, T5, T6, and T8 treatments in 2012, but no significant difference was observed at harvest (Fig. 2c).

**Fig. 2:**
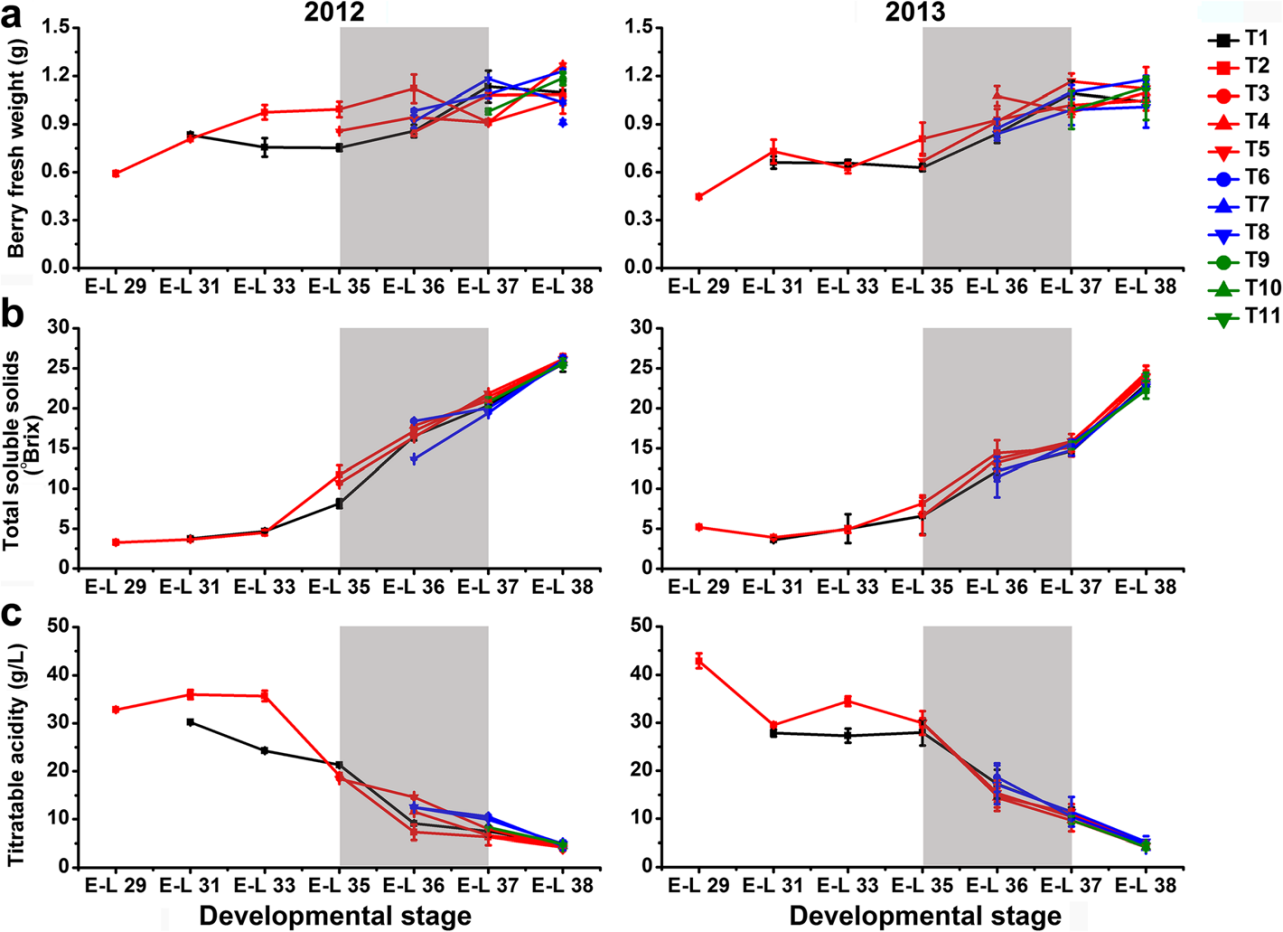
Influence of cluster bagging treatments on the fresh weight (**a**), total soluble solids (**b**) and titratable acidity contents (**c**) of Cabernet Sauvignon grape berries during development over two seasons. Data are the mean ± SD of three biological replicates. The light grey background represents the phenological phase of véraison from 5 to 100% of colored berries. T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages

### Influence of cluster bagging on phenolic accumulation

A statistically significantly (*p* ≤ 0.01) decreased concentration of both HBAs and HCAs was observed in T1-treated berries during development, but there was no significant difference at harvest in comparison to the control berries in 2012. In contrast, the content of HBAs in grapes was significantly increased during berry development and ripening, while the HCA content was significant increased before véraison and then significantly decreased from véraison to harvest by T1 treatment in the next growing season (Fig. 3a, b; Additional file 3: Table S3). The accumulation of HCAs in T5-treated berries was greatly induced from véraison to pre-harvest and thereafter significantly inhibited at harvest in both the 2012 and 2013 growing seasons. Other treatments, including T6, T10, and T11, also decreased the berry HCA content at harvest compared to the control in both years. In the first growing season, the accumulation of flavonoids in T1-treated berries was induced during expansion (from the E-L 31 to E-L 35 stages) and then inhibited during maturation (from the E-L 36 to E-L 38 stages) in comparison to the control berries, whereas opposite trends were observed in the next growing season (Fig. 3c). At harvest, the total flavonoid concentration was significantly increased in T3, T4, and T5-treated grapes, while it was decreased by T9 treatment in both years. However, the effect of other cluster bagging treatments on the accumulation of HBAs, HCAs and flavonoids was inconsistent between different seasons. In addition, the dihydroxylated/trihydroxylated flavonoid ratio in berry skin was significantly or moderately (0.01 < *p* ≤ 0.05) increased by T1, T3, T4, T5, T8, and T9 treatments in comparison to the control during the two growing seasons, but it was differentially affected by T6, T8, T10, and T11 between years (Fig. 4a).

**Fig. 3:**
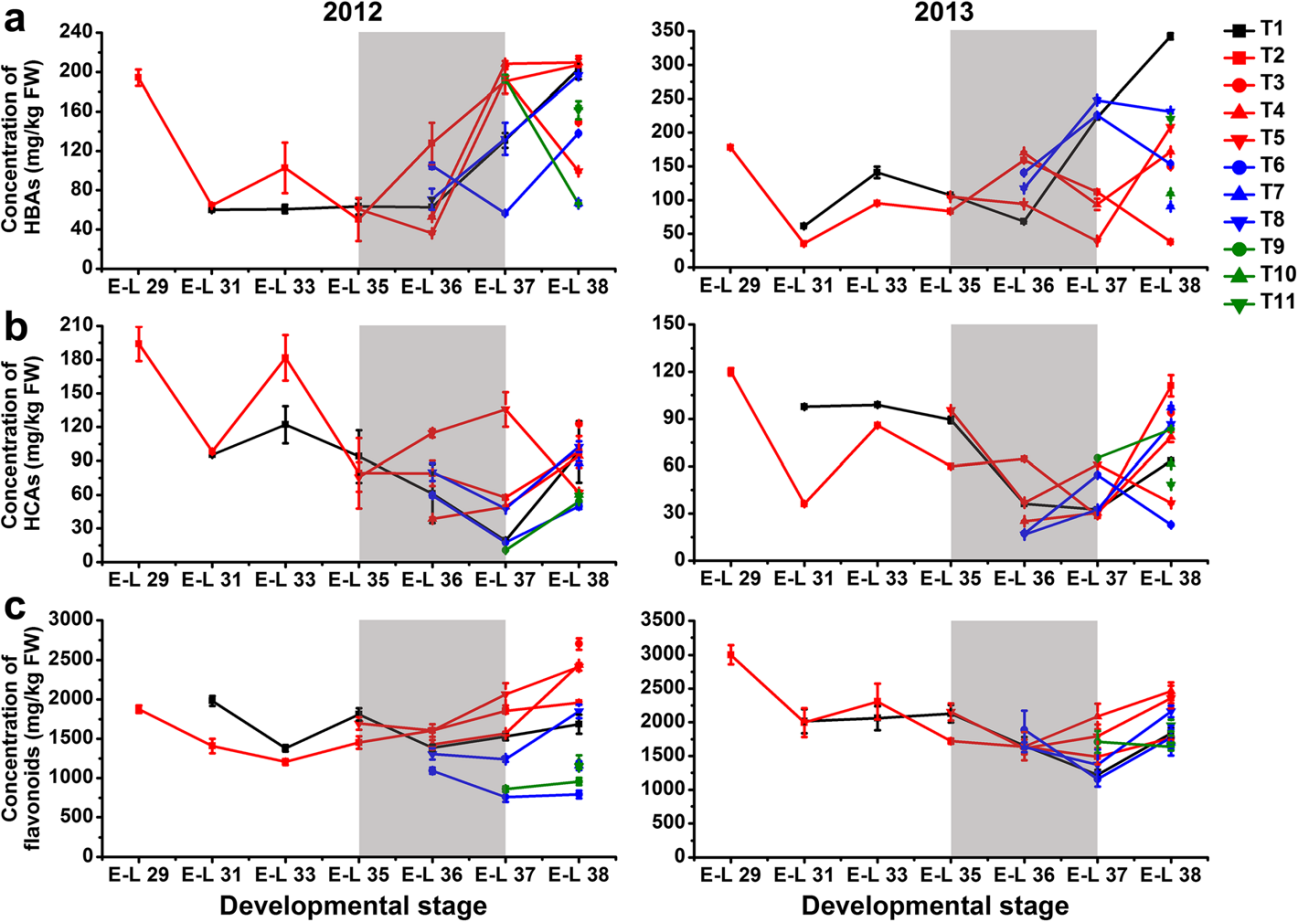
Changes in the accumulation of total hydroxybenzoic acids (HBAs) (**a**), hydroxycinnamic acids (HCAs) (**b**), and flavonoids (**c**) in different cluster bagging-treated grape berries during development over two seasons. Data are the mean ± SD of three biological replicates. The light grey background represents the phenological phase of véraison from 5 to 100% of colored berries. T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages

**Fig. 4:**
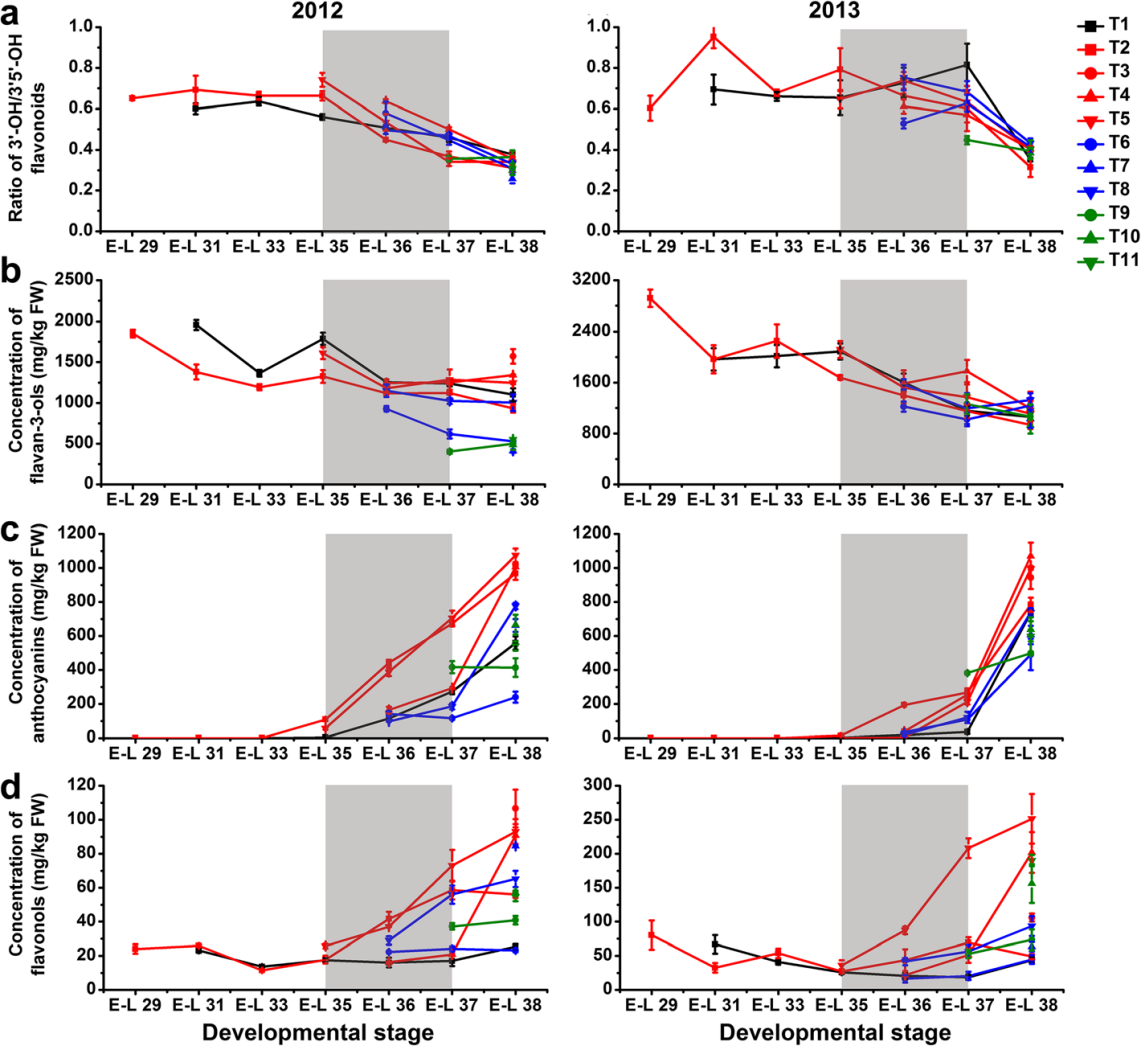
Changes in the ratio of dihydroxylated/trihydroxylated flavonoids (**a**) and the accumulation of flavan-3-ols (**b**), anthocyanins (**c**) and flavonols (**d**) in different cluster bagging-treated grape berries during development over two seasons. Data are the mean ± SD of three biological replicates. The light grey background represents the phenological phase of véraison from 5 to 100% of colored berries. T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages

The level of total flavan-3-ols was significantly increased in T1, T3, T4, and T5-treated grapes at harvest, whereas the effects of other cluster bagging treatments were variable during the two developmental seasons (Fig. 4b). Cluster bagging during véraison and/or the late stages of ripening (T1, T6, T7, T8, T9, T10, and T11) showed substantially inhibitory effects on the accumulation of skin anthocyanins from the beginning of each treatment until harvest over two seasons (Fig. 4c). With the exception of T1 and T8-treated berries in the second season, there was no change in terminal anthocyanin content in comparison to the control, although its biosynthesis was retarded during véraison. In contrast, cluster bagging treatments from 3 WAF and bag removal before post-véraison (T3, T4, and T5) did not markedly affect the final skin anthocyanin concentration in 2012, whereas in the next season, exposure of early-stage shaded berries to sunlight led to a significantly increased skin anthocyanin concentration at harvest. Cluster bagging at different phenological stages of berry development also showed an inconsistent impact on the biosynthesis of skin flavonols over the two seasons (Fig. 4d). T1 treatment was found to have no significant effect on the accumulation of flavonols during the early stage of véraison but significantly inhibited it at harvest compared with the control. Total flavonol content was significantly decreased in T4, T6, and T9-treated berries, while it was significantly increased by T5 treatment during véraison. Bag removal after véraison (T3, T4, T5, T7, and T8) resulted in a much higher flavonol level compared with control berries at harvest, whereas the effects of cluster bagging during ripening (T6, T9, T10 and, T11) on the accumulation of flavonols at harvest were inconsistent over the two seasons.

### Metabolic profiling of phenolics and identification of putative biomarkers

We reproducibly detected a total of 44 different phenolic compounds within the present grape berry samples, including four HBAs, five HCAs, five flavan-3-ols, 19 anthocyanin derivatives and 11 flavonol glycosides. Hierarchical clustering analysis showed that most of the phenolic acids and flavan-3-ols were clustered together, whereas the accumulation of anthocyanin derivatives and flavonol glycosides in berries during development and different cluster bagging treatments exhibited similar patterns in both growing seasons (Fig. 5a). To investigate the influence of cluster bagging during different developmental stages on detailed phenolic accumulation, the data set for all phenolic compounds detected from each grape sample were pooled together to construct the principal component analysis (PCA). Score scatter plots of the PCA models demonstrated that the effects of different cluster bagging treatments on phenolic profiles were similar in both growing seasons (Fig. 5b). The first principal component (PC1) explained 53.4 and 51.1% of the variances in the initial data sets of all identified phenolics in the 2012 and 2013 growing seasons, respectively, while PC2 explained 11.5 and 11.4%. Grape samples could be roughly distinguished based on their developmental stages in both seasons, and a distinct separation between the control and bagging-treated groups was also detected within each stage of development. Moreover, the areas of several grape samples from different developmental stages were overlapped by PCA, indicating the effect of bagging treatment on the phenolic accumulation and ripening process of grape berries.

**Fig. 5:**
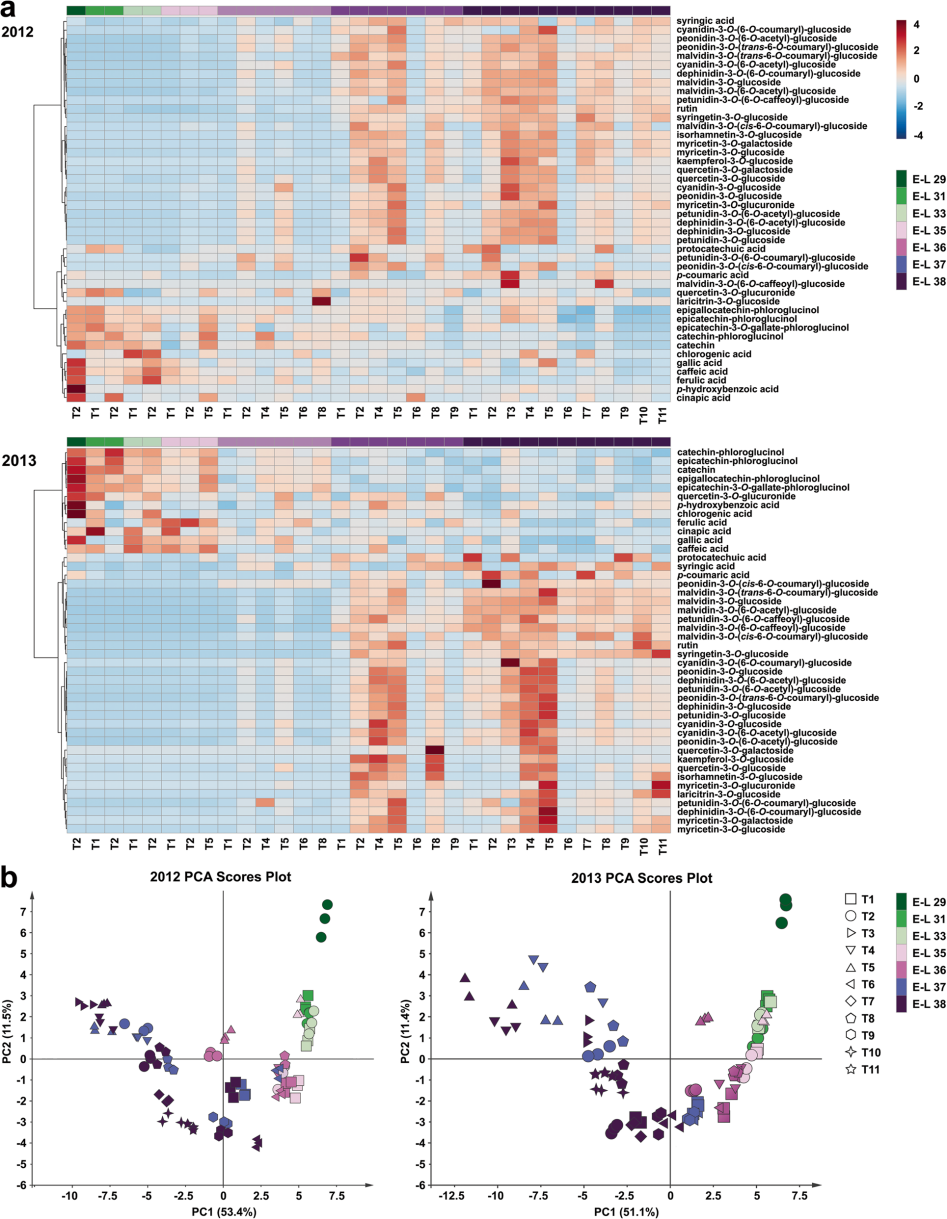
Heatmap visualization of hierarchical clustering analysis (**b**) and score scatter plot of principal component analysis (**a**) based on the phenolic profiles detected in different cluster bagging-treated grape berries during development in 2012 and 2013, respectively. T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages

Partial least squares-discriminant analysis (PLS-DA) was performed to discriminate between cluster bagging treatments (T1, T3 to T11) and the control (T2) groups in the 2012 (Fig. 6a) and 2013 (Fig. 6b) growing seasons, respectively. Metabolites that were considered to be crucial were filtered by setting the absolute correlation coefficient (|Pcorr|) value ≥0.8 and the variable importance for the projection (VIP) value ≥1. Statistically, five important phenolic compounds, including three anthocyanin derivatives [malvidin-3-*O*-glucoside, malvidin-3-*O*-(6-*O*-acetyl)-glucoside, and peonidin-3-*O*-(6-*O*-acetyl)-glucoside] and two flavonol glycosides (myricetin-3-*O*-glucoside and rutin), were found to be competent as putative biomarkers with a conspicuous contribution to the discrimination between the control and treatment classes in the 2012 growing season (Fig. 6c). The PLS-DA model constructed from the phenolic profiles of grape berries in the next growing season confirmed the contribution of five biomarkers detected from the data for 2012 and several additional putative biomarkers in discriminating the two classes, most of which were anthocyanin derivatives and flavonol glycosides (Fig. 6d).

**Fig. 6:**
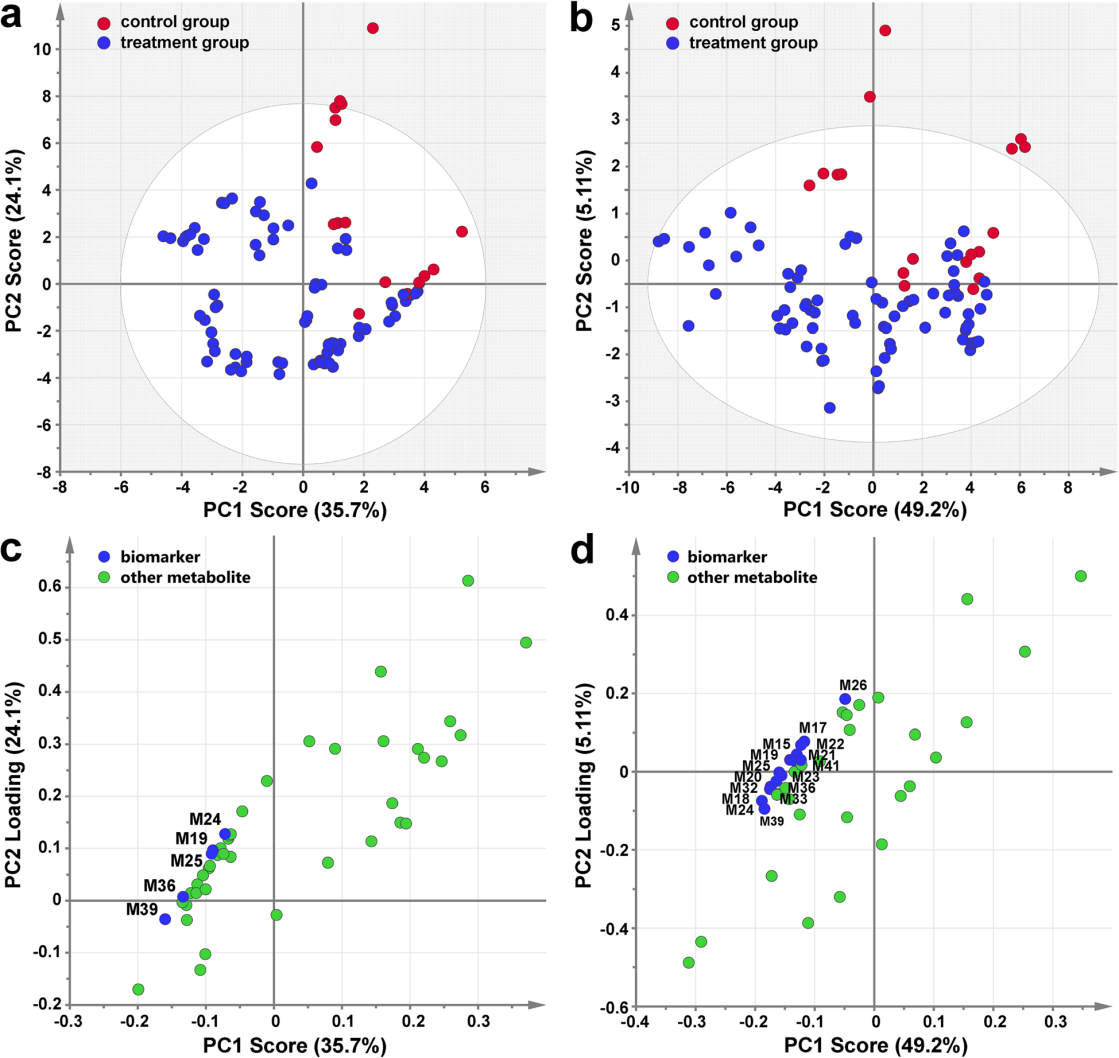
Identification of potential phenolic biomarkers via partial least squares-discriminant analysis (PLS-DA). Score scatter plot of the two-component PLS-DA model based on the concentration of detected phenolic compounds during the 2012 (**a**) and 2013 (**b**) seasons showing the discrimination between the control and cluster bagging-treated groups. Loading scatter plot of PLS-DA showing the important phenolic compounds (|Pcorr| value ≥0.8 and VIP value ≥1) during the 2012 (**c**) and 2013 (**d**) seasons that contributed significantly to the distinction between the control and cluster bagging-treated groups. M15, dephinidin-3-*O*-glucoside; M17, petunidin-3-*O*-glucoside; M18, peonidin-3-*O*-glucoside; M19, malvidin-3-*O*-glucoside; M20, dephinidin-3-*O*-(6-*O*-acetyl)-glucoside; M21, cyanidin-3-*O*-(6-*O*-acetyl)-glucoside; M22, petunidin-3-*O*-(6-*O*-acetyl)-glucoside; M23, dephinidin-3-*O*-(6-*O*-coumaryl)-glucoside; M24, peonidin-3-*O*-(6-*O*-acetyl)-glucoside; M25, malvidin-3-*O*-(6-*O*-acetyl)-glucoside; M26, petunidin-3-*O*-(6-*O*-caffeoyl)-glucoside; M32, peonidin-3-*O*-(*trans*-6-*O*-coumaryl)-glucoside; M33, malvidin-3-*O*-(trans-6-*O*-coumaryl)-glucoside; M36, myricetin-3-*O*-glucoside; M39, rutin; M41, laricitrin-3-*O*-glucoside

### Sunlight exclusion-induced transcriptome changes in the phenolic biosynthetic pathway

Transcriptome dynamics in berries from T1, T2, and T8-treated grapes during development were characterized to elucidate the molecular basis for light exclusion-affected phenolic biosynthesis. 

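RNA came from berries whose seeds had been removed before extraction, taken from clusters bagged from 3 WAF (E-L 29) until harvest at E-L 38 (T1), from clusters bagged at E-L 35 and uncovered at E-L 36 (T8), and from clusters left in the light (T2). T2 berries were sampled from E-L 29 to harvest, T1 berries from E-L 31 on and T8 berries from E-L 36 on. Each treatment at each stage had 3 biological replicates, named A, B and C, which gives 42 libraries in 14 groups. The letters do not pair libraries across groups. The values are FPKM, fragments scaled to transcript length and to the mapped fragments of the library, for 28940 genes, computed by the authors from single-end reads of poly(A) RNA aligned to the PN40024 genome, rounded to 2 decimals and not scaled to a common total. They were taken as log2(FPKM + 1), and 21902 genes with a mean of at least 1 FPKM in at least 1 group entered the tests. Each comparison was tested with limma over all 42 libraries, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was counted as a DEG at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Single named genes and members of gene lists are described as higher or lower at an adjusted p under 0.05 whatever their fold. Gene lists were tested as sets with camera at a preset correlation between genes of 0.01, and the adjusted p with an estimated correlation is given wherever it ended the call. Gene symbols are those of the paper, and other gene names come from the annotation columns deposited with the values. The gene families of Table S5 and Table S7 are whole families, whereas the genes of the heatmaps in Fig. 7 were chosen by the study on these samples, so counts over the latter are not independent evidence of a direction.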

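Between 11701650 and 12888956 clean reads were obtained per library (median 12306321), of which 9737454 to 10964221 were mapped (median 10524930), by the figures of Table S4. Genes with an FPKM above 0 numbered 21090 to 23537 per library, the same numbers as in Table S4 for 42 of 42 libraries. Transcripts of a few genes took a growing part of the total in T2 berries up to E-L 36. The 10 most abundant genes held 5.27% of the total FPKM in the median T2 library at E-L 29, 9.61% at E-L 31 and 30.81% at E-L 36. Later they held less, with 26.13% at E-L 37 and 26.97% at E-L 38. In T1 berries at E-L 31 they held 16.29%, with libraries from 9.45% to 22.71%, and in T8 berries at E-L 36 they held 23.62%. Replicates of one group correlated across genes at r = 0.936 to 0.985 (median 0.977), where genes are not independent replicates. FPKM values carry no counts per gene, so no interval for counting error can be given, and a gene listed at 0 may have been below detection at this depth.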

Approximately 571 Mb of clean reads were obtained from each sample using high-throughput RNA sequencing (RNA-Seq), with an average unique genome mapping ratio of 76.41% (Additional file 4: Table S4). DEGs were identified through comparisons of the FPKM values for each gene (fold-change ≥2 and divergence probability ≥0.8) between each developmental stage of the three groups, respectively, or between the control and bagging-treated samples at each developmental stage. Large-scale transcriptome reprogramming had occurred during the developmental processes of berries from both the control and treated groups. 

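In T2 berries F3'5'H VIT_206s0009g02830, which adds the hydroxyl groups that lead to blue anthocyanins, averaged 37.49 ± 10.6 FPKM (SD, n = 3) at E-L 29, 3.35 ± 0.698 at E-L 31 and 93.41 ± 17.7 at E-L 36. UFGT VIT_216s0039g02230, the enzyme that glucosylates anthocyanidins, averaged 13.23 ± 4 FPKM at E-L 29, 8.79 ± 1.32 at E-L 31 and 59.99 ± 9.32 at E-L 36. ANR VIT_200s0361g00040, an enzyme of flavan-3-ol synthesis, averaged 57.2 ± 25.9 FPKM at E-L 29, 7.1 ± 3.59 at E-L 35 and 0.36 ± 0.0436 at E-L 36. From E-L 29 to 31, 1375 genes were higher and 2613 lower in T2 berries, and from E-L 31 to 35, 811 were higher and 3113 lower. The later steps held fewer DEGs, with 847 from E-L 35 to 36, 1400 from E-L 36 to 37 and 1110 from E-L 37 to 38. T1 berries had 3457 DEGs from E-L 31 to 35, followed by 1062, 1321 and 1511 at the later steps, and T8 berries had 1269 and 1320. In all, 7768 genes were DEGs between consecutive stages in T2 berries, 5514 in T1 and 2276 in T8, over 5, 4 and 2 steps. The libraries were spread along a first principal component that held 48.6% of the variance. Scaling the libraries by median of ratios moved the median log2 fold change of all genes from -0.22 to -0.06 between E-L 31 and 35 and from 0.16 to 0 between E-L 36 and 37 in T2 berries, and from -0.21 to -0.10 between E-L 31 and 35 in T1 berries.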

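Among the 15 genes lower at all 5 T1 stages were PsbS (VIT_218s0001g02740), which dissipates excess light energy, with 0.43 ± 0.215 FPKM in T1 against 7.80 ± 0.167 in T2 (SD, n = 3 each) at E-L 38, RuBisCO activase (VIT_206s0004g05180; log2 fold change of -2.44 at E-L 31 and -2.12 at E-L 38) and an early light-induced protein (VIT_205s0020g04110; 43.52 ± 7.64 against 207.46 ± 12.8 FPKM at E-L 38). A glutathione S-transferase (VIT_201s0026g01340) averaged 7.47 ± 1.62 FPKM in T1 and 53.29 ± 12.8 in T2 at E-L 37. A further 20 genes were lower at 4 stages, among them a photolyase (VIT_204s0008g02670), an enzyme of DNA repair, with 0.85 ± 0.226 against 9.15 ± 1.71 FPKM at E-L 36. No gene was higher at 3 or more stages.

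T1 berries at E-L 31 also held more transcript of sucrose synthase (VIT_211s0065g01130; 162.58 ± 138 against 0.88 ± 0.88 FPKM), which splits sucrose, and less of expansin-A8 (VIT_213s0067g02930; 3.20 ± 1.65 against 105.08 ± 58.8) and of a polygalacturonase (VIT_208s0007g08330; 0.23 ± 0.295 against 28.46 ± 26.2), both of which loosen cell walls. In T8 berries at E-L 36 the largest increases included an HSP20 protein (VIT_204s0008g01610; 877.55 ± 310 against 21.32 ± 36.9 FPKM) and a 7S globulin (VIT_214s0128g00200; 434.18 ± 274 against 3.43 ± 5.95), a storage protein of seeds. At E-L 37 malate synthase (VIT_217s0000g01820), an enzyme of the glyoxylate cycle, averaged 97.27 ± 11 FPKM in T8 and 7.25 ± 8.95 in T2.

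Counted over all tested genes, 593 were higher and 756 lower in T1 than in T2 at E-L 31, 172 and 316 at E-L 35, 66 and 75 at E-L 36, 24 and 147 at E-L 37 (33 and 100 with median-of-ratios scaling), and 9 and 65 at E-L 38. T8 berries had 804 genes higher and 80 lower at E-L 36, 385 and 58 at E-L 37, and 7 and 3 at E-L 38, and at E-L 36 they had 610 genes higher and 43 lower than T1. Taken over stages, 1874 genes were DEGs in T1 and 1090 in T8.

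Transcripts of seed tissue moved with these comparisons. A seed marker score, the mean log2(FPKM + 1) of 14 genes for seed storage and late embryogenesis abundant proteins, was 5.75 ± 0.75 in T1 against 3.92 ± 1.16 in T2 at E-L 31 (exact permutation test, p = 0.2), 6.03 ± 0.6 in T8 against 2.36 ± 0.91 in T2 at E-L 36, and 5.30 ± 0.09 against 2.86 ± 1.03 at E-L 37. The last 2 differences had p = 0.1 in the exact permutation test, the smallest that 3 libraries against 3 allow. In T1 it was 3.35 ± 1.64 against 2.56 ± 0.5 at E-L 35, and differed from T2 by 0.28 at E-L 36 and -0.05 at E-L 37. At E-L 38 the score was 3.91 ± 0.57 in T8 and 3.67 ± 0.92 in T1 against 2.67 ± 0.42 in T2 (exact permutation tests, p = 0.1 and 0.2). Deviations of 446 genes (2.04% of those tested) from their group means followed this score at r of at least 0.5 over the 42 libraries, and these made up 163 of the 593 genes higher in T1 at E-L 31, 298 of 804 in T8 at E-L 36, 158 of 385 in T8 at E-L 37 and 3 of 172 in T1 at E-L 35. With the score as a covariate, a setting chosen after seeing the data, 342 DEGs were called in T8 at E-L 36, 230 at E-L 37 and 544 at any stage. Because the score lay far apart between T8 and T2 at these stages, the covariate also makes the T8 effects less certain. The regulator VviMYBA1, which did not follow the score, had -1.54 without and -1.48 with it in T8 at E-L 36. Its adjusted p from limma went from 0.0068 to 0.14. A lost call alone is therefore no sign of seed RNA. Of the T8 genes named above, HSP20 and malate synthase followed the score and lost their calls with it (log2 fold changes of -2.07, adjusted p = 0.4, and 0.47, adjusted p = 0.79), and the 7S globulin is a member of the score. HSP20 was also not called without T2 replicate A or B at E-L 36, nor malate synthase (4.40) without any one of 5 of the 6 libraries at E-L 37, such as T2 replicate C (3.29).

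**Figure D1:**
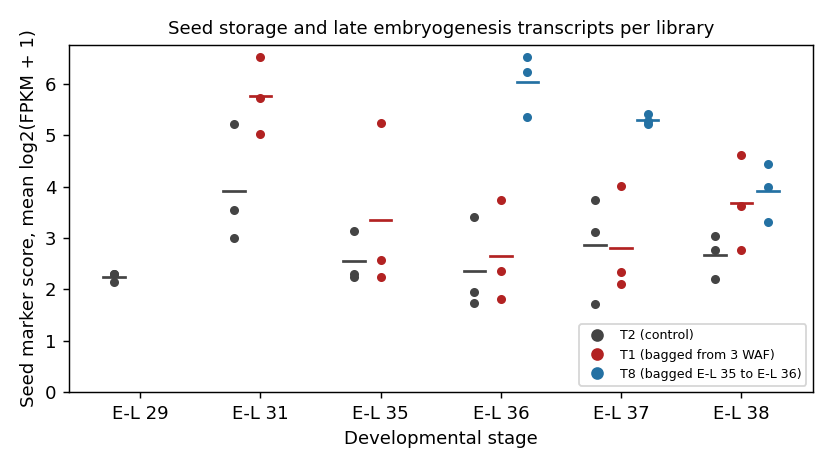
Seed marker score, the mean log2(FPKM + 1) of 14 seed storage and late embryogenesis genes, in each of the 42 libraries (points) by developmental stage and treatment, with group means as bars. The 3 T8 libraries at E-L 36 lie between 5.35 and 6.51 and the T2 libraries between 1.74 and 3.41.

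Fits on only the groups compared gave 299 DEGs for T1 at E-L 31, 30 at E-L 36, 33 at E-L 37, 19 at E-L 38 and 645 at any stage, 272 for T8 at E-L 37 and 3 at E-L 38, and 392 for T8 against T1. The count for T8 at E-L 38 was 0 to 8 when single libraries were left out. Left out one at a time, T2 replicate C and T8 replicates B and C took the count for T8 at E-L 37 to 263, 265 and 275, and leaving out replicate B of every group gave 1173 DEGs for T1 at any stage.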

For cluster bagging-responsive DEGs, a total of 782 and 687 genes were differentially expressed in grape berries under T1 treatment from E-L 31 to E-L 38 stages and T8 treatment from E-L 36 to E-L 38 stages, respectively (Additional file 5: Figure S1). 

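Genes of phenylpropanoid and flavonoid synthesis were over-represented among the DEGs of T1 berries at E-L 35. Among 306 annotated DEGs were 8 of 14 F3'5'H genes (adjusted p = 1.5e-09 from a one-sided Fisher's exact test), 6 of 13 CHS, CHI and F3H genes (adjusted p = 1e-06), 3 of 7 F3'H genes (adjusted p = 0.0012) and 4 of 26 PAL, C4H and 4CL genes (adjusted p = 0.0071). At E-L 31 in T1 berries, 686 annotated DEGs held 8 of 26 PAL, C4H and 4CL genes (adjusted p = 0.00024) and 4 of 6 LAR and ANR genes, which encode the enzymes of flavan-3-ol synthesis (adjusted p = 0.00042). In T8 berries at E-L 36, 460 annotated DEGs against T2 held 5 of 14 F3'5'H genes (adjusted p = 5e-04). They also held 4 of 18 flavonol synthase genes (adjusted p = 0.0094), 3 of them higher and VviFLS4 lower, which did not pass when higher and lower genes were tested apart (adjusted p = 0.069 and 0.15). None of the families described here passed against T1 berries at E-L 36, although others did, and 347 annotated DEGs of T8 held 2 of 14 F3'5'H genes (adjusted p = 0.2, and adjusted p = 0.0039 when the lower genes were tested apart) and no CHS, CHI or F3H gene. The UFGT family had 2 of 5 members among the DEGs of T1 berries at E-L 35 (adjusted p = 0.01), 36 (adjusted p = 0.0055) and 37 (adjusted p = 0.0078). The background was 12745 tested genes that had a KEGG orthology annotation or belonged to a family of Table S5. Family members without such an annotation were thus kept, and the annotated DEGs are those within this background. The deposited annotation gives such orthology terms but no pathways, so the families of Table S5 stand in for them, and 20 of 99 combinations of family and comparison, some of them not described here, had an adjusted p under 0.05. Without the fold threshold, 5 did.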

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed that ‘flavonoid biosynthesis’, ‘flavone and flavonol biosynthesis’, and ‘phenylpropanoid biosynthesis’ were significantly enriched by DEGs between T1 and T2-treated grape berries at E-L 35 stage, as well as by DEGs between T8 and T1/T2 treatments at E-L 36 stage (Additional file 6: Figure S2).

Pathway-specific transcriptome analysis indicated that the transcription of genes encoding enzymes in the general phenylpropanoid and central flavonoid biosynthetic pathways, including phenylalanine ammonia-lyase (PAL; VIT_206s0004g02620), *trans*-cinnamate 4-monooxygenase (C4H; VIT_206s0004g08150), chalcone synthases (CHSs; VIT_214s0068g00920 and VIT_205s0136g00260), flavanone 3-hydroxylase (F3H; VIT_204s0023g03370), and leucoanthocyanidin reductase (LAR; VIT_217s0000g04150) specifically involved in the biosynthesis of flavan-3-ols, was significantly upregulated in berries under T1 treatments compared with the control group at E-L 31 stage. By contrast, the transcription level of genes encoding PALs (VIT_206s0004g02620 and VIT_213s0019g04460), C4H (VIT_206s0004g08150), 4-coumarate: CoA ligase (4CL; VIT_216s0039g02040), CHSs (VIT_214s0068g00920 and VIT_205s0136g00260), chalcone isomerases (CHIs; VIT_213s0067g02870 and VIT_213s0067g03820), F3Hs (VIT_204s0023g03370 and VIT_218s0001g14310), and leucoanthocyanidin dioxygenase/anthocyanidin synthase (LODX/ANS; VIT_202s0025g04720) required for flavan-3-ol/anthocyanin biosynthesis and several flavonoid 3′-hydroxylase (F3’H) and flavonoid 3′,5′-hydroxylase (F3’5’H) members determining the hydroxylation pattern of the B-ring of flavonoids, was significantly downregulated in T1-treated grape berries at E-L 35 stage. In addition, a significant upregulation of the gene encoding cinnamyl-alcohol dehydrogenase (CAD; VIT_204s0044g00210) specifically involved in HCA biosynthesis at E-L 31, 35 and 38 stages, while a significant downregulation of the genes encoding flavonol synthase (FLS; VIT_218s0001g03470) specifically required for flavonol biosynthesis at E-L 37 and UDP-glucose: flavonoid 3-*O*-glucosyltransferases (UFGTs; VIT_211s0052g01600 and VIT_216s0039g02230) required for anthocyanin biosynthesis at E-L 35, 37, and 38 stages, was detected in T1-treated berries. 

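T1 berries at E-L 31 held more transcript of the enzymes that open the phenylpropanoid and flavonoid pathways. PAL VIT_206s0004g02620, which makes cinnamate from phenylalanine, averaged 46.52 ± 36 FPKM in T1 and 11.23 ± 13.4 in T2 (SD, n = 3 each; log2 fold change of 2.31, SE 0.47, adjusted p = 0.00041). C4H VIT_206s0004g08150 stood at 86.04 ± 46 against 33.94 ± 19.9 FPKM (adjusted p = 0.00087). The CHS genes VIT_214s0068g00920 (221.14 ± 181 against 50.27 ± 49.6 FPKM, adjusted p = 0.00062) and VIT_205s0136g00260 (215.5 ± 138 against 57.88 ± 51.6, adjusted p = 0.00025), which form the flavonoid skeleton, rose together with F3H VIT_204s0023g03370 (117.87 ± 94.3 against 31.79 ± 15.7, adjusted p = 0.001). LAR VIT_217s0000g04150, which releases flavan-3-ols, averaged 61.08 ± 13.7 and 28.72 ± 10.8 FPKM (log2 fold change of 1.10, SE 0.32, adjusted p = 0.0088).

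Of 26 PAL, C4H and 4CL genes, 9 were higher and none lower (10 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.70, and camera placed the list above other genes (adjusted p = 0.0011, but adjusted p = 0.36 with an estimated correlation). Another PAL, VIT_211s0016g01640, averaged 3.59 ± 1.45 FPKM in T1 and 0.52 ± 0.193 in T2. Of 13 CHS, CHI and F3H genes, 4 were higher and none lower, also when adjusted over the list alone (adjusted p = 0.047 from camera, and adjusted p = 0.48 with an estimated correlation), CHI VIT_213s0067g02870 being the fourth at a log2 fold change of 0.82. Among 6 LAR and ANR genes, 4 were higher and 1 lower, and the list as a whole did not pass camera (adjusted p = 0.32). ANR VIT_200s0361g00040 averaged 41.75 ± 36.3 against 9.36 ± 8.53 FPKM. CCR and CAD genes went both ways, with 5 of 25 CCR genes higher and 2 lower and 2 of 18 CAD genes higher and 1 lower.

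In the same libraries 5 of 6 seed storage genes were higher and 1 lower (adjusted p = 0.044 from camera, adjusted p = 0.29 with an estimated correlation). The higher genes had log2 fold changes of 4.96, 4.45, 4.41, 0.68 and 0.56. Those at 0.68 (VIT_207s0005g04460) and 0.56 (VIT_214s0128g00210) did not follow the seed marker score. LAR followed the seed marker score and was no longer called with the score as a covariate (log2 fold change of 0.61, adjusted p = 0.14), whereas the other 5 genes of the paper remained called. A fit on only the T1 and T2 libraries at E-L 31 called none of the 6, and without T2 replicate B at that stage LAR was not called (log2 fold change of 0.85).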

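All 11 enzyme genes that the paper names for these pathways at E-L 35 were lower in T1 berries than in T2. PAL VIT_206s0004g02620 averaged 6.51 ± 3.26 FPKM in T1 and 51.78 ± 8.07 in T2 (SD, n = 3 each; log2 fold change of -2.89, SE 0.47, adjusted p = 7.2e-05), and PAL VIT_213s0019g04460 averaged 9.00 ± 1.08 and 56.71 ± 6.07 (adjusted p = 0.00013). C4H stood at 19.78 ± 5.23 against 62.78 ± 5.93 FPKM (adjusted p = 0.00023) and 4CL VIT_216s0039g02040, which activates coumarate, at 3.42 ± 1.37 against 12.46 ± 1.65 (adjusted p = 1.2e-05). CHS VIT_214s0068g00920 averaged 42.26 ± 24.3 and 247.59 ± 41.9 FPKM (adjusted p = 0.00042), and CHS VIT_205s0136g00260 averaged 221.79 ± 82.9 and 912.34 ± 73.8 (adjusted p = 5e-04). The CHI genes VIT_213s0067g02870 and VIT_213s0067g03820 fell by 1.32 and 1.80 on the log2 scale, the F3H genes VIT_204s0023g03370 and VIT_218s0001g14310 fell by 2.32 and 1.02, and LDOX VIT_202s0025g04720, which forms anthocyanidins, fell by 1.53 (adjusted p = 0.0021).

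Hydroxylase genes that set the B-ring pattern were also lower. F3'5'H VIT_206s0009g02830 averaged 14.03 ± 6.02 FPKM in T1 and 139.14 ± 6.48 in T2 (log2 fold change of -3.29, SE 0.32, adjusted p = 1.7e-08) and VIT_206s0009g02840 averaged 6.49 ± 2.53 and 54.46 ± 3.47 (adjusted p = 7.2e-09). Of 14 F3'5'H genes, 8 were lower and none higher, also when adjusted over the list alone, with a median log2 fold change of -2.18 (adjusted p = 2e-11 from camera, adjusted p = 0.0013 with an estimated correlation). Of 7 F3'H genes, 4 were lower and none higher, also when adjusted over the list alone (median -0.58, adjusted p = 0.0015 and, with an estimated correlation, adjusted p = 0.0081), among them VIT_217s0000g07200 with 28.26 ± 3.2 against 58.31 ± 5.41 FPKM and VIT_211s0016g01020 with 1.78 ± 0.41 against 9.32 ± 2.54.

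Of 13 CHS, CHI and F3H genes, 6 were lower and none higher (6 and 1 when adjusted over the list alone; adjusted p = 0.00057 from camera, adjusted p = 0.1 with an estimated correlation), and of 26 PAL, C4H and 4CL genes, 4 were lower and none higher, also when adjusted over the list alone (adjusted p = 0.031, and adjusted p = 0.59 with an estimated correlation). The effect of T1 differed between E-L 31 and 35 for PAL VIT_206s0004g02620 (difference in log2 fold change of 5.19, SE 0.67, adjusted p = 1.4e-06) and for CHS VIT_205s0136g00260 (difference of 4.13, SE 0.57, adjusted p = 3.6e-06). None of the 11 enzyme genes followed the seed marker score, and all 11 remained lower with the score as a covariate. F3H VIT_218s0001g14310 was not called without T1 replicate A (log2 fold change of -0.89) or T2 replicate B (-0.93) at this stage.

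**Figure D2:**
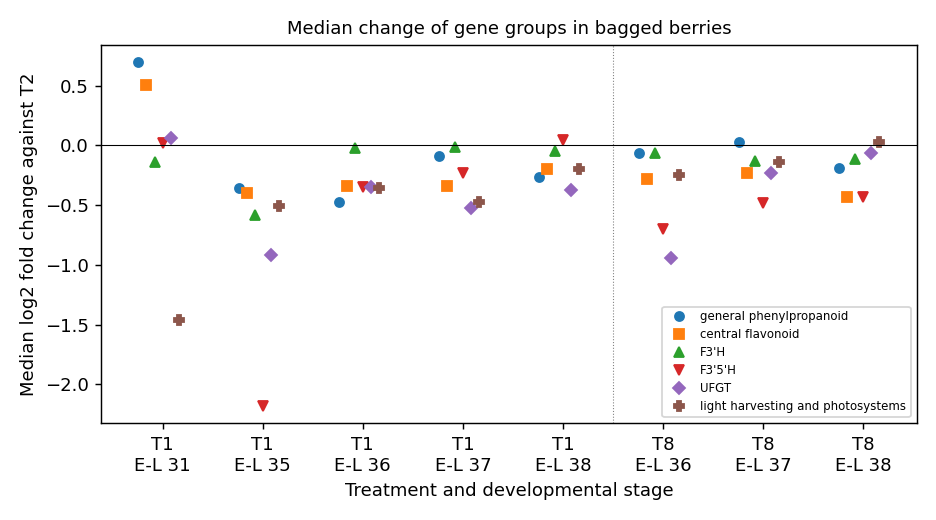
Median log2 fold change against T2 (vertical axis) of 6 gene groups, one symbol per group, in T1 berries at 5 stages and T8 berries at 3 stages. The F3'5'H genes lie at -2.18 in T1 at E-L 35, and the light harvesting and photosystem genes lie at -1.46 in T1 at E-L 31.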

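CAD VIT_204s0044g00210, an enzyme that reduces cinnamaldehydes, averaged 27.54 ± 21.3 FPKM in T1 and 5.16 ± 8.66 in T2 at E-L 31 (SD, n = 3 each; log2 fold change of 3.09, SE 1.09, adjusted p = 0.032). At E-L 35 it averaged 11.68 ± 19.7 against 0.16 ± 0.165 FPKM (log2 fold change of 1.76, adjusted p = 0.34) and at E-L 38 14.99 ± 18.2 against 1.73 ± 1.63 (1.83, adjusted p = 0.82), without passing limma at either stage, while the NOISeq rule called it higher at both. FLS VIT_218s0001g03470 was listed at 0 in all 3 T1 libraries at E-L 37 and averaged 6.55 ± 2.17 FPKM in T2 (adjusted p = 2.2e-08). UFGT VIT_211s0052g01600 was lower in T1 at E-L 35 (0.07 ± 0.0586 against 2.16 ± 0.358 FPKM, adjusted p = 6.2e-07), E-L 37 (0.16 ± 0.11 against 4.28 ± 0.759, adjusted p = 3.4e-09) and E-L 38 (0.03 ± 0.0577 against 2.99 ± 0.722, adjusted p = 3.6e-08). The deposited annotation names this gene a flavonol 3-O-glucosyltransferase. UFGT VIT_216s0039g02230, the more abundant gene, was lower at E-L 35 (30.3 ± 3.71 against 90.57 ± 0.895 FPKM, adjusted p = 1.2e-07) and averaged 74.01 ± 17.5 against 75.39 ± 10.8 at E-L 37 (adjusted p = 0.96) and 60.21 ± 1.35 against 59.11 ± 4.85 at E-L 38 (adjusted p = 1). Of the UFGT family of 5 genes, 3 were lower in T1 at E-L 35 (median log2 fold change of -0.92, adjusted p = 0.0015 from camera, and adjusted p = 0.011 with an estimated correlation), 2 at E-L 36 (adjusted p = 0.00026, and adjusted p = 0.016 with an estimated correlation), 2 at E-L 37 (adjusted p = 0.0023, but adjusted p = 0.055 with an estimated correlation) and 1 at E-L 38 (adjusted p = 0.0021, and adjusted p = 0.042 with an estimated correlation), and none was higher at these stages. The member lower at E-L 38 was VIT_211s0052g01600. The CAD gene followed the seed marker score and lost its call with the score as a covariate (log2 fold change of 0.28, adjusted p = 0.7). It was also not called when T2 replicate A (2.55) or B (2.36) or T1 replicate B (2.51) or C (3.15) at E-L 31 was left out, and the NOISeq rule did not call UFGT VIT_211s0052g01600 at E-L 35 and 38.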

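CHI VIT_213s0067g03820, the isomerase that closes the flavanone ring, averaged 33.02 ± 5.62 FPKM in T8 berries and 82.62 ± 24.9 in T2 at E-L 36 (SD, n = 3 each; log2 fold change of -1.27, SE 0.34, adjusted p = 0.01). PAL VIT_213s0019g04460 averaged 13.22 ± 1.37 against 30.44 ± 7.18 FPKM (-1.12, SE 0.43, adjusted p = 0.09) and CHS VIT_205s0136g00260 averaged 357.93 ± 47.7 against 784.59 ± 142 (-1.12, SE 0.4, adjusted p = 0.064), short of the threshold. All 4 CCR and CAD genes that the paper names were higher at E-L 36 and 37. CCR VIT_218s0122g00620, which reduces cinnamoyl-CoA esters, averaged 14.57 ± 4.29 FPKM in T8 and 0.97 ± 0.225 in T2 at E-L 36 (log2 fold change of 2.95, SE 0.41, adjusted p = 1.1e-05) and 8.86 ± 0.854 against 1.45 ± 1.09 at E-L 37 (adjusted p = 0.0023). CCR VIT_210s0042g00640 averaged 8.81 ± 2.63 against 1.01 ± 0.704 FPKM at E-L 36 (adjusted p = 0.00037) and was also higher at E-L 37 (log2 fold change of 1.94, adjusted p = 0.0062). CAD VIT_200s0371g00100 was higher at E-L 36 (12.24 ± 3.4 against 3.26 ± 0.392 FPKM, adjusted p = 5e-04), E-L 37 (1.39, adjusted p = 0.0062) and E-L 38 (1.51, adjusted p = 0.04). CAD VIT_204s0044g00210 averaged 66.19 ± 35.2 against 1.18 ± 2.05 FPKM at E-L 36 (adjusted p = 0.0013) and 29.8 ± 6.21 against 0.56 ± 0.529 at E-L 37 (adjusted p = 0.016).

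At E-L 38 the log2 fold changes of CCR VIT_210s0042g00640 (1.66, adjusted p = 0.21), CCR VIT_218s0122g00620 (0.67, adjusted p = 0.84) and CAD VIT_204s0044g00210 (2.67, adjusted p = 0.64) did not pass. Of 25 CCR genes, 3 were higher and none lower at E-L 36 and 2 were higher and none lower at E-L 37. Of 18 CAD genes, 5 were higher and 1 lower at E-L 36 and 4 were higher and none lower at E-L 37. In these T8 libraries 7 of 8 late embryogenesis abundant genes were higher at E-L 36 (median log2 fold change of 4.86, adjusted p = 4.5e-07 from camera, adjusted p = 0.16 with an estimated correlation). Of the CCR and CAD genes, VIT_218s0122g00620 and VIT_204s0044g00210 followed the seed marker score. With the score as a covariate CHI remained lower (log2 fold change of -2.04, adjusted p = 0.0078) and all 4 CCR and CAD genes lost their calls at each stage, at log2 fold changes from -0.41 for CAD VIT_204s0044g00210 to 1.72 for CCR VIT_210s0042g00640 at E-L 36. CAD VIT_200s0371g00100, which did not follow the score, went from 1.61 to 1.30 at E-L 36. The covariate also makes T8 effects less certain, so a lost call alone is no sign of seed RNA. Single libraries also decided some calls. CHI was not called without T2 replicate A (-1.04) or T8 replicate B (-1.12) at E-L 36, and CAD VIT_204s0044g00210 at E-L 37 was not called without T2 replicate C (4.05) or T8 replicate C (4.19), nor CAD VIT_200s0371g00100 at E-L 37 without T2 replicate C (1.20) or at E-L 38 without any one of the 6 libraries (1.20 to 1.74). Fits on only the groups compared kept 7 of the 10 calls of these genes, a pseudocount of 0.1 ended that of CCR VIT_210s0042g00640 at E-L 37 and a filter at 5 FPKM that of CAD VIT_200s0371g00100 at E-L 38.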

In T8-treated grape berries, the transcript abundance of genes encoding PAL (VIT_213s0019g04460), CHS (VIT_205s0136g00260) and CHI (VIT_213s0067g03820) was significantly downregulated at E-L 36 stage, while cinnamoyl-CoA reductases (CCRs; VIT_210s0042g00640 and VIT_218s0122g00620) and CADs (VIT_200s0371g00100 and VIT_204s0044g00210) specifically required for HCA biosynthesis were significantly or moderately (fold-change ≥2 while divergence probability ≤0.8) upregulated during ripening (E-L 36, 37, and 38 stages). Moreover, the significantly downregulated expression of several members of the gene family encoding F3’5’H in grape berries at both E-L 36 and 37 stages after T8 treatment was in fair agreement with the higher ratio of 3′-OH/3′,5′-OH flavonoids (Fig. 7a; Additional file 7: Table S5).

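F3'5'H VIT_206s0009g02840, a hydroxylase of the B-ring, averaged 10.75 ± 5.68 FPKM in T8 and 40.7 ± 8.89 in T2 at E-L 36 (SD, n = 3 each; log2 fold change of -1.91, SE 0.27, adjusted p = 1.3e-05). VIT_206s0009g02970 averaged 22.23 ± 5.09 against 61.17 ± 7.09 FPKM (adjusted p = 0.00098) and VIT_206s0009g02810 24.89 ± 5.35 against 56.64 ± 12.9 (adjusted p = 0.0015). Of the 14 F3'5'H genes, 5 were lower and none higher at E-L 36, also when adjusted over the list alone (median log2 fold change of -0.70, adjusted p = 2.4e-06 from camera, adjusted p = 0.016 with an estimated correlation). At E-L 37, after the bags had been removed, 2 were lower and none higher (3 when adjusted over the list alone; median -0.48). These were VIT_206s0009g03010, with 15.34 ± 1.4 against 32.52 ± 1.39 FPKM (adjusted p = 0.042), and VIT_206s0009g02840, with 30.84 ± 11 against 55.46 ± 4.79 (adjusted p = 0.046). The camera result at E-L 37 was an adjusted p of 0.022, and adjusted p = 0.32 with an estimated correlation. No F3'5'H gene passed at E-L 38, where the list still stood below other genes (adjusted p = 4e-04, and adjusted p = 0.24 with an estimated correlation). The 7 F3'H genes, which lead to the 3'-hydroxylated flavonoids, had no member that passed at E-L 36 or 37 (2 lower at E-L 37 when adjusted over the list alone). The difference between the T8 effects at E-L 36 and 37 was not past the threshold for the F3'5'H list (median difference of -0.31, adjusted p = 0.055). The UFGT list was lower at E-L 36, with 3 of 5 genes lower and none higher (median -0.94, adjusted p = 0.0014, adjusted p = 0.016 with an estimated correlation).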

**Fig. 7:**
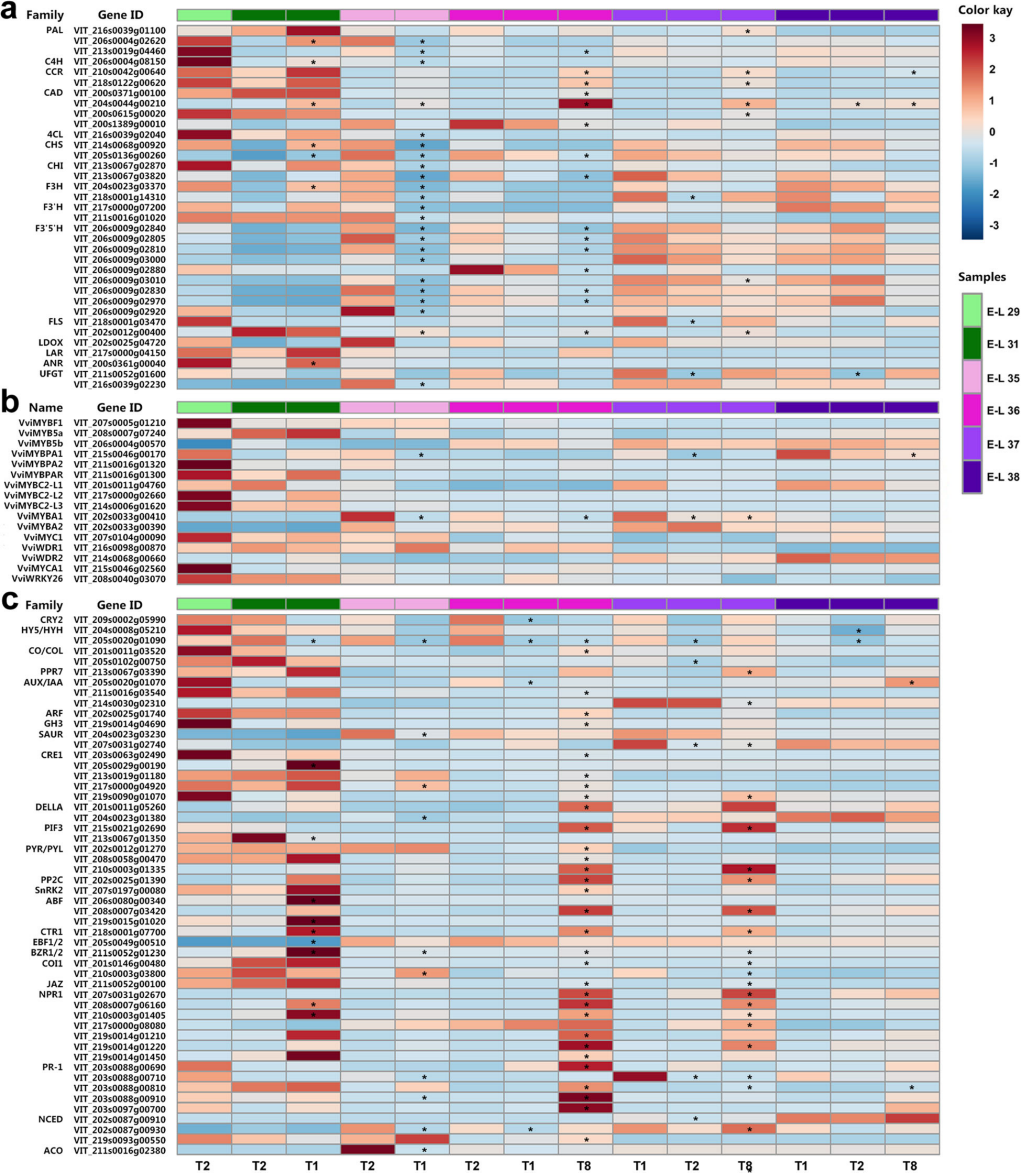
Transcription profile of DEGs encoding enzymes required for phenolic biosynthesis (**a**), genes encoding transcription factors involved in the regulation of phenolic metabolism (**b**) and DEGs encoding components of light and hormone signal transductions (**c**) in grape berries under cluster bagging treatments. T1: cluster bagging from 3 WAF until harvest; T2: control group; T8: cluster bagging at E-L 35 stage and bag removal at E-L 36 stage. PAL, phenylalanine ammonia-lyase; C4H, trans-cinnamate 4-monooxygenase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl-alcohol dehydrogenase; 4CL, 4-coumarate: CoA ligase; CHS: chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3’H, flavonoid 3′-hydroxylase; F3’5’H, flavonoid 3′,5′-hydroxylase; FLS, flavonol synthase; LDOX, leucoanthocyanidin dioxygenase; LAR, leucoanthocyanidin reductase; ANR, anthocyanidin reductase; UFGT, UDP-glucose: flavonoid 3-*O*-glucosyltransferase; CRY2, cryptochrome 2; HY5/HYH, ELONGATED HYPOCOTYL 5 (HY5)/HY5-homolog; CO/COL, CONSTANS/CONSTANS-like; PPR7, PSEUDO-RESPONSE REGULATOR 7; AUX/IAA, auxin-responsive protein IAA; ARF, auxin response factor; GH3, indole-3-acetic acid-amido synthetase; SAUR, small auxin-up RNA; CRE1, cytokinin receptor 1; DELLA, DELLA protein gibberellin-insensitive (GAI)-like; PIF3, phytochrome-interacting factor 3; PYR/PYL, pyrabactin resistance 1/PYR1-like; PP2C, protein serine/threonine phosphatase 2C; SnRK2, serine/threonine-protein kinase SRK2; ABF, ABA-responsive element binding factor; CTR1, serine/threonine protein kinase; EBF1/2, ethylene-insensitive protein 3 (EIN3)-binding F-box protein 1/2; BZR1/2, brassinosteroid resistant 1/2; COI1, coronatine-insensitive protein 1; JAZ, jasmonate ZIM domain-containing protein; NPR1, nonexpressor of pathogenesis-related genes 1; PR-1, pathogenesis-related protein 1; NCED, 9-*cis*-epoxycarotenoid dioxygenase; ACO, 1-aminocyclopropane-1-carboxylic acid oxidase. Each square in the heatmap located beside the gene names corresponds to the average FPKM value of the gene in each sample as illustrated in the legend. Genes with significant expression changes compared with the control group (fold change ≥2 and divergence probability ≥0.8) in each development stage are indicated by asterisks (*) in the squares

The transcription profiles of genes encoding known grapevine phenolic biosynthesis-related positive/negative regulators belonging to the MYB (VviMYBF1, VviMYB5a, VviMYB5b, VviMYBPA1, VviMYBPA2, VviMYBPAR, VviMYBC2-L1, VviMYBC2-L2, VviMYBC2-L3, VviMYBA1, and VviMYBA2), bHLH (VviMYC1 and VviMYCA1), WDR (VviWDR1 and VviWDR2), and WRKY (VviWRKY26) transcription factor families were also analyzed in grape berries under sunlight exclusion. 

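Most of the 16 regulators changed little or not at all in bagged berries. At E-L 35 in T1 berries 2 were higher and 3 lower, at E-L 31 2 were higher and 2 lower, and in T8 berries at E-L 36 3 were higher and 1 lower. VviMYB5a, a MYB activator of the flavonoid pathway, averaged 42.85 ± 5.05 FPKM in T1 and 32.02 ± 1.5 in T2 at E-L 35 (SD, n = 3 each; log2 fold change of 0.40, adjusted p = 0.0076), and VviWDR1, a WD-repeat partner of MYB and bHLH factors, averaged 43.23 ± 5.53 and 29.77 ± 2.38 (0.52, adjusted p = 0.0029). VviMYBPA2, an activator of proanthocyanidin genes, fell by 0.41 on the log2 scale at that stage (adjusted p = 0.012). At E-L 31 VviMYBPAR was higher (4.74 ± 3.09 against 2.03 ± 1.1 FPKM, adjusted p = 0.03), while the repressor VviMYBC2-L1 (14.93 ± 2.35 against 22.65 ± 4.82, adjusted p = 0.0051) and VviMYBA2 (0.45 ± 0.196 against 6.13 ± 9.59, adjusted p = 0.044) were lower. For VviMYBA2 the SD in T2 was well above the mean, so 1 of the 3 T2 libraries held most of its transcript. The bHLH factor VviMYC1 was higher in T1 (16.61 ± 2.15 against 11.85 ± 0.643 FPKM, adjusted p = 0.023) and in T8 (log2 fold change of 0.37, adjusted p = 0.024) at E-L 36. When adjusted over the list alone, 3 were higher and 3 lower in T1 at E-L 31, 4 higher and 1 lower at E-L 36, and none higher and 3 lower at E-L 37. As a set the regulators did not pass camera in any comparison with T2. At E-L 38 limma called no regulator in T1 or T8 berries, whereas the paper's NOISeq rule, rebuilt from its description, called 1 lower in each.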

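VviMYBA1, the MYB factor that switches on anthocyanin synthesis in grape skins, averaged 2.15 ± 1.17 FPKM in T1 berries and 22.59 ± 3.46 in T2 at E-L 35 (SD, n = 3 each; log2 fold change of -2.97, SE 0.39, adjusted p = 2.9e-06). At E-L 37 its transcript averaged 6.37 ± 3.14 against 18.26 ± 5.21 FPKM (-1.46, adjusted p = 0.027). In T8 berries VviMYBA1 was lower at E-L 36, at 2.45 ± 0.385 against 9.04 ± 1.35 FPKM (-1.54, adjusted p = 0.0068), and at E-L 37 it averaged 8.41 ± 1.01 FPKM (-1, adjusted p = 0.13). At E-L 38 it averaged 1.16 ± 0.681 FPKM in T1, 4.46 ± 1.42 in T8 and 5.20 ± 1.96 in T2, and neither comparison with T2 passed. The effect of T1 on VviMYBA1 differed between E-L 31, where its level in T2 was still 0.58 ± 1 FPKM, and E-L 35 (difference in log2 fold change of 2.49, adjusted p = 0.0011). The call for T1 at E-L 37 was lost without T2 replicate A (-1.38) or B (-1.30) or T1 replicate A (-1.03) at that stage, and under median-of-ratios scaling, a pseudocount of 0.1 or a fit on only the groups compared. That for T8 at E-L 36 was lost with the pseudocount of 0.1 and with the seed marker score as a covariate (-1.48, adjusted p = 0.14).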

Consistent with the decreased accumulation of anthocyanins in light exclusion-treated grape berries, the expression level of the anthocyanin biosynthesis regulator VviMYBA1 (VIT_202s0033g00410) was significantly lower in berries from T1-treated grapes at E-L 35 and 37 stages and T8-treated grapes at E-L 36 and 37 stages compared with the control group. 

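VviMYBPA1, a MYB activator of proanthocyanidin genes, averaged 6.79 ± 1.37 FPKM in T1 berries and 23.69 ± 1.98 in T2 at E-L 35 (SD, n = 3 each; log2 fold change of -1.68, SE 0.39, adjusted p = 0.0038) and 3.84 ± 1.4 against 18.0 ± 2.21 at E-L 37 (-2, adjusted p = 0.0021). Before ripening, at E-L 31, VviMYBPA1 was higher in T1, at 20.56 ± 15.8 against 7.62 ± 3.54 FPKM (1.16, adjusted p = 0.024), a call that the seed marker score as a covariate ended (0.99, adjusted p = 0.1). The effects of T1 at E-L 31 and 35 differed for this gene (difference in log2 fold change of 2.84, adjusted p = 0.00033). At E-L 38 T8 berries held 19.63 ± 9.8 FPKM and T2 berries 44.18 ± 17.5 (-1.16, adjusted p = 0.47), and T1 berries held 25.51 ± 8.19. In T8 berries at E-L 36 and 37 VviMYBPA1 averaged 5.11 ± 0.874 and 9.88 ± 0.856 FPKM, and neither value passed against T2. A fit on only the T1 and T2 libraries at E-L 37 did not call the gene.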

A significant downregulation of transcript abundance for the flavan-3-ol biosynthesis regulator VviMYBPA1 (VIT_215s0046g00170) was also detected in berries from T1-treated grapes at E-L 35 and 37 stages and T8-treated grapes at E-L 38 stage (Fig. 7b).

Investigation of relationships between transcriptome and metabolome data allowed us to identify additional structural genes that might contribute to the altered accumulation of phenolic compounds in grapes under different sunlight conditions (Additional file 8: Table S6). Correlation analysis based on Pearson’s coefficient revealed that the transcription of genes encoding four CCR members (VIT_206s0004g02380, VIT_206s0004g02370, VIT_213s0067g00620 and VIT_203s0038g04220) and two CAD members (VIT_200s0615g00030 and VIT_200s0346g00080) was significantly positively correlated (r ≥ 0.7 and *p*-value ≤0.001) with the concentration of corresponding HCAs among samples. Moreover, significant positive correlations were also observed between the transcript changes in genes encoding LAR (VIT_201s0011g02960) and anthocyanidin reductase (ANR; VIT_215s0046g01170), two enzymes required for the last step of the synthesis of flavan-3-ols, as well as FLS (VIT_218s0001g03470) and the bifunctional UDP-glucose/UDP-galactose: flavonoid-3-*O*-glucosyltransferase/galactosyltransferase (GT6; VIT_202s0025g02920) involved in the initial synthesis and glycosylation of flavonols, with an altered accumulation of the corresponding flavonoids in sunlight exclusion-treated grape berries, respectively.

To validate the RNA-Seq results, the relative expression levels of 18 genes encoding enzymes from phenolic biosynthetic pathways (VviPAL1, VviPAL2, VviPAL3, VviPAL4, VviCHS1, VviCHS2, VviCHI1, VviF3H1, VviF3H2, VviF3’H, VviF3’5’H, VviFLS1, VviFLS2, VviFLS3, and VviFLS4), as well as three pathway-related transcription factors (VviMYBF1, VviMYBPA1, and VviMYBA1), were determined in each sample using qPCR. Transcripts of two housekeeping genes *VviUbiquitin1* (VIT_216s0098g01190) and *Vviβ-actin* (VIT_204s0044g00580) were used as the endogenous control for normalization due to their relatively constant expression in grape berries throughout development and/or under various stress conditions [54, 55]. The expression profile of these genes in berries from light exclusion-treated and control grapes during development obtained from an independent qPCR evaluation were significantly positively correlated [Pearson correlation coefficient (r) = 0.71, *p* = 0.001] with those from the transcriptomes (Additional file 9: Figure S3), demonstrating the high reproducibility of the results from RNA-Seq.

### Involvement of light and hormone signaling pathways

To understand the responses of grape berries to excluded light irradiation directly affected by cluster bagging treatments, we identified all possible genes encoding receptors, downstream components and functional proteins associated with light and hormone signal perception and transduction which were differentially expressed in grape berries after sunlight exclusion treatment (Fig. 7c; Additional file 12: Table S7). No significant transcriptional changes in the members of three classes of photoreceptors, phytochrome (PHY), phototropin (PHOT), and UV resistance locus 8 (UVR8), were detected in grape berries under dark conditions. By contrast, the transcript abundances of a blue light receptor cryptochrome 2 (CRY2; VIT_209s0002g05990) and two positive regulators located downstream of the photoreceptors, HY5 (VIT_204s0008g05210) and HY5-homolog (HYH; VIT_205s0020g01090), were significantly or moderately downregulated in grape berries during light exclusion and retuned to a normal level after bag removal.

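PHOT VIT_203s0038g04210, a blue light receptor, was lower in T1 berries at E-L 31 (-0.53, adjusted p = 0.021), E-L 35 (0.37 ± 0.0896 against 2.03 ± 0.727 FPKM in T2; SD, n = 3 each; log2 fold change of -1.11, adjusted p = 3.7e-05), E-L 36 (0.60 ± 0.221 against 2.59 ± 0.28) and E-L 37 (0.86 ± 0.156 against 4.80 ± 1.71; -1.60, adjusted p = 2.5e-07), and in T8 berries at E-L 36 (1.00 ± 0.239 FPKM; -0.85, adjusted p = 0.0011). The other PHOT gene passed in no comparison with T2. Of the UVR8 family, whose founding member senses UV-B, 18 of 20 genes were tested, and 5 were higher and 1 lower in T1 at E-L 31, 1 higher and 2 lower in T1 at E-L 35, and 4 higher in T8 at E-L 36. VIT_207s0031g02560, the UVR8-family gene with a change past the fold threshold, averaged 8.18 ± 0.312 FPKM in T1 and 17.89 ± 1.28 in T2 at E-L 35 (-1.04, adjusted p = 4.2e-05). The red light receptors moved less. PHYA VIT_214s0060g00100 was higher in T1 at E-L 31 (0.32, adjusted p = 0.022). PHYB VIT_212s0057g00980 was higher in T1 at E-L 31 (0.77, adjusted p = 0.0027) and in T8 at E-L 36 (6.83 ± 0.725 against 3.28 ± 0.459 FPKM; 0.87, adjusted p = 0.0021), and PHYB VIT_205s0077g00940 was higher in T8 at E-L 37 (8.56 ± 1.4 against 5.90 ± 0.688; 0.47, adjusted p = 0.027). All of these stayed short of the fold threshold, and PHYE passed nowhere. No phytochrome gene was called by the NOISeq rule. The 32 photoreceptor genes as a list stood below other genes in T1 at E-L 35, with 1 higher and 5 lower (1 and 7 when adjusted over the list alone; adjusted p = 0.0074 from camera, adjusted p = 0.15 with an estimated correlation).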

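HYH VIT_205s0020g01090 and CRY2 VIT_209s0002g05990 were low in T1 berries at every stage sampled and in T8 berries before bag removal. HYH, a bZIP factor related to HY5, averaged 1.29 ± 0.555 FPKM in T1 and 10.97 ± 3.84 in T2 at E-L 31 (SD, n = 3 each; log2 fold change of -2.37, adjusted p = 8.9e-09), 0.12 ± 0.0666 against 9.00 ± 0.666 at E-L 35 (adjusted p = 2e-10) and 0.32 ± 0.16 against 6.53 ± 1.7 at E-L 37 (adjusted p = 2.2e-08). At E-L 38 it was listed at 0 in the 3 T1 libraries, against 3.03 ± 0.244 FPKM in T2. CRY2 averaged 0.41 ± 0.141 against 2.83 ± 0.45 FPKM at E-L 35 (-1.44, adjusted p = 3.4e-06), 0.50 ± 0.377 against 5.44 ± 0.481 at E-L 36 (-2.13, adjusted p = 1.5e-08) and 0.58 ± 0.255 against 2.06 ± 0.449 at E-L 38 (-0.96, adjusted p = 0.006). HY5 VIT_204s0008g05210, the bZIP factor that carries light signals to flavonoid genes, was lower in T1 at E-L 35 (6.61 ± 1.28 against 13.95 ± 1.24 FPKM, adjusted p = 0.0053) and E-L 38 (2.59 ± 0.52 against 9.54 ± 1.5, adjusted p = 0.00018). Its log2 fold changes were -0.21 (adjusted p = 0.56) at E-L 31, -0.84 (adjusted p = 0.055) at E-L 36 and -0.75 (adjusted p = 0.068) at E-L 37.

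In T8 berries at E-L 36 HYH averaged 1.76 ± 0.307 FPKM (log2 fold change against T2 of -2.08, adjusted p = 8.5e-07), CRY2 1.12 ± 0.172 (-1.60, adjusted p = 1.1e-06) and HY5 10.48 ± 1.26 (-0.97, adjusted p = 0.0055). At E-L 37, after bag removal, HYH averaged 6.08 ± 0.907 FPKM, CRY2 3.16 ± 0.572 and HY5 13.9 ± 2.78, with adjusted p values against T2 of 0.93, 0.99 and 0.98. The T8 effect differed between E-L 36 and 37 for HYH (difference in log2 fold change of -2, adjusted p = 0.0015) and CRY2 (-1.58, adjusted p = 0.0017), and the difference for HY5 (-0.93, adjusted p = 0.15) did not pass. The best BLAST hits in the deposited annotation carry other names for these genes, a regulatory-associated protein of TOR for HYH, a DNA photolyase for CRY2 and a cellulose synthase-like protein for HY5, while its gene ontology gives DNA-binding transcription factor activity for HYH and HY5 and its orthology column cryptochrome for CRY2. None of the 3 genes followed the seed marker score, although HY5 in T8 at E-L 36 lost its call with the score as a covariate (-1.10, adjusted p = 0.067). CRY2 in T1 at E-L 38 lost its call without replicate A of T1 (-0.87) or of T2 (-0.84), and the NOISeq rule and fits on only the groups compared each kept 11 of the 15 calls of the 3 genes during bagging.

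Of 108 genes of light signalling, 10 were higher and 28 lower in T1 at E-L 31, and 8 were higher and 7 lower in T8 at E-L 36. Camera placed the list below other genes in T1 at E-L 37 (1 higher and 10 lower, and 1 and 18 when adjusted over the list alone; adjusted p = 0.04, adjusted p = 0.35 with an estimated correlation) and at E-L 38 (none higher and 4 lower; adjusted p = 0.031, adjusted p = 0.49 with an estimated correlation). A salt tolerance-like protein (VIT_205s0102g00750) averaged 1.95 ± 0.44 FPKM in T1 and 6.28 ± 0.534 in T2 at E-L 38.

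**Figure D3:**
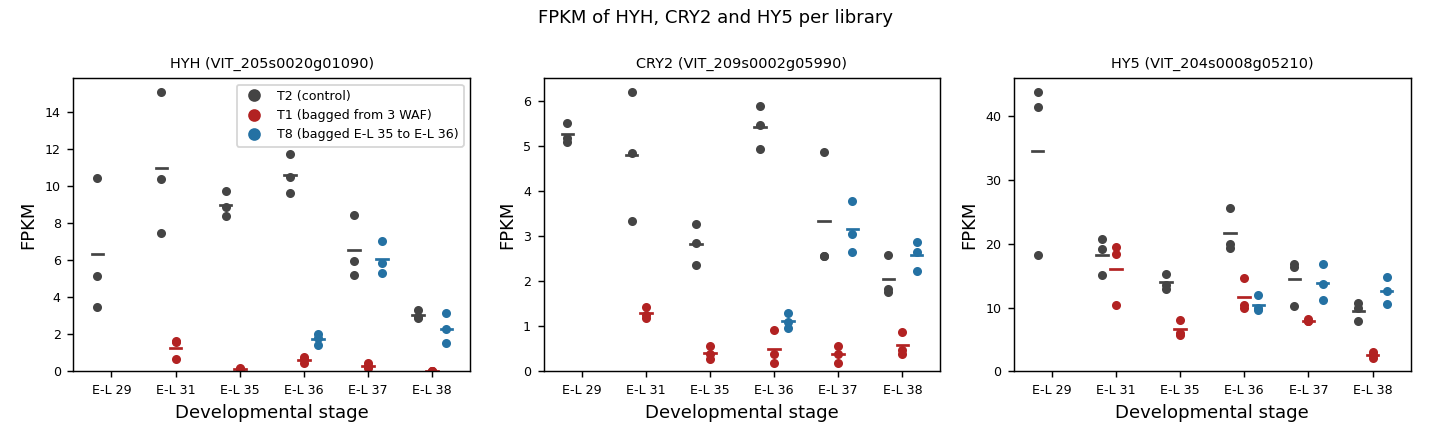
FPKM of HYH, CRY2 and HY5 (vertical axes) in each library (points) by developmental stage and treatment, with group means as bars. HYH in T1 is listed at 0 at E-L 38, and T8 lies at a mean of 1.76 FPKM at E-L 36 and 6.08 at E-L 37.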

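Of 34 tested salicylate genes, 18 were DEGs in at least 1 comparison of T1 or T8 with T2, as were 22 of 103 auxin genes, 16 of 77 gibberellin genes, 13 of 54 for abscisic acid, 12 of 85 for cytokinin, 11 of 97 for ethylene, 9 of 48 for jasmonate and 3 of 67 for brassinosteroid. PIF3 VIT_213s0067g01350, a bHLH factor that phytochromes act on, averaged 1.62 ± 0.318 FPKM in T1 and 15.85 ± 2.67 in T2 at E-L 31 (SD, n = 3 each; log2 fold change of -2.68, adjusted p = 6.4e-12). EBF1/2 VIT_205s0049g00510, which the deposited annotation names an ethylene-responsive transcription factor, averaged 13.78 ± 7.07 against 160.29 ± 161 FPKM at the same stage. VIT_210s0003g03800, which the paper lists as COI1 and the deposited annotation names a jasmonate ZIM domain-containing protein (JAZ), averaged 43.08 ± 7.56 in T1 and 18.47 ± 4.06 in T2 at E-L 35. DELLA VIT_201s0011g05260, a repressor of gibberellin responses, averaged 21.38 ± 5.59 FPKM in T8 and 7.02 ± 0.67 in T2 at E-L 36.

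In T8 at E-L 36 the gibberellin list had 16 genes higher and 1 lower (17 and 1 when adjusted over the list alone; adjusted p = 0.027 from camera, adjusted p = 0.21 with an estimated correlation). Its jasmonate list had 10 higher and 1 lower (16 and 1 over the list alone; adjusted p = 0.028, adjusted p = 0.36 with an estimated correlation), among them the MYC2 factors VIT_215s0046g00320 (0.78) and VIT_202s0012g01320 (0.82). The brassinosteroid list was higher in T1 at E-L 37 by camera alone, with no member past the test (adjusted p = 0.00086, adjusted p = 0.12 with an estimated correlation).

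In total 104 of 565 tested hormone signalling genes were DEGs, 69 in T1 and 62 in T8, 72 were called by the NOISeq rule and 66 without replicate B of every group, an alternative added after seeing the data. Of the 104, 76 were higher and 32 lower in at least 1 comparison, and 80 were called at no other point than T1 at E-L 31 and T8 at E-L 36 and 37, the libraries with high seed marker scores. Over all genes these comparisons held 1349, 884 and 443 DEGs, against 488, 141, 171, 74 and 10 in the others. The 80 alone therefore do not tie hormone genes to the seed marker score. The genes that followed this score numbered 17 among the 104 and 18 among the 565.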

Among those genes associated with plant hormone signal transduction pathways, a total of 46 genes encoding signaling components of different hormones, including auxin, cytokinin (CTK), gibberellin (GA), abscisic acid (ABA), ethylene (ETH), brassinosteroid (BR), jasmonic acid (JA), and salicylic acid (SA), were significantly differentially expressed between cluster bagging-treated and untreated grape berries (Fig. 7b). Notably, the transcription of genes encoding auxin-responsive protein IAA (AUX/IAA; VIT_211s0016g03540) and auxin response factor (ARF; VIT_202s0025g01740) involved in auxin signal transduction was significantly enhanced in T8-treated berries at E-L 36 stage. 

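AUX/IAA VIT_211s0016g03540, a repressor of auxin responses, averaged 16.54 ± 2.44 FPKM in T8 and 4.83 ± 0.677 in T2 at E-L 36 (SD, n = 3 each; log2 fold change of 1.59, SE 0.3, adjusted p = 0.00045), and ARF VIT_202s0025g01740, a factor that binds auxin response elements, averaged 11.43 ± 1.84 and 4.06 ± 0.411 (1.29, SE 0.17, adjusted p = 5.9e-06). ARF was still higher at E-L 37, after bag removal (6.90 ± 0.788 against 2.82 ± 0.68 FPKM, adjusted p = 0.00035), where AUX/IAA averaged 8.18 ± 1.7 against 6.10 ± 3.39 (adjusted p = 0.41). Of 103 auxin genes, 20 were higher and 1 lower in T8 at E-L 36 (23 and 1 when adjusted over the list alone), although the list did not pass camera (adjusted p = 0.091). Among these were a GH3 gene (VIT_219s0014g04690; 3.98 ± 0.49 against 0.18 ± 0.159 FPKM), whose family conjugates auxin, and the influx carrier VIT_208s0007g02030 (15.89 ± 3.09 against 6.89 ± 0.754). At E-L 37, 5 were higher and 4 lower, the latter including AUX22D VIT_214s0030g02310 (8.32 ± 2.4 against 27.78 ± 6.31). In T1 at E-L 31 the auxin genes went both ways, with 15 higher and 17 lower, SAUR VIT_203s0038g01300 among the lower ones (0.83 ± 0.347 against 7.06 ± 1.07). Neither AUX/IAA nor ARF followed the seed marker score. With that score as a covariate ARF remained higher at E-L 36 (0.94, adjusted p = 0.019) and AUX/IAA was not called (1.15, adjusted p = 0.12).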

Transcript abundances of some CTK receptor CRE1 (VIT_203s0063g02490, VIT_205s0029g00190, VIT_213s0019g01180, VIT_217s0000g04920 and VIT_219s0090g01070) and brassinosteroid resistant 1/2 (BZR1/2; VIT_211s0052g01230) members involved in BR signal transduction were significantly upregulated in T1-treated berries at E-L 31 and 35 stages and in T8-treated berries at E-L 36 and 37 stages. 

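In T1 berries at E-L 31 VIT_205s0029g00190, listed as the cytokinin receptor CRE1, averaged 17.59 ± 13 FPKM against 2.23 ± 3.2 in T2 (SD, n = 3 each; log2 fold change of 2.69, adjusted p = 2.3e-05) and VIT_203s0063g02490 averaged 53.41 ± 19.2 against 32.46 ± 3.37 (0.64, adjusted p = 0.015). At E-L 35 the higher members were VIT_213s0019g01180 (44.16 ± 5.2 against 21.45 ± 3 FPKM; 1.01, adjusted p = 7e-05) and VIT_217s0000g04920 (35.78 ± 7.5 against 12.71 ± 4.25; 1.45, adjusted p = 0.0021). In T8 berries at E-L 36 the same pair was higher together with VIT_203s0063g02490 (16.57 ± 1.85 against 6.99 ± 1.38 FPKM, adjusted p = 0.00018) and VIT_219s0090g01070 (6.48 ± 0.787 against 1.09 ± 0.444; 1.86, adjusted p = 0.00011). At E-L 37 VIT_219s0090g01070 (11.94 ± 1.1 against 3.73 ± 0.754 FPKM, adjusted p = 0.0047) and VIT_213s0019g01180 (0.73, adjusted p = 0.0077) were higher. BZR1/2 VIT_211s0052g01230, which the deposited annotation names a probable xyloglucan endotransglucosylase, was higher in T1 at E-L 31 (357.42 ± 192 against 42.17 ± 59 FPKM; 4.07, SE 0.83, adjusted p = 0.00037) and in T8 at E-L 36 (20.76 ± 15.8 against 0.18 ± 0.306, adjusted p = 0.0015). It averaged 6.16 ± 10.7 against 0.13 ± 0.225 in T1 at E-L 35 (adjusted p = 0.37) and 6.64 ± 0.687 against 0.44 ± 0.49 in T8 at E-L 37 (adjusted p = 0.073).

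Of 24 combinations of these 6 genes with T1 at E-L 31 and 35 and T8 at E-L 36 and 37, 12 passed the test upward and none downward. The orthology column of the deposited annotation names the CRE1 genes cytokinin receptors, whereas its best BLAST hits name VIT_205s0029g00190, VIT_203s0063g02490 and VIT_219s0090g01070 glucan endoglucosidases and VIT_217s0000g04920 a tubulin. Of 85 cytokinin genes, 17 were higher and 10 lower in T1 at E-L 31, and 14 were higher and 1 lower in T8 at E-L 36, where camera gave an adjusted p of 0.89. BZR1/2 and CRE1 VIT_219s0090g01070 followed the seed marker score, and with the score as a covariate 7 of the 12 calls remained. CRE1 VIT_203s0063g02490 in T1 at E-L 31 was not called without T2 replicate A or T1 replicate B (0.40) or C at that stage, and fits on only the groups compared kept 9 of the 12 calls.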

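Of 42 combinations of 14 PYR/PYL, ABF, NPR1 and CTR1 genes named by the paper with T1 at E-L 31 and T8 at E-L 36 and 37, 30 passed the test upward. The PYR/PYL gene VIT_210s0003g01335, an abscisic acid receptor, averaged 10.42 ± 3.17 FPKM in T8 and 0.21 ± 0.37 in T2 at E-L 36 (SD, n = 3 each; log2 fold change of 3.24, adjusted p = 1e-04) and 13.84 ± 4.14 against 0.45 ± 0.393 at E-L 37 (adjusted p = 0.00027). PYR/PYL VIT_208s0058g00470 was higher in T1 at E-L 31 (1.05, adjusted p = 0.029) and in T8 at E-L 36 (2.24, adjusted p = 8.4e-05) and 37 (1.30, adjusted p = 0.03), and VIT_202s0012g01270 in T8 at E-L 36 (17.8 ± 5.46 against 7.78 ± 2.86 FPKM, adjusted p = 0.0074). ABF VIT_208s0007g03420, a bZIP factor that acts on abscisic acid-responsive promoters, averaged 13.63 ± 3.53 against 0.25 ± 0.433 FPKM in T8 at E-L 36 (adjusted p = 0.00012), and ABF VIT_206s0080g00340 averaged 17.99 ± 19.8 against 1.63 ± 2.34 in T1 at E-L 31 (adjusted p = 3e-05). The log2 fold changes of the latter in T8 were 0.57 (adjusted p = 0.48) and 0.08 (adjusted p = 0.97), and those of ABF VIT_219s0015g01020, higher in T1 at E-L 31 (2.25, adjusted p = 5.8e-05), were 0.07 and 0.04.

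Of 7 genes listed as NPR1, several of which the deposited annotation names TGA factors, VIT_208s0007g06160 averaged 17.21 ± 11 FPKM in T1 and 3.13 ± 3.8 in T2 at E-L 31 (2.34, adjusted p = 0.0072) and 23.36 ± 8.15 in T8 against 0.57 ± 0.993 at E-L 36 (4.06, adjusted p = 7.2e-05). VIT_219s0014g01220 was higher in T1 at E-L 31 (1.71) and in T8 at E-L 36 (3.31, adjusted p = 5.1e-06) and 37 (2.06), whereas VIT_217s0000g08080 fell by 0.75 on the log2 scale in T1 at E-L 31 (adjusted p = 0.021) and was higher in T8 at E-L 37 (11.48 ± 1.05 against 3.91 ± 0.944 FPKM). CTR1 VIT_218s0001g07700, a kinase of the ethylene pathway, averaged 22.87 ± 14.7 against 3.77 ± 2.95 FPKM in T1 at E-L 31, 15.42 ± 4.35 against 1.76 ± 0.08 in T8 at E-L 36 and 12.62 ± 1.73 against 3.50 ± 0.826 in T8 at E-L 37 (adjusted p = 4.8e-05, 4.6e-05 and 0.014).

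Among 34 salicylate genes, 20 were higher and none lower in T8 at E-L 36 (23 and 1 when adjusted over the list alone; median 0.66, adjusted p = 1.3e-11 from camera, adjusted p = 0.00088 with an estimated correlation) and 8 were higher and 1 lower at E-L 37 (10 and 1 over the list alone; adjusted p = 2e-06, adjusted p = 0.039 with an estimated correlation). The lists of 54 abscisic acid genes (11 higher, none lower, also over the list alone; adjusted p = 0.028, adjusted p = 0.34 with an estimated correlation) and 97 ethylene genes (15 higher, 1 lower; adjusted p = 0.035, adjusted p = 0.35 with an estimated correlation) were higher in T8 at E-L 36.

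Much of this moved with the seed markers. Of the 42 combinations, 27 belong to genes that followed the seed marker score, and with the score as a covariate 9 of the 30 calls remained. In T8 at E-L 36, 6 of the 20 higher salicylate genes and 4 of the 11 higher abscisic acid genes followed it. With the covariate T8 effects are also less certain, so a lost call alone does not tie a gene to seed RNA. Under a fit on only the groups compared 20 of the 30 calls remained, and 23 remained whichever single library was left out, ABF VIT_208s0007g03420 (1.76) and NPR1 VIT_208s0007g06160 (1.88) among those lost in T1 at E-L 31 without T1 replicate B.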

Significantly upregulated transcription of genes encoding pyrabactin resistance 1/PYR1-like (PYR/PYL; VIT_202s0012g01270, VIT_208s0058g00470 and VIT_210s0003g01335) receptor proteins and ABA-responsive element binding factor (ABF; VIT_206s0080g00340, VIT_208s0007g03420 and VIT_219s0015g01020) involved in ABA signal transduction, nonexpressor of pathogenesis-related genes 1 (NPR1; VIT_207s0031g02670, VIT_208s0007g06160, VIT_210s0003g01405, VIT_217s0000g08080, VIT_219s0014g01210, VIT_219s0014g01220 and VIT_219s0014g01450) involved in SA signal transduction, and serine/threonine protein kinase CTR1 (VIT_218s0001g07700) involved in ETH signal transduction, was also detected in T1-treated berries at E-L 31 stage and in T8-treated berries at E-L 36 and 37 stages.

### Activity analysis of *VviFLS4* and its light-responsive promoter

The observation that light exclusion-regulated transcriptional changes in *VviFLS4* (VIT_218s0001g03470) appear to be significantly positively correlated with the drastically decreased flavonol biosynthesis in grape berries grown in darkness raised the hypothesis that VviFLS4 might be a key enzyme required for the light-responsive biosynthesis of flavonols in grape berries. 

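VviFLS4 (VIT_218s0001g03470), a flavonol synthase gene, was listed at 0 in all 12 T1 libraries from E-L 35 to 38 and in the 3 T8 libraries at E-L 36, while T2 berries averaged 0.82 ± 0.356 FPKM at E-L 35 (SD, n = 3; adjusted p = 0.039), 1.68 ± 0.384 at E-L 36 (adjusted p = 0.0027 for T1 and 0.00055 for T8) and 1.66 ± 0.705 at E-L 38 (adjusted p = 0.0058). At E-L 31 it averaged 0.09 ± 0.0751 FPKM in T1 and 0.22 ± 0.0751 in T2 (adjusted p = 0.71). After bag removal its transcript was present in every T8 library, at 4.17 ± 1.54 FPKM at E-L 37 (adjusted p = 0.26) and 2.37 ± 0.582 at E-L 38 (adjusted p = 0.9). The difference between the T8 effects at E-L 36 and 37 did not pass for VviFLS4 (difference in log2 fold change of -0.87, adjusted p = 0.26). Of the 18 flavonol synthase genes tested, VviFLS4 alone was lower and 5 others were higher in T8 at E-L 36, also when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.26). From the loss of VviFLS4 transcript in the dark and its relation to flavonol content, the paper proposes that VviFLS4 might be a main enzyme of light-dependent flavonol synthesis in berries.

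**Figure D4:**
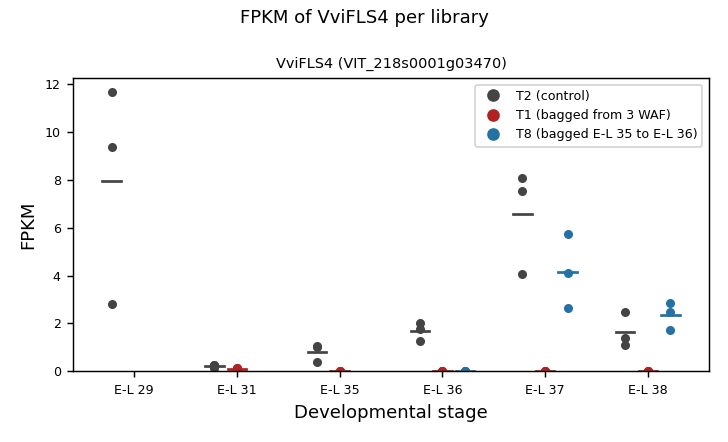
FPKM of VviFLS4 (vertical axis) in each library (points) by developmental stage and treatment, with group means as bars. The T1 libraries from E-L 35 on and the T8 libraries at E-L 36 lie at 0, and the T8 libraries at E-L 37 average 4.17 FPKM.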

A full-length coding sequence of *VviFLS4* was obtained from the cDNA library of Cabernet Sauvignon berries constructed previously [56]. This gene encodes a predicted polypeptide of 335 amino acids with a calculated molecular weight of 37.94 kDa and a theoretical isoelectric point (pI) of 6.0. The deduced VviFLS4 protein contains a typical α-subunit of prolyl-4-hydroxylase belonging to the 2OG-Fe (II) dioxygenase superfamily at the C-terminal end (Additional file 10: Figure S4). HPLC-MS analysis demonstrated that the recombinant purified VviFLS4-His protein (Additional file 11: Figure S5) could enzymatically transform naringenin into dihydrokaempferol (DHK), DHK into kaempferol, and dihydroquercetin (DHQ) into quercetin, respectively, but it was unable to catalyze the conversion of dihydromyricetin (DHM) to myricetin in vitro (Fig. 8a). Moreover, the transcriptional activity of *VviFLS4* in detached grape berries at three different developmental stages (E-L 29, 36 and 38) was significantly increased after both high (1.8 kJ/m^2^) and low doses (0.9 kJ/m^2^) of supplemental UV-B irradiation treatments (Fig. 8b).

**Fig. 8:**
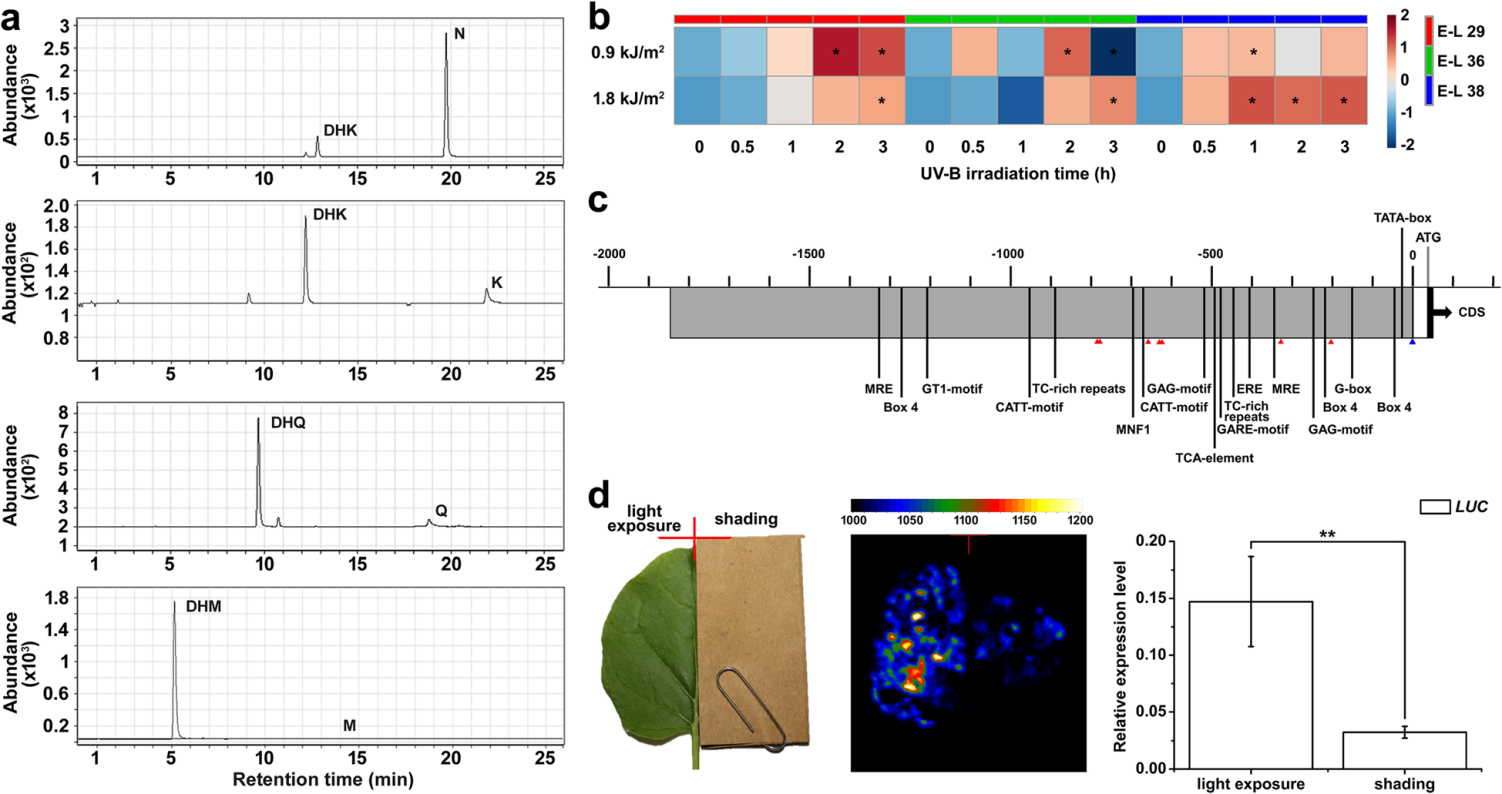
Molecular characterization and functional analysis of VviFLS4. (**a**) HPLC-MS analysis of reaction products generated from the incubation of VviFLS4-His recombinant protein with the substrates naringenin (N), dihydrokaempferol (DHK), dihydroquercetin (DHQ), and dihydromyricetin (DHM). K: kaempferol; Q: quercetin; M: myricetin. (**b**) Quantitative analysis of *VviFLS4* gene expression in the skin of detached grape berries under UV-B radiation treatments. Each square in the heatmap corresponds to the relative expression of the gene as illustrated in the legend. Significant expression changes of *VviFLS4* gene after treatment compared are indicated by asterisks (*) in the squares. (**c**) Schematic representation of the *cis*-acting elements predicted in the promoter region of the *VviFLS4* gene. The promoter region and 5*′*-untranslated region are differentiated by grey and white boxes, respectively. The CAAT-boxes are indicated by red triangles. Values above boxes represent the number of nucleotides, starting from the putative transcription start site indicated by the blue triangle. CDS, coding sequence. (**d**) Transient expression analysis of *VviFLS4* gene promoter activity in tobacco leaves. An equal amount of p*VviFLS4-LUC* construct was transformed into the left and right sides of tobacco leaves. The right sides of the infiltrated leaves were shaded with masking for dark shading treatments. Left panel: Schematic diagram of the leaf shading treatment. Middle panel: Fluorescence imaging. Right panel: Relative transcription level of the *LUC* gene in the experimental and control groups (^**^ indicates significance at the 0.01 level)

To better understand the light-regulated transcriptional activity of the *VviFLS4* gene, a 1878-bp fragment upstream of the initiation codon (ATG) of *VviFLS4* was isolated from the genomic DNA of Cabernet Sauvignon grapes. Sequence analysis of the 5′-regulatory region revealed the existence of several putative light-responsive *cis*-acting elements upstream of the predicted TATA-box and transcription start site, which includes CATT-motifs (− 674 bp and − 958 bp), G-box-related element (− 150 bp), GAG-motif (− 514 bp), MNF1 (− 706 bp), GT1-motif (− 1207 bp), three Box 4 (− 49 bp, − 227 bp, and − 1257 bp), and two MYB response elements (MRE, − 347 bp and − 1334 bp) (Fig. 8c). *Agrobacterium*-mediated transient expression of a 1350-bp promoter fragment fused to the promoterless *luciferase* (*LUC*) reporter gene was examined in tobacco (*Nicotiana benthamiana* L.) leaves. The results showed that the LUC signal was markedly suppressed (*p* ≤ 0.01) in the infiltrated leaves by shading treatment (Fig. 8d), suggesting that light exclusion could reduce the activity of the *VviFLS4* promoter in vivo.

### Identification of co-expressed transcriptional regulators and modules associated with sunlight-responsive phenolic accumulation

A genome-wide co-expression analysis between metabolic pathway-related DEGs and genes encoding transcription factors was employed to systemically explore additional putative regulators that control phenolic biosynthesis in grape berries under sunlight exclusion conditions (Additional file 13: Table S8). Transcriptional changes in a total of 158 transcription factor genes belonging to 38 families among samples showed a significant positive correlation (Pearson Correlation Coefficient ≥ 0.9 and *p*-value ≤0.01) with those of 9 key structural genes encoding PAL, CADs, CCRs, ANR, FLS, and UFGT. 

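Over the 42 libraries, the FPKM of 77 of the 232 pairs of transcription factor and enzyme gene in Table S8 correlated at r of at least 0.9, and over the 14 group means 118 did. CAD VIT_200s0371g00100 held 85 pairs with factors of 31 families, FLS VIT_202s0012g00400 held 55 pairs with 22 families and ANR VIT_200s0361g00040 held 46 pairs with 22 families. CAD VIT_200s0615g00020 held 29 pairs, and the other 5 enzyme genes held 1 to 6 pairs each. The libraries form separate clusters by stage, so no correlation pooled over stages is given for single pairs. With each gene centred on its stage means, 10 pairs remained at r of at least 0.9, and the median over pairs was 0.60 for Pearson's r and 0.44 for Spearman's rho. Of the 232 pairs, 117 had an adjusted p under 0.05 by r and 131 by rho after centring (permutation tests with 100000 resamples, Benjamini-Hochberg over the pairs). The study selected these pairs by their correlation on the same samples, so these counts are not independent evidence of a relation. Centring on stage means also leaves differences between treatments in the values. Within stages the median r was 0.73 over the 6 libraries at E-L 31, 0.65 over the 6 at E-L 35, 0.68 over the 9 at E-L 36, 0.42 over the 9 at E-L 37 and 0.19 over the 9 at E-L 38. Of the enzyme genes, CAD VIT_204s0044g00210 (0.93 over 3 pairs) and CCR VIT_218s0122g00620 (0.90 over 6 pairs), both of which followed the seed marker score, had the highest medians after centring, and the median of the 46 pairs of ANR was 0.83. Pairs with CAD VIT_200s0371g00100, which was highest in a T1 library at E-L 31 (69.05 FPKM), had a median of 0.39. Without the 2 libraries farthest from the median of the enzyme gene, 64 pairs reached 0.9 and 16 fell below 0.5.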

Remarkably, members of bHLH, MYB, WRKY, NAC (no apical meristem, ATAF 1,2, and cup-shaped cotyledon 2), ethylene-responsive factor (ERF), homeodomain-leucine zipper (HD-Zip), and MADS (MCM1, agamous, deficiens, and serum response factor)-box TF families were found to be the most abundant significantly positively co-expressed transcription factors.

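By number of genes, bHLH factors (17) and MYB factors (16) led the list, both families that act on flavonoid genes in complexes, followed by WRKY (14), ERF and NAC (9 each), HD-ZIP (8) and MIKC-type MADS factors (7). The AP2 and C2H2 families followed with 6 genes each, and LBD and bZIP with 5 each. These are counts of the genes in Table S8, which lists pairs that the study selected on these samples, so the families are not independent evidence of a link to the enzyme genes. No background of all annotated transcription factors was given by family, and over-representation of a family was therefore not tested.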

Weighted gene co-expression network analysis (WGCNA) of the DEGs between cluster bagging treatments and the control groups during the same developmental stages was performed to cluster gene modules and identify functional pathways potentially associated with grape berry development and phenolic accumulation under sunlight exclusion. Co-expression modules are defined as clusters of highly interconnected genes with high correlation coefficients. After the test of topology for the hierarchical clustering of samples and analysis of network topology for various soft-thresholding powers (setting as 14; Additional file 14: Figure S6), we ultimately identified 10 distinct modules with gene numbers ranging from 38 (magenta) to 3153 (turquoise) (Fig. 9a). Notably, the blue co-expression module comprised DEGs that were significantly (*p*-value ≤0.01) positively corrected with the berry fresh weight, the content of TSS, HBAs, total flavonoids, anthocyanins, and flavonols, as well as the phenolic biomarkers (Fig. 9b), indicating putatively important roles for this module in sunlight-affected berry development and phenolic biosynthesis. Gene Ontology (GO) enrichment analysis revealed that the genes in the blue module were significantly (*p*-value ≤0.01 and FDR ≤ 0.05) enriched in the biological processes of ‘nucleosome assembly’, ‘nuclear-transcribed mRNA catabolic process’, ‘mRNA splicing via spliceosome’, and ‘histone acetylation’, the cellular component of ‘nucleosome’, and the molecular functions of ‘ATP-dependent helicase activity’, ‘zinc ion binding’, ‘protein heterodimerization activity’, and ‘histone acetyltransferase activity’ (Fig. 9c). In addition, some genes in this module were largely related to the initiation of transcription/translation, protein folding and import into the nucleus, and the ubiquitin-dependent protein catabolic process.

**Fig. 9:**
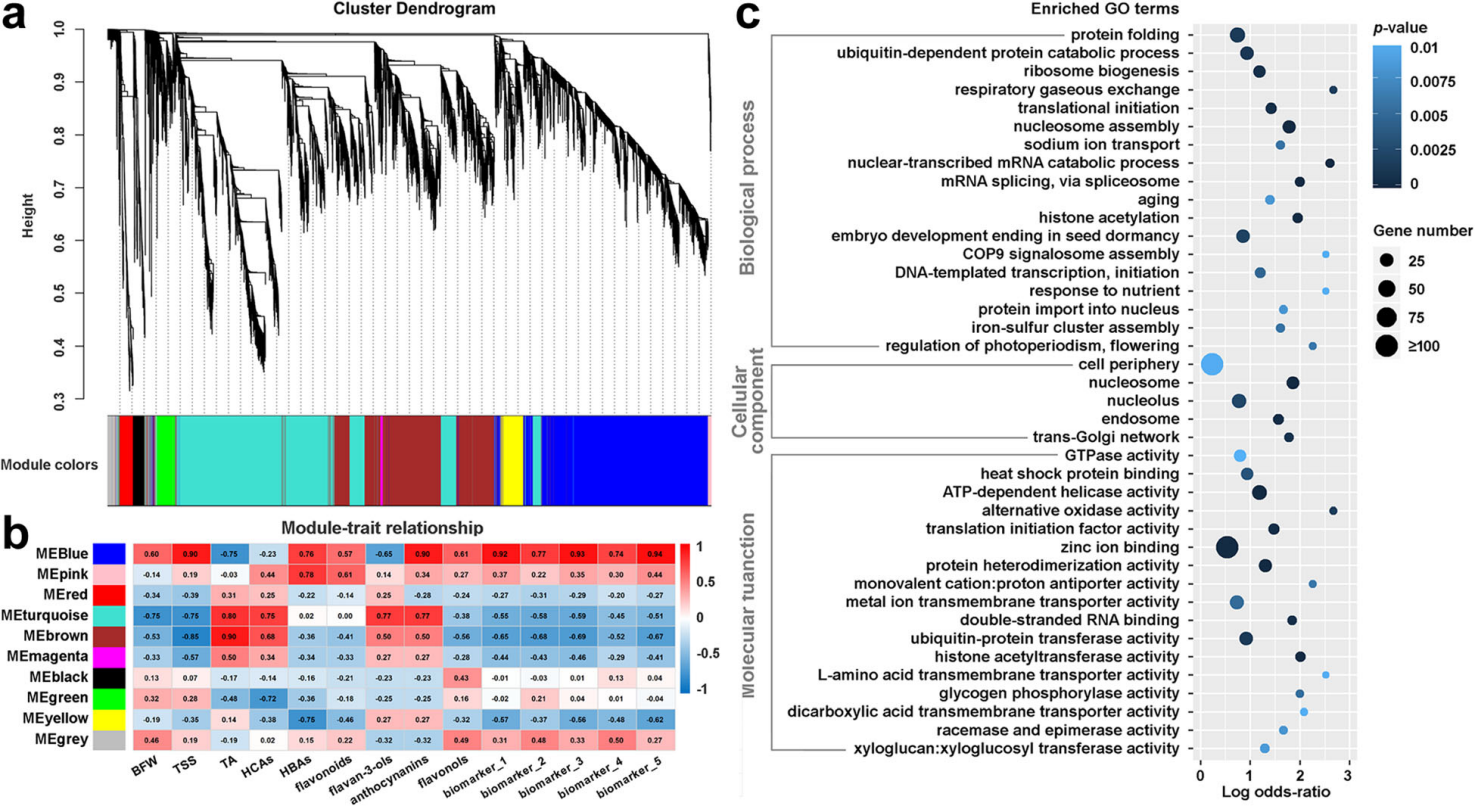
Weighted gene co-expression network analysis (WGCNA) of DEGs induced by cluster bagging treatments and functional analysis of DEGs associated with the accumulation of phenolic compounds. (**a**) Hierarchical cluster tree showing co-expression modules identified by WGCNA. Each leaf in the tree is one gene. The major tree branches constitute 10 modules labeled by different colors. (**b**) Module–trait association. Each row corresponds to a module. Each column corresponds to a physiological/metabolic parameter. The color of each cell at the row–column intersection indicates the correlation coefficient between the module and the physiological/metabolic parameter. A high degree of correlation between a specific module and the physiological/metabolic parameter is indicated by red (positive) or blue (negative). BFW, berry fresh weight; TSS, total soluble solids; TA, titratable acidity; HCAs, hydroxycinnamic acids; HBAs, hydroxybenzoic acids. Biomarkers 1 to 5 represent malvidin-3-*O*-glucoside, peonidin-3-*O*-(6-*O*-acetyl)-glucoside, malvidin-3-*O*-(6-*O*-acetyl)-glucoside, myricetin-3-*O*-glucoside, and rutin, respectively. (**c**) Gene Ontology enrichment analysis of DEGs in the blue module

## Discussion

As a physically protective field practice, fruit bagging for a specific period prior to the harvest has been extensively used in several fruit crops to improve fruit color and quality, reduce mechanical fruit damage, sunburn of the fruit peel, and presence of pesticide residues, and also protect fruit from pathogens, pests, and birds [57–61]. Numerous efforts have focused on the influence of cluster bagging or artificial shading with light exclusion boxes during different developmental stages concerning berry ripening, phenolic accumulation and the expression of phenolic biosynthesis genes in grapes [7, 14, 15, 23, 24, 30, 34, 62]. A recent genome-wide transcriptome analysis of two red grape cultivars also advanced our knowledge regarding the mechanisms of light-controlled anthocyanin synthesis [9]. However, many gaps remain in the molecular events of the transduction pathway underlying the process of grape phenolic biosynthesis in response to sunlight [44]. To further elucidate the transcriptional regulatory circuits controlling phenolic biosynthesis under sunlight exclusion, we performed a comprehensive integrative analysis of physiological, metabolic, and transcriptomic responses of grape berries to cluster bagging treatments. Our results showed that bagging treatment induced solar radiation interception and that temperature increases had limited effects on the quality attributes (weight, TSS, and TA) of grape berries at harvest (Fig. 2), thus minimizing the possible impacts of shading on grape production and improving the ability to focus on breeding programs aiming to modify berry phenolic pattern [23]. Similar changes in berry ripening progression and phenolic compounds accumulation under cluster bagging treatments were observed between the two consecutive growing seasons, which might be due to the similar meteorological conditions during berry development between years (Additional file 1: Table S1). Particularly, cluster bagging during early developmental stages and re-exposure of bagged fruits to sunlight after véraison resulted in significantly elevated flavan-3-ol and flavonol concentrations in shaded berries, while bagging after véraison significantly inhibited skin anthocyanin accumulation in both years (Fig. 4). These phenomena were associated with light-responsive transcriptional changes in enzymes and regulators of the phenolic biosynthetic pathway (Fig. 7), as well as genes involved in mRNA processing and protein modification (Fig. 9c). The expression of several components of light, temperature and hormone signal transductions were also affected by sunlight exclusion (Fig. 7c), which may play a critical role in mediating light-responsive phenolic biosynthesis in grapes [17, 63].

Sunlight has been demonstrated, in extensive studies, to be one of the most relevant factors controlling phenolic metabolism in plants, particularly the biosynthesis of flavonoids [44]. Sunlight exclusion was less effective for phenolic acids than for flavonoids, although differences in HCA contents and the transcription of corresponding structural genes in grape berries during ripening were found between treatments (Figs. 3and 7b). These results are in accordance with previous findings in both red and white grape cultivars showing that HCAs respond only slightly to leaf removal before maturity [21, 22], suggesting a limited role of solar radiation in regulating phenolic acid biosynthesis. Oligomers and polymers of flavan-3-ols are the most abundant flavonoids in grape berries during early developmental stages, accumulating mainly before véraison and then declining with increasing maturity. Previous studies have shown that shaded grapes reach a much lower maximum of skin flavan-3-ol content than exposed grapes; however, the decrease in flavan-3-ol during berry ripening is greater in exposed grapes such that the levels are virtually the same in shaded and exposed berries at harvest [14, 18, 28]. In the present study, the peak content of skin flavan-3-ols in the control group occurred around 3 WAF and thereafter, gradual decreased until harvest (Fig. 4b). A similar pattern for skin flavan-3-ol accumulation in grape berries during development was observed in our previous experiments carried out in another field under the same climatic conditions, which was mainly due to the excessive solar radiation of these regions [11, 64]. Thus, the enhanced biosynthesis of flavan-3-ol mediated by the upregulated transcription of genes encoding key the synthetic enzymes LAR and ANR (Fig. 7a), accompanied with a reduced decrease in flavan-3-ols in shaded grapes during the early development stage, contributed to the improvement in skin flavan-3-ol levels in early shaded berries at harvest.

Anthocyanins and flavonols have been shown, in numerous studies, to be the phenolic compounds in grape berries and many other fruit species that are most drastically affected by changes in light conditions [18, 44], as confirmed by the light-responsive anthocyanin and flavonol biomarkers identified in our experiments (Fig. 6c, d). It is well known that anthocyanin biosynthesis in grape berry skin starts at véraison and continues during the ripening phase. Both light intensity and qualities, especially UV-B and blue light, have been associated with the regulation of anthocyanin biosynthesis [65]. HY5 protein acts downstream of the blue light receptor CRY and mediates blue-light induced anthocyanin accumulation in plants [66, 67], and its homologous protein, HYH, has also been proposed to be the transcriptional regulator of several *MYBA* genes controlling anthocyanin synthesis in grapes [68]. Regarding the accumulation of skin anthocyanins under shading at different stages (Fig. 4c), sunlight exclusion retarded and suppressed their biosynthesis around the time of véraison and at late stages of ripening, in accordance with previous findings in Cabernet Sauvignon and several other red grape cultivars [23, 30–34]. The severely suppressed expression of genes encoding the positive transcriptional regulator VviMYBA1 and one of its direct downstream target gene encoding the UFGT enzyme catalyzing the last biosynthetic step in anthocyanin synthesis [69, 70] in response to light exclusion, was consistent with the downregulated transcript abundance of the blue light receptor *CRY2* and signaling components *HY5/HYHs*, which are responsible for shading-inhibited anthocyanin biosynthesis.

Flavonols are reported to be highly effective scavengers of free radicals, such as reactive oxygen species (ROS), during sunlight-induced photo-oxidation, additionally possessing the ability to act as UV-B protectants despite the negligible low content of these compounds found in developing grape berries [44, 53, 71]. Previous studies have demonstrated that light-induced flavonol accumulation in grapes appears to be strongly correlated with enhanced transcription of genes encoding VviMYBF1 (also known as VviMYB12) and the key enzyme VviFLS4 (also known as VviFLS1) for flavonol biosynthesis [35, 45, 54, 72]. In the present study, we confirmed the FLS activity of VviFLS4 protein using an in vitro enzymatic assay, and we also observed UV-B radiation induction of VviFLS4 gene expression in detached grape berries and an inhibitory effect of shading on its promoter activity (Fig. 8). A substantial decrease in the content of flavonols along with rapid light responsiveness of transcripts encoding HY5/HYHs in the UV-B signaling cascades and key enzyme VviFLS4 in shading berries [48] demonstrated UV-B radiation-responsive flavonol biosynthesis in grapes in a development-independent manner (Figs. 4, 7 and 9d, b). The expression of the gene encoding VviMYBF1 specifically responsible for flavonol biosynthesis in grape berries [35, 45], however, showed no significant response to shading treatments throughout berry development (Fig. 7b), although *VviMYBF1* was found to be directly targeted by HY5/HYH and responsive to solar UV-B and visible light radiations in previous studies [13, 27, 48, 73]. Thus, further studies on the identification of novel transcriptional regulators of light-modulated *VviFLS4* gene expression, will be required to fully clarify the transcriptional regulatory mechanism.

The signaling of endogenous plant hormones, such as auxin, CTK, ABA, GA and BR, interact with light/darkness signaling pathways controlling diverse growth and developmental processes in plants [74–76]. Exogenous application of ABA, ETH and BR significantly promotes grape berry ripening and enhances the accumulation of specific flavonoid compounds, mainly anthocyanins, flavonols and HCAs [32, 77–79]. In contrast, auxin (2,4-dichlorohenoxyacetic acid and naphthaleneacetic acid) treatments delay the ripening progression and inhibit the expression of anthocyanin biosynthetic genes and accumulation of anthocyanins in grape berries [32, 80]. More recently, synergistic effects of exogenous EBR and light treatments on the induction of PAs and anthocyanin synthesis have been found [62]. Enhanced signal transductions of auxin, CTK, ABA, BR, SA and ETH have been observed in response to both cluster bagging (T1-treated berries at E-L 31 stage and T8-treated berries at E-L 36 stage) and bag removal (T8-treated berries at E-L 37 stage) treatments (Fig. 7c), suggesting the putative involvement of multiple hormone signaling pathways in the response of grape berries to light changes. Several hormone signal transduction components, particularly those involved in auxin, ethylene, and ABA signaling, have been previously observed among the positive and negative molecular biomarkers of the onset of ripening in grapevine [81]. Our data showed that the delayed ripening process of T8-treated grape berries, as indicated by lower TSS content and higher TA during véraison (Fig. 2b, c), coincided well with sunlight exclusion-induced up-regulation of auxin-related negative biomarkers (*AUX/IAA* and *ARF*) compared with those in the control group during berry development (Fig. 7c). However, the sunlight exclusion/exposure-triggered activation of hormone signals seems to have little causal relationship with the changes in phenolic accumulation, indicating that hormone signaling may play a limited role in mediating the light/darkness-regulated grape phenolic biosynthesis process.

To better understand the regulatory process of grape phenolic metabolism in the dark, we performed genome-wide co-expression network analysis and identified a significant number of candidate TFs that were directly or indirectly involved in the transcriptional activity of light-responsive phenolic synthesis-related genes (Additional file 13: Table S8), as well as unique gene sets/modules that were highly associated with the dynamic accumulation of phenolics (Fig. 9). It is interesting to note that the most abundant significantly positively correlated TF families, including bHLH, MYB, WRKY, NAC, and MADS-box, have also been identified as potential regulators associated with the phenolic metabolic process in sunlight-exposed grape berries [13]. The involvement of MYB-bHLH-WD40 (MBW) ternary protein complexes in the initiation and fine-tuned transcriptional regulation of flavonoid synthesis has been commonly demonstrated in a wide range of higher plants, including grapevine (Fig. 7b) [42, 82, 83]. Additional regulators of plant phenolic metabolism belonging to the WRKY [*Arabidopsis* TTG2 and grapevine VviWRKY26 (VIT_208s0040g03070.2)], NAC [*Arabidopsis* ANAC078, peach BLOOD and grapevine VviNAC29 (VIT_201s0026g02710)], HD-ZIP [grapevine VviATHB6 (VIT_207s0191g00180) and VviATHB13 (VIT_201s0026g01950)], and MADS-box (*Arabidopsis* TT16) TF families have also been functionally characterized, some of which can act directly or indirectly on MBW complex activity [83–88]. However, the molecular functions and regulatory roles of these TFs on co-expressed phenolic biosynthetic genes in grape berries remain to be determined. Genome-wide epigenetic changes in plants, such as DNA methylation, histone modifications and nuclear architecture, have been widely reported to be involved in gene regulation during developmental processes, tissue differentiation and stress responses [89–91]. GO enrichment analysis of phenolic-associated gene modules highlight the putative correlation between phenolic metabolism in response to different light regimes and the expression of genes involved in epigenetic regulation (nucleosome assembly and histone acetylation) and genetic information (mRNA and protein) processing in grape berries, which might provide new insight into molecular mechanisms of berry phenolic metabolism under light/darkness.

## Conclusions

We performed an integrated transcriptomics and pathway-level metabolomics analysis to investigate the effect of cluster bagging during various developmental stages on grape phenolic metabolism. The results indicate that cluster bagging during early-developmental stages significantly elevated the content of flavan-3-ols and flavonols in grape berries at harvest, whereas bagging after véraison inhibited anthocyanin accumulation, which are coincided with transcriptional changes in several members of light signaling components, transcription regulators, and enzymes. Moreover, gene-gene/metabolic network analyses suggest a high positive correlation of genetic information processing and epigenetic regulation with phenolic metabolism in grapes. In summary, our findings present a first step into understanding of the transcriptional regulatory cascades of grape phenolic biosynthesis under light/darkness, and also provide practical guidance for improving grape features. Upcoming work will aim to characterize the identified individual key genes and biological processes to understand their functions in light-regulated phenolic biosynthesis in grapes.

## Methods

### Plant materials and treatments

The field experiments were conducted on Cabernet Sauvignon vines grown in a commercial vineyard in Manas Country, China (44°17′ North, 86°12′ East) during two consecutive growing seasons (2012 and 2013), with the permission of the CITIC Guoan Wine Co. Ltd. (China). The own-rooted vines in this vineyard were planted in 2000, arranged in north–south rows with a 2.5 m × 1 m vine spacing and equipped with a furrow irrigated system, spur-pruned (15 nodes per linear meter) and trained using a modified Vertical-Shoot-Positioned (M-VSP) trellis system [13]. Nutrition and pest managements were carried out according to industry standards for this cultivar and the region as described previously [92]. For the cluster bagging treatment, an individual cluster was placed into two-layer Kraft paper bags (36 × 36 cm), yellow exterior layer with the black interior layer coated with wax), with a bent straw to maintain ventilation inside the bag (Fig. 1b). Each treatment was applied to 15 vines randomly selected from both south and north sites of the vineyard, with three biological replicates. Canopy microclimatic conditions for both bagged and un-bagged grapes were monitored as described previously [13]. The meteorological data were gathered from the local meteorological administration (Additional file 1: Table S1).

Berries from each group were collected at E-L 29, 31, 33, 35, 36, 37, and 38 stages during two consecutive seasons. The data of harvest (E-L 38 stage) was set at approximately 16 WAF according to the commercial harvest time of the vineyard in both years. Berries samples for physiological measurements, UV-B irradiation treatments, metabolite determination and transcriptional analysis were prepared according to the method described by Sun et al. [13]. Physiological indexes such as berry weight, TSS and TA were determined as described previously [13]. One-way ANOVA followed by the Duncan’s new multiple range test was calculated using SPSS 20.0 for windows (SPSS Inc., Chicago, IL, USA) to determine the physiological differences among samples. UV-B irradiation treatments of detached grape berries at E-L 29, 36 and 38 stages were performed as described previously [93].

### Extraction and high performance liquid chromatography-mass spectrometry analysis

Extraction of grape berry phenolic acids and skin flavan-3-ols, anthocyanins and flavonols was based on the method described by Sun et al. [13]. Qualitative and quantitative analyses of phenolic compounds were carried out on an Agilent 1100 series high performance liquid chromatography-mass spectrometry detector (HPLC-MSD) trap VL (Agilent, Santa Clara, CA, USA), equipped with a diode array detector (DAD) for phenolic acids, flavan-3-ols and anthocyanins, or a variable wavelength detector for flavonols as described previously [13]. The statistical significance of differences in the concentrations of phenolics among samples was determined by one-way ANOVA as mentioned above. PCA and PLS-DA of the metabolic profiles were performed using SIMCA 13.0 software (Umetrics, Umeå, Sweden).

### RNA isolation, sequencing and data analysis

Grape Berries from the T1 treatment at E-L 31, 35, 36, 37, and 38 stages, T8 treatment at E-L 36, 37, and 38 stages, and control group at E-L 29, 31, 35, 36, 37, and 38 stages during the 2012 growing season were selected to conduct the transcriptome profiling analysis based on the physiological and metabolic results. Total RNAs for RNA-Seq analysis were isolated and purified from deseeded berries according to Sun et al. [13]. The concentration and purity of the extracted RNA samples were established using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE, USA), and the integrity of the RNA was analyzed with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). After quality assessment, poly(A) mRNA was isolated for each of the RNA samples and sequenced using an Illumina Hiseq™2000 sequencer (Illumina Inc., San Diego, CA, USA) with a 50-bp single read module. The sequencing reads were aligned against the V2 version of the *V. vinifera* (PN40024) genome using the alignment software Bowtie [94], allowing a maximum of two nucleotide mismatches. The RNA-Seq data were deposited into the NCBI Gene Expression Omnibus (GEO, accession no. GSE129916). The transcript abundance of each gene was calculated using the FPKM (expected fragments per kilobase of transcript per million fragments mapped) method. The differentially expressed genes [DEGs, log2(−fold change) ≥ 1 and divergence probability ≥0.8] between samples were identified using functions of the R package NOISeq [95]. KEGG pathway enrichment analysis of DEGs was performed as described previously [11]. Pathways with a corrected *p*-value and Q-value ≤0.05 were defined as significantly enriched. Pearson correlation evaluation was conducted with the R package Hmisc using the rcorr function. Gene co-expression and module analyses were performed using the R package WGCNA [96]. GO functional enrichment analysis of each module was performed using the online software GOEAST (http://omicslab.genetics.ac.cn/GOEAST/). The GO terms with a corrected *p*-value ≤0.05 were defined as significantly enriched.

### Quantitative real-time PCR

Preparation of cDNA, quantitative real-time PCR (qPCR), and the relative expression calculation were performed according to Sun et al. [11]. Two housekeeping genes encoding ubiquitin1 and β-actin in grapevine were selected as endogenous controls. The gene-specific primers are listed in Additional file 15: Table S9. Three biological replicates and three technical replicates were run per sample. Significance of differences in gene expression among samples was determined by one-way ANOVA as mentioned above.

### Amplification and analysis of the coding sequence and promoter region

The complete coding sequence and 5*′*-untranslated region (5*′*-UTR) of the *VviFLS4* gene was amplified from the cDNA library of Cabernet Sauvignon berries previously constructed by our lab [56]. Gene-specific primers designed according to our de novo assembled reference transcriptome of Cabernet Sauvignon [11] are listed in Additional file 15: Table S9. The PCR products were cloned into the pGM-T vector (TIANGEN, Beijing, China), transformed into *Escherichia coli* DH5α and sequenced. The gene structure was predicted using the FGENESH program from SoftBerry (http://linux1.softberry.com/berry.phtml) and ExPASy-ProtParam tools (https://web.expasy.org/). Multiple alignment of amino acid sequence was performed using online software Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/). Genomic DNA of Cabernet Sauvignon grapes used for the amplification of *VviFLS4* promoter was isolated with a Plant Genomic DNA kit (TIANGEN, Beijing, China). Gene-specific primers (Additional file 15: Table S9) were designed according to the genome sequence of Pinot Noir (PN40024). The amplicons were cloned and sequenced as described above. The promoter sequence was analyzed using the Softberry-TSSP program, PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/), JASPAR (http://jaspar.genereg.net/), and PLACE database (https://www.dna.affrc.go.jp/database/).

### Prokaryotic expression and enzymatic assay

The coding sequence of *VviFLS4* was amplified using the forward primer containing the 5′ *Sma* I site and the reverse primer containing the 5′ *Eco*R I site (Additional file 15: Table S9). It was then cloned into the pET-48b(+) vector (Novagen, Madison, WI, USA) as a translational fusion to the C-terminal 6 × His-tag peptide and transformed into *E. coli* BL21 (DE3) (TIANGEN, Beijing, China) following induction with 1 mM isopropyl-*β*-D-thiogalactopyranoside (IPTG). The recombinant protein was extracted and purified on an Ni^2+^ −chelating chromatography column as described in the pET system manual. The concentration of the purified recombinant His-tag VviFLS4 protein was determined using the Bradford protein assay (Bio-Rad). The enzymatic activity assay was performed according to the method described by Falcone Ferreyra et al. [97] with some modifications. Each 200-μL reaction mixture containing 10 mM *α*-ketoglutaric acid, 0.25 mM FeSO_4_, 10 mM ascorbic acid, 100 mM NaH_2_PO_4_ (pH 6.0), 0.5 μM substrate (Naringenin, DHK, DHQ or DHM), and 50 μg of purified VviFLS4-His protein was incubated at 25 °C for 1 h with gentle shaking. The mixtures were vigorously extracted twice with the same volume of ethyl acetate, dried under nitrogen gas, and then resuspended in 400 μL of 80% methanol. The crude protein extract from the induced BL21 containing the empty pET-48b(+) vector was used as the control. Qualitative and quantitative analyses of the enzymatic products were performed by HPLC-MS under the conditions mentioned above.

### Transient expression in tobacco leaves

Generation of the *VviFLS4* promoter-driven *luciferase* (*LUC*) construct, agrobacterium-mediated transient expression of the promoter::*LUC* construct in tobacco leaves and shading treatment of the infiltrated plants were conducted according to Sun et al. [86]. The primers used for *VviFLS4* promoter::*LUC* construction are listed in Additional file 15: Table S9. Fluorescence signals were recorded with an Andor iXon charge-coupled device (CCD) imaging apparatus (Andor Technology, Belfast, UK). The transcriptional activity of the *LUC* gene was detected by qPCR using previously described conditions [86]. Two housekeeping genes in tobacco, *NbUbi3* and *NbEF-1α*, were selected as endogenous controls [98, 99]. The primers used for qPCR analysis are listed in Additional file 15: Table S9. Three biological replicates and three technical replicates were run per sample. For each group of assays, at least nine leaves from three individual plants were used for CCD imaging and qPCR analysis. Significance of differences in *LUC* gene expression between the control and treatment groups was determined by an independent sample t-test using SPSS 20.0 for windows (SPSS Inc., Chicago, IL, USA).

## Supplementary information

**Additional file 1: Table S1.** Meteorological data of the study area during berry development in 2012 and 2013.

**Additional file 2: Table S2.** Microclimate conditions of the fruiting zone of the bagging-treated and control grapes.

**Additional file 3: Table S3.** Statistical analysis of the physiological and metabolomic data in different bagging-treated berries during each developmental stage in 2012 and 2013.

**Additional file 4: Table S4.** Alignment statistics result with the reference gene for all samples.

**Additional file 5: Figure S1.** Number statistics of DEGs between the cluster bagging-treated and control grapes.

**Additional file 6: Figure S2.** KEGG pathway enrichment analysis of DEGs between the cluster bagging-treated and control grapes.

**Additional file 7: Table S5.** Transcription profile of the phenolic metabolic pathway genes among samples.

**Additional file 8: Table S6.** Correlation analysis between the accumulation of phenolic compounds and the transcription of phenolic biosynthesis-related genes among samples.

**Additional file 9: Figure S3.** Validation of the RNA-Seq results by quantitative real-time PCR. The average FPKM values of the RNA-Seq analysis and the average relative expression values from three independent real-time PCR experiments are shown in the left-hand and right-hand heatmap, respectively. The correlation is significant at the 0.01 level. T1: cluster bagging from 3 WAF until harvest; T2: control group; T8: cluster bagging at E-L 35 stage and bag removal at E-L 36 stage.

**Additional file 10: Figure S4.** Multiple alignment of the deduced amino acid sequences of VviFLS4 from Cabernet Sauvignon, Pinot Noir, and Shiraz grape cultivars.

**Additional file 11: Figure S5.** Purification of the prokaryotic expressed recombinant FLS4-His protein from *Escherichia coli* BL21(DE3) extracts induced with 1 mM isopropyl-β-D-thiogalactopyranoside. kDa, kilo Dalton; M, protein marker; Lanes 1 and 3, total proteins extracted from the empty vector-carrying (lane 1) and VviFLS4-His recombinant (lane 3) strain of *E. coli*; Lanes 2 and 4, the purified empty His-tag (lane 2) and VviFLS4-His recombinant (lane 4) protein fractions used for the enzymatic assay.

**Additional file 12: Table S7.** Transcription profile of light and plant hormone signal transduction related genes among samples.

**Additional file 13: Table S8.** Co-expression analysis of genes encoding transcription factors and key enzymes required for sunlight-regulated phenolic biosynthesis.

**Additional file 14: Figure S6.** Pre-analysis for WGCNA. (a) Clustering dendrogram of samples based on their Euclidean distance. (b) Analysis of network topology for various soft-thresholding powers.

**Additional file 15: Table S9.** List of the primers used in this study.

**Additional file 16: Table S10.** The promoter and cDNA sequences of *VviFLS4* gene.

## Data Availability

The RNA-Seq data are accessible in the NCBI GEO database with the accession number GSE129916 (https://www.ncbi.nlm.nih.gov/geo/). The promoter and cDNA sequences of *VviFLS4* gene are available in Additional file 16: Table S10 and in the NCBI GenBank database with accession numbers MK792349 and MK792350, respectively.

## Abbreviations

ABA: Abscisic acid
BR: Brassinosteroid
CTK: Cytokinin
DEG: Differentially expressed gene
ETH: Ethylene
FLS: Flavonol synthase
GA: Gibberellin
GO: Gene Ontology
HBA: Hydroxybenzoic acid
HCA: Hydroxycinnamic acid
HPLC-MS: High performance liquid chromatography-mass spectrometry
JA: Jasmonic acid
KEGG: Kyoto Encyclopedia of Genes and Genomes
PAs: Proanthocyanidins
PCA: Principal component analysis
PLS-DA: Partial least squares-discriminant analysis
qPCR: Quantitative real-time polymerase chain reaction
RNA-Seq: High-throughput mRNA sequencing
SA: Salicylic acid
TF: Transcription factor
TSS: Total soluble solids
WAF: Weeks after flowering
WGCNA: Weighted gene co-expression network analysis

## References

[1] Rojas-Lara B, Morrison J (1989). Differential effects of shading fruit or foliage on the development and composition of grape berries. Vitis..

[2] Dokoozlian NK, Kliewer WM (1996). Influence of light on grape berry growth and composition varies during fruit development. J Am Soc Hort Sci..

[3] Poni S, Bernizzon F, Civard S, Libelli N (2009). Effects of pre-bloom leaf removal on growth of berry tissues and must composition in two red *Vitis vinifera* L. cultivars. Aust J Grape Wine Res..

[4] Intrieri C, Filippetti I, Allegro G, Centinari M, Poni S (2008). Early defoliation (hand *vs* mechanical) for improved crop control and grape composition in Sangiovese (*Vitis vinifera* L.). Aust J Grape Wine Res..

[5] Pastore C, Zenoni S, Fasoli M, Pezzotti M, Tornielli GB, Filippetti I (2013). Selective defoliation affects plant growth, fruit transcriptional ripening program and flavonoid metabolism in grapevine. BMC Plant Biol..

[6] Spayd SE, Tarara JM, Mee DL, Ferguson JC (2002). Separation of sunlight and temperature effects on the composition of *Vitis vinifera* cv. Merlot Berries. Am J Enol Vitic..

[7] Friedel M, Stoll M, Patz CD, Will F, Dietrich H. Impact of light exposure on fruit composition of white ‘Riesling’ grape berries (*Vitis vinifera* L.). Vitis. 2015;54:107–16.

[8] Kotseridis Y, Georgiadou A, Tikos P, Kallithraka S, Koundouras S (2012). Effects of severity of post-flowering leaf removal on berry growth and composition of three red *Vitis vinifera* L. cultivars grown under semiarid conditions. J Agric Food Chem..

[9] Wu B-H, Cao Y-G, Guan L, Xin H-P, Li J-H, Li S-H (2014). Genome-wide transcriptional profiles of the berry skin of two red grape cultivars (*Vitis vinifera*) in which anthocyanin synthesis is sunlight-dependent or -independent. PLoS One..

[10] Tardaguila J, de Toda FM, Poni S, Diago MP (2010). Impact of early leaf removal on yield and fruit and wine composition of *Vitis vinifera* L. Graciano and Carignan. Am J Enol Vitic..

[11] Sun R, He F, Lan Y, Xing R, Liu R, Pan Q, Wang J, Duan C (2015). Transcriptome comparison of Cabernet Sauvignon grape berries from two regions with distinct climate. J Plant Physiol..

[12] Bergqvist J, Dokoozlian N, Ebisuda N (2001). Sunlight Exposure and Temperature Effects on Berry Growth and Composition of Cabernet Sauvignon and Grenache in the Central San Joaquin Valley of California. Am J Enol Vitic..

[13] Sun R-Z, Cheng G, Li Q, He Y-N, Wang Y, Lan Y-B, Li S-Y, Zhu Y-R, Song W-F, Zhang X, et al. Light-induced variation in phenolic compounds in Cabernet Sauvignon grapes (*Vitis vinifera* L.) involves extensive transcriptome reprogramming of biosynthetic enzymes, transcription factors, and phytohormonal regulators. Front Plant Sci. 2017;8:547.10.3389/fpls.2017.00547PMC539557128469625

[14] Downey MO, Harvey JS, Robinson SP (2004). The effect of bunch shading on berry development and flavonoid accumulation in Shiraz grapes. Aust J Grape Wine Res..

[15] Li J-H, Guan L, Fan P-G, Li S-H, Wu B-H (2013). Effect of sunlight exclusion at different phenological stages on anthocyanin accumulation in red grape clusters. Am J Enol Vitic..

[16] Adams DO (2006). Phenolics and ripening in grape berries. Am J Enol Vitic..

[17] Teixeira A, Eiras-Dias J, Castellarin S, Gerós H (2013). Berry phenolics of grapevine under challenging environments. Int J Mol Sci..

[18] Downey MO, Dokoozlian NK, Krstic MP (2006). Cultural practice and environmental impacts on the flavonoid composition of grapes and wine: a review of recent research. Am J Enol Vitic..

[19] Waterhouse AL (2002). Wine Phenolics. Ann N Y Acad Sci..

[20] Conde C, Silva P, Fontes N, Dias ACP, Tavares RM, Sousa MJ, Agasse A, Delrot S, Gerós H (2007). Biochemical changes throughout grape berry development and fruit and wine quality. Food..

[21] Sternad Lemut M, Trost K, Sivilotti P, Vrhovsek U (2011). Pinot Noir grape colour related phenolics as affected by leaf removal treatments in the Vipava Valley. J Food Compost Anal..

[22] Šuklje K, Lisjak K, Baša Česnik H, Janeš L, Du Toit W, Coetzee Z, Vanzo A, Deloire A (2012). Classification of grape berries according to diameter and total soluble solids to study the effect of light and temperature on methoxypyrazine, glutathione, and hydroxycinnamate evolution during ripening of Sauvignon blanc (*Vitis vinifera* L.). J Agric Food Chem..

[23] Cortell JM, Kennedy JA (2006). Effect of shading on accumulation of flavonoid compounds in (*Vitis vinifera* L.) Pinot Noir fruit and extraction in a model system. J Agric Food Chem..

[24] Koyama K, Ikeda H, Poudel PR, Goto-Yamamoto N (2012). Light quality affects flavonoid biosynthesis in young berries of Cabernet Sauvignon grape. Phytochemistry..

[25] Reshef N, Agam N, Fait A (2018). Grape berry acclimation to excessive solar irradiance leads to repartitioning between major flavonoid groups. J Agric Food Chem..

[26] Reshef N, Walbaum N, Agam N, Fait A (2017). Sunlight modulates fruit metabolic profile and shapes the spatial pattern of compound accumulation within the grape cluster. Front Plant Sci..

[27] Liu L, Gregan S, Winefield C, Jordan B (2015). From UVR8 to flavonol synthase: UV-B-induced gene expression in Sauvignon blanc grape berry. Plant Cell Environ..

[28] Fujita A, Soma N, Goto-Yamamoto N, Mizuno A, Kiso K, Hashizum K (2007). Effectof shading on proanthocyanidin biosynthesis in the grape berry. J Jpn Soc Hortic Sci..

[29] Ristic R, Downey MO, Iland PG, Bindon K, Francis IL, Herderich M, Robinson SP (2007). Exclusion of sunlight from Shiraz grapes alters wine colour, tannin and sensory properties. Aust J Grape Wine Res..

[30] Koyama K, Goto-Yamamoto N (2008). Bunch shading during different developmental stages affects the phenolic biosynthesis in berry skins of ‘Cabernet Sauvignon’ grapes. J Am Soc Hort Sci..

[31] Ban T, Shiozaki S, Ogata T, Horiuchi S (2000). Effects of abscisic acid and shading treatments on the levels of anthocyanin and resveratrol in skin of Kyoho grape berry. Acta Hortic..

[32] Jeong ST, Goto-Yamamoto N, Kobayashi S, Esaka M (2004). Effects of plant hormones and shading on the accumulation of anthocyanins and the expression of anthocyanin biosynthetic genes in grape berry skins. Plant Sci..

[33] Chorti E, Guidoni S, Ferrandino A, Novello V (2010). Effect of different cluster sunlight exposure levels on ripening and anthocyanin accumulation in Nebbiolo grapes. Am J Enol Vitic..

[34] Guan L, Dai Z, Wu B-H, Wu J, Merlin I, Hilbert G, Renaud C, Gomès E, Edwards E, Li S-H (2016). Anthocyanin biosynthesis is differentially regulated by light in the skin and flesh of white-fleshed and teinturier grape berries. Planta..

[35] Matus JT, Loyola R, Vega A, Peña-Neira A, Bordeu E, Arce-Johnson P, Alcalde JA (2009). Post-veraison sunlight exposure induces MYB-mediated transcriptional regulation of anthocyanin and flavonol synthesis in berry skins of *Vitis vinifera*. J Exp Bot..

[36] Matsuyama S, Tanzawa F, Kobayashi H, Suzuki S, Takata R, Saito H (2014). Leaf removal accelerated accumulation of delphinidin-based anthocyanins in ‘Muscat Bailey A’ [*Vitis × labruscana* (Bailey) and *Vitis vinifera* (Muscat Hamburg)] grape skin. J Jpn Soc Hortic Sci..

[37] Wang Y, He Y-N, Chen W-K, He F, Chen W, Cai X-D, Duan C-Q, Wang J (2018). Effects of cluster thinning on vine photosynthesis, berry ripeness and flavonoid composition of Cabernet Sauvignon. Food Chem..

[38] Rustioni L, Rossoni M, Cola G, Mariani L, Failla O (2011). Bunch exposure to direct solar radiation increases ortho-diphenol anthocyanins in Northern Italy climatic condition. J Int Sci Vine Vin..

[39] Lee J, Skinkis PA (2013). Oregon ‘Pinot noir’ grape anthocyanin enhancement by early leaf removal. Food Chem..

[40] Haselgrove L, Botting D, van Heeswijck R, Høj PB, Dry PR, Ford C, Land PGI (2000). Canopy microclimate and berry composition: the effect of bunch exposure on the phenolic composition of *Vitis vinifera* L cv. Shiraz grape berries. Aust J Grape Wine Res..

[41] Tarara JM, Lee J, Spayd SE, Scagel CF (2008). Berry temperature and solar radiation alter acylation, proportion, and concentration of anthocyanin in Merlot grapes. Am J Enol Vitic..

[42] Hichri I, Barrieu F, Bogs J, Kappel C, Delrot S, Lauvergeat V (2011). Recent advances in the transcriptional regulation of the flavonoid biosynthetic pathway. J Exp Bot..

[43] Petrussa E, Braidot E, Zancani M, Peresson C, Bertolini A, Patui S, Vianello A (2013). Plant flavonoids—biosynthesis, transport and involvement in stress responses. Int J Mol Sci..

[44] Zoratti L, Karppinen K, Luengo Escobar A, Häggman H, Jaakola L (2014). Light-controlled flavonoid biosynthesis in fruits. Front Plant Sci..

[45] Czemmel S, Stracke R, Weisshaar B, Cordon N, Harris NN, Walker AR, Robinson SP, Bogs J (2009). The grapevine R2R3-MYB transcription factor VvMYBF1 regulates flavonol synthesis in developing grape berries. Plant Physiol..

[46] Azuma A, Yakushiji H, Koshita Y, Kobayashi S (2012). Flavonoid biosynthesis-related genes in grape skin are differentially regulated by temperature and light conditions. Planta..

[47] Matus JT, Poupin MJ, Cañón P, Bordeu E, Alcalde JA, Arce-Johnson P (2010). Isolation of WDR and bHLH genes related to flavonoid synthesis in grapevine (*Vitis vinifera* L.). Plant Mol Biol..

[48] Loyola R, Herrera D, Mas A, Wong DCJ, Höll J, Cavallini E, Amato A, Azuma A, Ziegler T, Aquea F (2016). The photomorphogenic factors UV-B RECEPTOR 1, ELONGATED HYPOCOTYL 5, and HY5 HOMOLOGUE are part of the UV-B signalling pathway in grapevine and mediate flavonol accumulation in response to the environment. J Exp Bot..

[49] Malacarne G, Coller E, Czemmel S, Vrhovsek U, Engelen K, Goremykin V, Bogs J, Moser C (2016). The grapevine VvibZIPC22 transcription factor is involved in the regulation of flavonoid biosynthesis. J Exp Bot..

[50] Matus JT (2016). Transcriptomic and metabolomic networks in the grape berry illustrate that it takes more than flavonoids to fight against ultraviolet radiation. Front Plant Sci..

[51] Carbonell-Bejerano P, Diago M-P, Martínez-Abaigar J, Martínez-Zapater JM, Tardáguila J, Núñez-Olivera E (2014). Solar ultraviolet radiation is necessary to enhance grapevine fruit ripening transcriptional and phenolic responses. BMC Plant Biol..

[52] Suzuki M, Nakabayashi R, Ogata Y, Sakurai N, Tokimatsu T, Goto S, Suzuki M, Jasinski M, Martinoia E, Otagaki S (2015). Multiomics in grape berry skin revealed specific induction of the stilbene synthetic pathway by ultraviolet-C irradiation. Plant Physiol..

[53] Zenoni S, Dal Santo S, Tornielli GB, D'Incà E, Filippetti I, Pastore C, Allegro G, Silvestroni O, Lanari V, Pisciotta A (2017). Transcriptional responses to pre-flowering leaf defoliation in grapevine berry from different growing sites, years, and genotypes. Front Plant Sci..

[54] Downey MO, Harvey JS, Robinson SP (2003). Synthesis of flavonols and expression of flavonol synthase genes in the developing grape berries of Shiraz and Chardonnay (*Vitis vinifera* L.). Aust J Grape Wine Res..

[55] Reid KE, Olsson N, Schlosser J, Peng F, Lund ST (2006). An optimized grapevine RNA isolation procedure and statistical determination of reference genes for real-time RT-PCR during berry development. BMC Plant Biol..

[56] Mu L, He F, Pan Q-H, Zhou L, Duan C-Q (2014). Screening and verification of late embryogenesis abundant protein interacting with anthocyanidin reductase in grape berries. Vitis..

[57] Griñán I, Morales D, Galindo A, Torrecillas A, Pérez-López D, Moriana A, Collado-González J, Carbonell-Barrachina ÁA, Hernández F (2019). Effect of preharvest fruit bagging on fruit quality characteristics and incidence of fruit physiopathies in fully irrigated and water stressed pomegranate trees. J Sci Food Agric..

[58] Karajeh MR (2018). Pre-harvest bagging of grape clusters as a non-chemical physical control measure against certain pests and diseases of grapevines. Org Agric..

[59] Sharma R, Pal R, Asrey R, Sagar V, Dhiman M, Rana M (2013). Pre-harvest fruit bagging influences fruit color and quality of apple cv. Delicious. Agric Sci..

[60] Sharma RR, Reddy SVR, Jhalegar MJ (2014). Pre-harvest fruit bagging: a useful approach for plant protection and improved post-harvest fruit quality – a review. J Hortic Sci Biotechnol..

[61] Hudina M, Stampar F (2011). Effect of fruit bagging on quality of ‘Conference’ pear (*Pyrus communis* L.). Eur J Hortic Sci..

[62] Zhou Y, Yuan C, Ruan S, Zhang Z, Meng J, Xi Z (2018). Exogenous 24-epibrassinolide interacts with light to regulate anthocyanin and proanthocyanidin biosynthesis in Cabernet Sauvignon (*Vitis vinifera* L.). Molecules.

[63] Cheynier V, Comte G, Davies KM, Lattanzio V, Martens S (2013). Plant phenolics: Recent advances on their biosynthesis, genetics, and ecophysiology. Plant Physiol Biochem..

[64] Li Q, He F, Zhu B-Q, Liu B, Sun R-Z, Duan C-Q, Reeves MJ, Wang J (2014). Comparison of distinct transcriptional expression patterns of flavonoid biosynthesis in Cabernet Sauvignon grapes from east and west China. Plant Physiol Biochem..

[65] Jaakola L (2013). New insights into the regulation of anthocyanin biosynthesis in fruits. Trends Plant Sci..

[66] Liu C-C, Chi C, Jin L-J, Zhu J, Yu J-Q, Zhou Y-H (2018). The bZip transcription factor HY5 mediates CRY1a-induced anthocyanin biosynthesis in tomato. Plant Cell Environ..

[67] Tao R, Bai S, Ni J, Yang Q, Zhao Y, Teng Y (2018). The blue light signal transduction pathway is involved in anthocyanin accumulation in ‘Red Zaosu’ pear. Planta..

[68] Matus JT, Cavallini E, Loyola R, Höll J, Finezzo L, Dal Santo S, Vialet S, Commisso M, Roman F, Schubert A (2017). A group of grapevine MYBA transcription factors located in chromosome 14 control anthocyanin synthesis in vegetative organs with different specificities compared with the berry color locus. Plant J..

[69] Boss PK, Davies C, Robinson SP (1996). Analysis of the expression of anthocyanin pathway genes in developing *Vitis vinifera* L. cv Shiraz grape berries and the implications for pathway regulation. Plant Physiol..

[70] Kobayashi S, Ishimaru M, Hiraoka K, Honda C (2002). Myb-related genes of the Kyoho grape (*Vitis labruscana*) regulate anthocyanin biosynthesis. Planta..

[71] Falcone Ferreyra ML, Rius SP, Casati P (2012). Flavonoids: biosynthesis, biological functions, and biotechnological applications. Front Plant Sci..

[72] Fujita A, Goto-Yamamoto N, Aramaki I, Hashizume K (2006). Organ-specific transcription of putative flavonol synthase genes of grapevine and effects of plant hormones and shading on flavonol biosynthesis in grape berry skins. Biosci Biotechnol Biochem..

[73] Czemmel S, Höll J, Loyola R, Arce-Johnson P, Alcalde JA, Matus JT, Bogs J (2017). Transcriptome-wide identification of novel UV-B- and light modulated flavonol pathway genes controlled by VviMYBF1. Front Plant Sci..

[74] Lau OS, Deng XW (2010). Plant hormone signaling lightens up: integrators of light and hormones. Curr Opin Plant Biol..

[75] Seo M, Nambara E, Choi G, Yamaguchi S (2009). Interaction of light and hormone signals in germinating seeds. Plant Mol Biol..

[76] Li Q-F, He J-X (2016). BZR1 interacts with HY5 to mediate brassinosteroid- and light-regulated cotyledon opening in *Arabidopsis* in darkness. Mol Plant..

[77] He F, Mu L, Yan G-L, Liang N-N, Pan Q-H, Wang J, Reeves MJ, Duan C-Q (2000). Biosynthesis of anthocyanins and their regulation in colored grapes. Molecules.

[78] Berli FJ, Fanzone M, Piccoli P, Bottini R (2011). Solar UV-B and ABA are involved in phenol metabolism of *Vitis vinifera* L. increasing biosynthesis of berry skin polyphenols. J Agric Food Chem..

[79] Luan L-Y, Zhang Z-W, Xi Z-M, Huo S-S, Ma L-N (2013). Brassinosteroids regulate anthocyanin biosynthesis in the ripening of grape berries. S Afr J Enol Vitic..

[80] Ban T, Ishimaru M, Kobayashi S, Goto-Yamamoto N, Horiuchi S (2003). Abscisic acid and 2,4-dichlorophenoxyacetic acid affect the expression of anthocyanin biosynthetic pathway genes in ‘Kyoho’ grape berries. J Hortic Sci Biotechnol..

[81] Fasoli M, Richter CL, Zenoni S, Bertini E, Vitulo N, Santo SD, Dokoozlian N, Pezzotti M, Tornielli GB (2018). Timing and order of the molecular events marking the onset of berry ripening in grapevine. Plant Physiol..

[82] Li S (2014). Transcriptional control of flavonoid biosynthesis: fine-tuning of the MYB-bHLH-WD40 (MBW) complex. Plant Signal Behav..

[83] Xu W, Dubos C, Lepiniec L (2015). Transcriptional control of flavonoid biosynthesis by MYB–bHLH–WDR complexes. Trends Plant Sci..

[84] Nesi N, Debeaujon I, Jond C, Stewart AJ, Jenkins GI, Caboche M, Lepiniec L (2002). The *TRANSPARENT TESTA16* locus encodes the ARABIDOPSIS BSISTER MADS domain protein and is required for proper development and pigmentation of the seed coat. Plant Cell..

[85] Morishita T, Kojima Y, Maruta T, Nishizawa-Yokoi A, Yabuta Y, Shigeoka S (2009). Arabidopsis NAC transcription factor, ANAC078, regulates flavonoid biosynthesis under high-light. Plant Cell Physiol..

[86] Sun R-Z, Pan Q-H, Wang J, Duan C-Q (2015). Light response and potential interacting proteins of a grape *flavonoid 3′-hydroxylase* gene promoter. Plant Physiol Biochem..

[87] Zhou H, Lin-Wang K, Wang H, Gu C, Dare AP, Espley RV, He H, Allan AC, Han Y (2015). Molecular genetics of blood-fleshed peach reveals activation of anthocyanin biosynthesis by NAC transcription factors. Plant J..

[88] Amato A, Cavallini E, Zenoni S, Finezzo L, Begheldo M, Ruperti B, Tornielli GB (2017). A grapevine TTG2-like WRKY transcription factor is involved in regulating vacuolar transport and flavonoid biosynthesis. Front Plant Sci..

[89] Hilker M, Schmülling T (2019). Stress priming, memory, and signalling in plants. Plant Cell Environ..

[90] Kumar S (2018). Epigenomics of plant responses to environmental stress. Epigenomes..

[91] Sun R-Z, Zuo E-H, Qi J-F, Liu Y, Lin C-T, Deng X. A role of age-dependent DNA methylation reprogramming in regulating the regeneration capacity of *Boea hygrometrica* leaves. Funct Integr Genomic. 2019. 10.1007/s10142-019-00701-3.10.1007/s10142-019-00701-331414312

[92] Cheng G, He Y-N, Yue T-X, Wang J, Zhang Z-W (2014). Effects of climatic conditions and soil properties on Cabernet Sauvignon berry growth and anthocyanin profiles. Molecules..

[93] Zhang Z-Z, Li X-X, Chu Y-N, Zhang M-X, Wen Y-Q, Duan C-Q, Pan Q-H (2012). Three types of ultraviolet irradiation differentially promote expression of shikimate pathway genes and production of anthocyanins in grape berries. Plant Physiol Biochem..

[94] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[95] Tarazona S, Garcia-Alcalde F, Dopazo J, Ferrer A, Conesa A (2011). Differential expression in RNA-seq: a matter of depth. Genome Res..

[96] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics..

[97] Falcone Ferreyra ML, Rius S, Emiliani J, Pourcel L, Feller A, Morohashi K, Casati P, Grotewold E (2010). Cloning and characterization of a UV-B-inducible maize flavonol synthase. Plant J..

[98] Rotenberg D, Thompson TS, German TL, Willis DK (2006). Methods for effective real-time RT-PCR analysis of virus-induced gene silencing. J Virol Methods..

[99] Ishihama N, Yamada R, Yoshioka M, Katou S, Yoshioka H (2011). Phosphorylation of the *Nicotiana benthamiana* WRKY8 transcription factor by MAPK functions in the defense response. Plant Cell..

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Meteorological data of the study area during berry development in 2012 and 2013.

**Table S1.** Meteorological data of the study area during berry development in 2012 and 2013.

| Developmental  stage | Number of days | | Growing degree days (°C) | | Sunshine duration (h) | | Temperature (°C) | | | | | | Rainfall (mm) | | Relative humidity (%) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | Average | | Maximum | | Minimum | |  |  |  |  |
|  | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 | 2012 | 2013 |
| flowering | 7 | 7 | 113.5 | 96.7 | 70.8 | 82.4 | 26.2 | 23.8 | 31.2 | 30.9 | 20.9 | 18.5 | 0.1 | 1.1 | 30.7 | 32.1 |
| green | 47 | 42 | 785.6 | 624.1 | 497.7 | 451.7 | 26.7 | 24.9 | 32.6 | 30.8 | 21.4 | 19.5 | 35.9 | 38.7 | 40.7 | 34.6 |
| véraison | 21 | 23 | 347.4 | 373.2 | 240.0 | 237.4 | 26.5 | 26.2 | 32.8 | 32.6 | 20.3 | 19.5 | 10.2 | 11.3 | 41.6 | 38.6 |
| ripening | 39 | 41 | 480.8 | 415.8 | 399.8 | 415.7 | 22.3 | 20.1 | 28.8 | 27.8 | 15.7 | 13.0 | 20.1 | 21.9 | 42.4 | 40.9 |

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Microclimate conditions of the fruiting zone of the bagging-treated and control grapes.

**Table S2.** Microclimate conditions of the fruiting zone of the bagging treated and control grapes.

| Developmental stage | PAR (µmol·m^-2^·s^-1^) | | | | SR (µmol·m^-2^·s^-1^) | | | | Average temperature (°C) | | | | Relative humidity (%) | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 2012 | | 2013 | | 2012 | | 2013 | | 2012 | | 2013 | | 2012 | | 2013 | |
|  | CK | CB | CK | CB | CK | CB | CK | CB | CK | CB | CK | CB | CK | CB | CK | CB |
| Stage I | 14.24 | 1.20 | 33.14 | 1.20 | 35.46 | 0.60 | 30.90 | 0.60 | 24.89 | 25.89 | 24.33 | 25.41 | 60.33 | 58.21 | 59.49 | 54.77 |
| Stage II | 16.55 | 1.20 | 31.45 | 1.20 | 52.08 | 0.60 | 35.67 | 0.60 | 26.05 | 27.60 | 24.89 | 25.86 | 56.68 | 52.54 | 68.84 | 66.18 |
| Stage III | 21.49 | 1.20 | 8.71 | 1.20 | 55.83 | 0.60 | 33.80 | 0.60 | 24.57 | 26.16 | 23.00 | 23.59 | 55.66 | 51.97 | 69.00 | 66.24 |
| Stage IV | 15.51 | 1.20 | 9.84 | 1.20 | 46.32 | 0.60 | 35.26 | 0.60 | 22.92 | 24.36 | 21.00 | 21.82 | 50.83 | 47.86 | 66.20 | 63.30 |
| Stage V | 7.70 | 1.20 | 11.49 | 1.20 | 29.59 | 0.60 | 26.80 | 0.60 | 19.66 | 20.69 | 17.63 | 18.16 | 61.31 | 58.35 | 61.45 | 58.98 |

Stage I, from fruit-set to pre-véraison; stage II, from the beginning of véraison to middle véraison; stage III, from middle véraison to the end of véraison; stage IV, from the end of véraison to pre-harvest; stage V, from pre-harvest to harvest. PAR, photosynthetically active radiation; SR, solar radiation. CK, control group; CB, cluster bagging treated group.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Statistical analysis of the physiological and metabolomic data in different bagging-treated berries during each developmental stage in 2012 and 2013.

**Table S3.** Statistical analysis of the physiological and metabolomic data in different bagging-treated berries during each developmental stage in 2012 and 2013.

Different letters represent significant difference at the 0.01 level among treatments in each sampling time point. T1, cluster bagging from 3 WAF until harvest; T2, control group; T3, cluster bagging at E-L 29 stage and bag removal at E-L 37 stage; T4, cluster bagging at E-L 29 stage and bag removal at E-L 36 stage; T5, cluster bagging at E-L 29 stage and bag removal at E-L 35 stage; T6, cluster bagging from E-L 35 to E-L 38 stages; T7, cluster bagging at E-L 35 stage and bag removal at E-L 37 stage; T8, cluster bagging at E-L 35 stage and bag removal at E-L 36 stage; T9, cluster bagging from E-L 37 to E-L 38 stages; T10, cluster bagging at E-L 37 stage and bag removal at E-L 37.5 stage; T11, cluster bagging from E-L 37.5 to E-L 38 stages.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. Alignment statistics result with the reference gene for all samples.

**Table S4.** Alignment statistics result with the reference gene for all samples.

| Sample | Total clean reads | Total base-pair (Mb) | Gene map ratio | Unique matching ratio | Expressed genes | Expressed transcripts |
| --- | --- | --- | --- | --- | --- | --- |
| T1_EL-31_A | 12,431,594 | 580.93 | 84.98% | 74.80% | 22,982 | 32,557 |
| T1_EL-31_B | 12,370,818 | 578.09 | 82.95% | 72.89% | 22,769 | 32,499 |
| T1_EL-31_C | 12,225,920 | 571.32 | 87.04% | 76.80% | 23,122 | 32,641 |
| T1_EL-35_A | 12,355,183 | 577.36 | 87.87% | 78.27% | 21,304 | 29,941 |
| T1_EL-35_B | 11,941,481 | 558.03 | 86.30% | 76.69% | 21,262 | 29,504 |
| T1_EL-35_C | 12,370,254 | 578.06 | 86.41% | 77.18% | 21,508 | 30,280 |
| T1_EL-36_A | 11,875,447 | 554.94 | 85.94% | 77.15% | 21,588 | 31,083 |
| T1_EL-36_B | 12,104,184 | 565.63 | 87.20% | 78.34% | 21,194 | 30,232 |
| T1_EL-36_C | 12,625,058 | 589.97 | 86.16% | 77.44% | 21,834 | 31,191 |
| T1_EL-37_A | 12,459,394 | 582.23 | 84.84% | 76.58% | 21,459 | 31,499 |
| T1_EL-37_B | 12,307,919 | 575.15 | 83.73% | 75.60% | 21,498 | 31,659 |
| T1_EL-37_C | 12,304,724 | 575.00 | 85.63% | 77.01% | 21,853 | 31,867 |
| T1_EL-38_A | 12,509,663 | 584.58 | 82.74% | 75.01% | 21,090 | 31,301 |
| T1_EL-38_B | 12,402,869 | 579.59 | 83.65% | 75.77% | 21,259 | 31,423 |
| T1_EL-38_C | 12,275,935 | 573.65 | 84.49% | 76.52% | 21,154 | 31,347 |
| T2-EL-29_A | 11,831,500 | 552.89 | 89.18% | 79.40% | 23,537 | 33,355 |
| T2-EL-29_B | 12,567,883 | 587.30 | 87.24% | 77.37% | 23,287 | 33,191 |
| T2-EL-29_C | 11,703,832 | 546.92 | 86.33% | 76.55% | 23,049 | 32,709 |
| T2-EL-31_A | 11,838,848 | 553.23 | 87.76% | 77.48% | 22,434 | 31,315 |
| T2-EL-31_B | 12,327,520 | 576.07 | 83.16% | 73.52% | 22,630 | 31,975 |
| T2-EL-31_C | 12,139,580 | 567.28 | 87.12% | 76.92% | 22,721 | 31,888 |
| T2-EL-35_A | 12,534,482 | 585.74 | 85.42% | 76.53% | 21,532 | 30,324 |
| T2-EL-35_B | 11,902,501 | 556.20 | 85.58% | 76.42% | 21,530 | 30,428 |
| T2-EL-35_C | 11,747,441 | 548.96 | 82.89% | 73.93% | 21,901 | 30,816 |
| T2-EL-36_A | 12,167,990 | 568.61 | 87.12% | 78.03% | 21,458 | 30,964 |
| T2-EL-36_B | 12,106,436 | 565.73 | 87.03% | 78.25% | 21,134 | 30,622 |
| T2-EL-36_C | 12,329,007 | 576.14 | 86.44% | 77.72% | 21,440 | 30,954 |
| T2-EL-37_A | 12,391,213 | 579.04 | 85.28% | 76.57% | 22,146 | 32,695 |
| T2-EL-37_B | 11,747,023 | 548.94 | 84.18% | 75.59% | 21,983 | 32,372 |
| T2-EL-37_C | 12,353,616 | 577.28 | 85.99% | 77.32% | 21,512 | 31,889 |
| T2-EL-38_A | 12,468,993 | 582.68 | 84.50% | 76.46% | 21,478 | 31,964 |
| T2-EL-38_B | 12,888,956 | 602.30 | 84.20% | 76.12% | 21,465 | 31,979 |
| T2-EL-38_C | 11,701,650 | 546.82 | 84.49% | 76.59% | 21,169 | 31,231 |
| T8-EL-36_A | 11,930,700 | 557.52 | 85.13% | 76.32% | 22,354 | 31,935 |
| T8-EL-36_B | 11,955,144 | 558.66 | 86.70% | 77.84% | 22,175 | 31,584 |
| T8-EL-36_C | 12,587,578 | 588.22 | 85.65% | 76.76% | 22,428 | 32,304 |
| T8-EL-37_A | 12,633,206 | 590.35 | 84.10% | 75.75% | 22,014 | 32,251 |
| T8-EL-37_B | 11,829,939 | 552.81 | 83.28% | 74.91% | 22,059 | 32,088 |
| T8-EL-37_C | 12,528,158 | 585.44 | 83.92% | 75.46% | 22,359 | 32,678 |
| T8-EL-38_A | 12,228,083 | 571.42 | 82.77% | 75.05% | 21,417 | 31,710 |
| T8-EL-38_B | 12,374,849 | 578.28 | 82.86% | 75.13% | 21,801 | 32,251 |
| T8-EL-38_C | 11,926,651 | 557.33 | 82.85% | 75.13% | 21,309 | 31,401 |

T1: cluster bagging from 3 WAF until harvest; T2: control group; T8: cluster bagging at E-L 35 stage and bag removal at E-L 36 stage.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 7 — Additional file 7: Table S5. Transcription profile of the phenolic metabolic pathway genes among samples.

**Table S5.** Transcription profile of the phenolic metabolic pathway genes among samples.

T1: cluster bagging from 3 WAF until harvest; T2: control group; T8: cluster bagging at E-L 35 stage and bag removal at E-L 36 stage. PAL, phenylalanine ammonia-lyase; C4H, trans-cinnamate 4-monooxygenase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl-alcohol dehydrogenase; 4CL, 4-coumarate: CoA ligase; CHS: chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3'H, flavonoid 3'-hydroxylase; F3'5'H, flavonoid 3',5'-hydroxylase; FLS, flavonol synthase; DFR, dihydroflavonol 4-reductase; LDOX, leucoanthocyanidin dioxygenase; LAR, leucoanthocyanidin reductase; ANR, anthocyanidin reductase; UFGT, UDP-glucose: flavonoid 3-*O*-glucosyltransferase; COMT, caffeic acid 3-*O*-methyltransferase; GT5, uridine diphosphate (UDP)-glucuronic acid:flavonol-3-*O*-glucuronosyltransferase; GT6, bifunctional UDP-glucose/UDP-galactose:flavonol-3-*O*-glucosyltransferase/galactosyltransferase. Red and green boxes represent genes that are significantly up and down-regulated after cluster bagging treatment, respectively.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 8 — Additional file 8: Table S6. Correlation analysis between the accumulation of phenolic compounds and the transcription of phenolic biosynthesis-related genes among samples.

**Table S6.** Correlation analysis between the accumulation of phenolic compounds and the transcription of phenolic biosynthesis-related genes among samples.

HCAs, hydroxycinnamic acids; HBAs, hydroxybenzoic acid. PAL, phenylalanine ammonia-lyase; C4H, trans-cinnamate 4-monooxygenase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl-alcohol dehydrogenase; 4CL, 4-coumarate: CoA ligase; CHS: chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3'H, flavonoid 3'-hydroxylase; F3'5'H, flavonoid 3',5'-hydroxylase; FLS, flavonol synthase; DFR, dihydroflavonol 4-reductase; LDOX, leucoanthocyanidin dioxygenase; LAR, leucoanthocyanidin reductase; ANR, anthocyanidin reductase; UFGT, UDP-glucose: flavonoid 3-*O*-glucosyltransferase; COMT, caffeic acid 3-*O*-methyltransferase; GT5, uridine diphosphate (UDP)-glucuronic acid:flavonol-3-*O*-glucuronosyltransferase; GT6, bifunctional UDP-glucose/UDP-galactose:flavonol-3-*O*-glucosyltransferase/galactosyltransferase; HY5, ELONGATED HYPOCOTYL 5; HYH, HY5-homolog.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 12 — Additional file 12: Table S7. Transcription profile of light and plant hormone signal transduction related genes among samples.

**Table S7.** Transcription profile of light and plant hormone signal transduction related genes among samples.

T1: cluster bagging from 3 WAF until harvest; T2: control group; T8: cluster bagging at E-L 35 stage and bag removal at E-L 36 stage. Red and green boxes represent genes that are significantly up and down-regulated after cluster bagging treatment, respectively.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 13 — Additional file 13: Table S8. Co-expression analysis of genes encoding transcription factors and key enzymes required for sunlight-regulated phenolic biosynthesis.

**Table S8.** Co-expression analysis of genes encoding transcription factors and key enzymes required for sunlight-regulated phenolic biosynthesis.

PAL, phenylalanine ammonia-lyase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl-alcohol dehydrogenase; FLS, flavonol synthase; ANR, anthocyanidin reductase; UFGT, UDP-glucose: flavonoid 3-*O*-glucosyltransferase.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 15 — Additional file 15: Table S9. List of the primers used in this study.

**Table S9.** List of the primers used in this study.

The restriction enzyme sites are indicated by underlining. FP, forward primer; RP, reverse primer.

# Supplementary material for: Comparative physiological, metabolomic, and transcriptomic analyses reveal developmental stage-dependent effects of cluster bagging on phenolic metabolism in Cabernet Sauvignon grape berries
**Source:** BMC Plant Biol. 2019 Dec 26;19:583. doi: 10.1186/s12870-019-2186-z
**Supplement:** Supplementary file 16 — Additional file 16: Table S10. The promoter and cDNA sequences of VviFLS4 gene.

**Table S10.** The promoter and cDNA sequences of *VviFLS4* gene.

>promoter sequence

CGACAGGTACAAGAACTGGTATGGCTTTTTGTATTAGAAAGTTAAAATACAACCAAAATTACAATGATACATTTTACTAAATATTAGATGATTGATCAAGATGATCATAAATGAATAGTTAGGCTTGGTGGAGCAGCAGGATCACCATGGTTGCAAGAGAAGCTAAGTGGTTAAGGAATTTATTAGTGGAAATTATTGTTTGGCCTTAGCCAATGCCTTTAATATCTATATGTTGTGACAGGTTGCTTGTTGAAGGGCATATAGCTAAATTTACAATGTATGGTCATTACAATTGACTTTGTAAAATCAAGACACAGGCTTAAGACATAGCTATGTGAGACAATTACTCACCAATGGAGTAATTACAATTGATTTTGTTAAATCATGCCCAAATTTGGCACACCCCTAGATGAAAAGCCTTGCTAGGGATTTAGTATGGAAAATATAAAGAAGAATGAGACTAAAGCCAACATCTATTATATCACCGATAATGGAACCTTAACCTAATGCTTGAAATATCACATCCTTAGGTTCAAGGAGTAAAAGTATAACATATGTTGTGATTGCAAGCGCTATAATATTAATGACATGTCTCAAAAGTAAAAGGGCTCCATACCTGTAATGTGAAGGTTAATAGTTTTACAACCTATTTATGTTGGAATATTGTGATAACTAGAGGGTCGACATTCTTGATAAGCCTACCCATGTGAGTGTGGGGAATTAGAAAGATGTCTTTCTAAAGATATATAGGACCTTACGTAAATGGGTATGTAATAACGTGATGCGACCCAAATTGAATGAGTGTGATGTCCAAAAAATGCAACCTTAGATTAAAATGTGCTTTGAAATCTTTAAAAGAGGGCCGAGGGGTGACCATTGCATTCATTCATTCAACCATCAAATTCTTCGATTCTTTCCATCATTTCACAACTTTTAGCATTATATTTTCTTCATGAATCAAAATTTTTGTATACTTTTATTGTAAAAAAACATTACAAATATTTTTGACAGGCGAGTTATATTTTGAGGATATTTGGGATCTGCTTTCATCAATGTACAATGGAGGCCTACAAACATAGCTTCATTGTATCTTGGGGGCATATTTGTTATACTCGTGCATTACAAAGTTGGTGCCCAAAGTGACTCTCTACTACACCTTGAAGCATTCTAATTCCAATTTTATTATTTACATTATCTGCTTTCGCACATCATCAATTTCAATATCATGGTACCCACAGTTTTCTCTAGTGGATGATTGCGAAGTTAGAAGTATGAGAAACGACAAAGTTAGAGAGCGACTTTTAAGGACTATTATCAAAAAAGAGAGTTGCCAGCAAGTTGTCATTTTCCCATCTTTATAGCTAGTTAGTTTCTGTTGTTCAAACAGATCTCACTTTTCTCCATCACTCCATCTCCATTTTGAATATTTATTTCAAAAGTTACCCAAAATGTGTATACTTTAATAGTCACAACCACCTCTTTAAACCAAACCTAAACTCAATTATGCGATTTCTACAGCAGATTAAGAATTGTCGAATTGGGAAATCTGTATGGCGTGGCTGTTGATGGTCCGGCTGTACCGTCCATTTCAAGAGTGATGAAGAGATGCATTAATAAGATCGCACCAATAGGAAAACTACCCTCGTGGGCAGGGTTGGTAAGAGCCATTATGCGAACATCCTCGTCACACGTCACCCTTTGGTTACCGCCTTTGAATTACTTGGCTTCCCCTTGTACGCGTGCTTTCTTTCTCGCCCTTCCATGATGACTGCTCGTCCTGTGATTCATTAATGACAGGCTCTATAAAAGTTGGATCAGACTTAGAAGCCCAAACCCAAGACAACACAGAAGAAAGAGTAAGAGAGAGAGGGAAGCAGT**ATG**

Note: The initiation codon is highlighted in bold.

>cDNA sequence

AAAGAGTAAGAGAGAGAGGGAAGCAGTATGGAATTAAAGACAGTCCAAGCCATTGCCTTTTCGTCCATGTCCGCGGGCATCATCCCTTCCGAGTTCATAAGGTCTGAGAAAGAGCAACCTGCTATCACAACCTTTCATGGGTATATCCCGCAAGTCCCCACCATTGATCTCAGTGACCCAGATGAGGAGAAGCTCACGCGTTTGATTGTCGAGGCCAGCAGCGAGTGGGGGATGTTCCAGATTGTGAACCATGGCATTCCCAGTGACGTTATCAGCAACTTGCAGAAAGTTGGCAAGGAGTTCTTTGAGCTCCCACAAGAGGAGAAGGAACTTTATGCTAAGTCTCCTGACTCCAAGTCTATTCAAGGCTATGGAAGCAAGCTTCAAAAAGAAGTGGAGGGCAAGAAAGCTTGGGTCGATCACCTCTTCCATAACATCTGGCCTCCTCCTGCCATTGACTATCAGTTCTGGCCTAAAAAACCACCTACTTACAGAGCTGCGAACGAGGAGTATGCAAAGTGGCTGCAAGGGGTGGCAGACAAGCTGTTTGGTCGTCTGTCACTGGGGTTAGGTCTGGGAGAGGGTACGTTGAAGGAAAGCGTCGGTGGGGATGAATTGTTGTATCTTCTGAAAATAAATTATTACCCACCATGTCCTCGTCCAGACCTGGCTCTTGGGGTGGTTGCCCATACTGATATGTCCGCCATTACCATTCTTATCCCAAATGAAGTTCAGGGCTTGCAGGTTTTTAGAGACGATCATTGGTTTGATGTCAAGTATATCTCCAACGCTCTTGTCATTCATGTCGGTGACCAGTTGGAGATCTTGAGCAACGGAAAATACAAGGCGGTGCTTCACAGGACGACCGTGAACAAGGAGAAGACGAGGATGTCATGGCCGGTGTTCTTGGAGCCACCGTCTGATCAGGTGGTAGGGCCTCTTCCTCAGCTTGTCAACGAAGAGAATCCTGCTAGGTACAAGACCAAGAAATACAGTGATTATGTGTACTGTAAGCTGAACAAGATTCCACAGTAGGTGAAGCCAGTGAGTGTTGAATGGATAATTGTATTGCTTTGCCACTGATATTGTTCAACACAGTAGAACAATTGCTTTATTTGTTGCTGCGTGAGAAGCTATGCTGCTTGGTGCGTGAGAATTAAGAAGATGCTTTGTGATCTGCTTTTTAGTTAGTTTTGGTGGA

Note: The full-length coding sequence is underlined.

How the deposited data were processed for this re-analysis (not part of the article)

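Transcript levels were measured in deseeded Cabernet Sauvignon berries from clusters bagged from 3 WAF (E-L 29) until harvest at E-L 38 (T1), bagged at E-L 35 and uncovered at E-L 36 (T8), or left in the light (T2). There were 18 libraries of T2, 15 of T1 and 9 of T8, in 14 groups of 3 biological replicates. The authors aligned single-end reads to version 2 of the PN40024 genome, with Bowtie according to the paper and with Bowtie2 2.2.5 according to the deposited record, and computed FPKM per gene and library. The counting tool is not stated. The values are rounded to 2 decimals, are not filtered and are not scaled to a common total, which ranged from 561036 to 672526.1 per library (median 634536.4). Of 28940 genes, 312 were at 0 in every library. A BLAST hit was given for 26692 genes and a KEGG orthology term for 16858. All 16856 average FPKM values of Tables S5 and S7 were found again within 0.01 from the deposited values. Counts per gene were not used here, so the precision that the read depth gives each gene cannot be stated, and a value of 0 is given as listed at 0, with no fold.

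All computing was done with R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Values were taken as log2(FPKM + 1). Genes with a mean of at least 1 FPKM in at least 1 group were tested, which left 21902. One limma model with a mean for each of the 14 groups was fitted over all 42 libraries (28 residual degrees of freedom, prior degrees of freedom 3.65), with a mean-variance trend, two-sided tests and Benjamini-Hochberg adjustment over genes within a comparison. A DEG has an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Single named genes and list members are described as higher or lower at an adjusted p under 0.05 whatever their fold, with the fold printed. The comparisons were T1 against T2 at 5 stages, T8 against T2 at 3, T8 against T1 at E-L 36, and consecutive stages within each treatment. The differences between the T1 effects at E-L 31 and 35, and between the T8 effects at E-L 36 and 37, were tested as contrasts of the same model without a fold threshold.

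The replicate letters were checked for pairing. Residuals of libraries with the same letter in different groups correlated at r = 0.00222 on average (from -0.297 to 0.328), those with other letters at -0.00108, and 15 of 42 libraries were nearest to one of their own letter. The letters were therefore not used as pairs, and a block for them was an alternative.

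Of 38 gene lists, 37 had at least 3 tested members and were tested with camera in limma at a preset correlation of 0.01, adjusted over lists within each comparison, with the estimated correlation as an alternative. Lists from Table S5 included general phenylpropanoid (PAL, C4H, 4CL), central flavonoid (CHS, CHI, F3H), F3'H, F3'5'H, FLS, DFR and LDOX, flavan-3-ol (LAR, ANR), UFGT and flavonol glycosylation genes. CCR and CAD genes were counted by family. Lists from Table S7 were photoreceptors, light signalling and the signalling of 8 hormones, and the 16 regulators came from Fig. 7. The others were drawn by annotation text: light harvesting and photosystems, early light-induced, heat shock, stilbene synthase, terpene synthase, cell wall loosening, aquaporin, sugar transport and invertase, pathogenesis-related, histones and nucleosome assembly, histone acetyltransferase, ribosomal proteins, cell cycle, laccase, cuticle, seed tissue and late embryogenesis abundant. Over-representation of the Table S5 families among DEGs was tested with a one-sided Fisher's exact test, since the deposited annotation holds no KEGG pathways. The background was the tested genes with an orthology term or in a Table S5 family.

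Genes were named by a rule with 3 parts. The first are those that the paper's results, discussion or Fig. 7 name, at the stages given there. The second are, for each of the 8 comparisons of bagged berries with T2, the 10 largest increases and the 10 largest decreases among DEGs with a mean of at least 5 FPKM in a group and no overlap between the libraries of both groups. The third are up to 4 members of each list with the smallest adjusted p in a comparison. Genes without an annotated function were counted and not named. The rule was written before the data were examined, but the average FPKM of Tables S5 and S7 had been seen in the paper by then.

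A seed marker score, the mean log2(FPKM + 1) of the 14 tested genes of the seed tissue and late embryogenesis lists, was computed for each library and compared between groups with an exact permutation test over 20 labelings. A gene is said to follow the score where its deviations from group means correlate with those of the score at r of at least 0.5 over the 42 libraries. Pairs of Table S8 were tested by Pearson's r and Spearman's rho with 100000 permutations, which can give no p below 1e-05.

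Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter at 5 FPKM, median-of-ratios scaling (factors 0.877 to 1.143), a block for the replicate letter, a fit on only the groups compared, no fold threshold, the paper's NOISeq rule (fold of at least 2 and probability of at least 0.8, rebuilt in Python from its description), the estimated correlation for camera, 4 alternatives for the correlations, and leaving out each library or each replicate letter. Chosen after seeing the data were the seed marker score as a covariate, leaving out the genes that follow it (with limma or with the NOISeq rule), and counts over stages without E-L 31 or without E-L 36 and 37.

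The methods were tested on simulated data shaped like T1 and T2 at E-L 35 with 21902 genes. limma called 79 of 95 genes changed by 1 on the log2 scale and 101 of 105 changed by 2, with 8 unchanged genes called, and the NOISeq rule called 49 and 102, with 50 unchanged genes called. camera called the list with planted changes (adjusted p = 0.00031, and adjusted p = 0.0025 with an estimated correlation) and 0 of the others at either setting. The simulated genes varied independently of each other, so false camera calls among correlated genes were not tested. Outside the planted list, changes were placed only in genes above a set level in T2 at E-L 35. The recovery given here therefore does not extend to genes with low levels. The simulated noise was normal on the log scale, as the model assumes. On the deposited values the estimated correlation kept 15 of the list test calls. Of 200 simulated pairs sharing only a stage effect, 198 were called over all libraries and 0 after centring on stage means.

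Metabolite contents, qPCR values and coexpression modules were not analysed here, since the processed values used here do not hold them.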

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

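The tests of light exclusion as the reason for late embryogenesis transcripts and of later ripening in T1 berries, and all results with the seed marker score as a covariate, were chosen only after the result was seen.

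The effect of T1 on 5202 genes differed between E-L 31 and 35 by the contrast of both differences in limma, with 2136 genes relatively higher at E-L 31 and 3066 lower. With median-of-ratios scaling these counts were 2595 and 2643, so the lean toward lower genes depends on the scaling. Of 100 splits of the same libraries the real one gave the largest count, and the highest other gave 4057. That split keeps the real groups at both stages, and 9 more, at 2504 to 4016, keep those at E-L 31. Such splits still hold the real difference between T1 and T2, so their counts are no measure of chance. The 82 splits that keep the groups of neither stage gave 0 to 912 genes. With only the real split of 100 as large, chance is unlikely but not excluded. The F3'5'H list, with a median difference of 2.01 (adjusted p = 1.6e-06 from camera, adjusted p = 0.019 with an estimated correlation), moved from little change at E-L 31 to far lower at E-L 35. Genes for ribosomal proteins went the opposite way, with a median difference of -0.86 over 348 genes (adjusted p = 1.1e-44, adjusted p = 0.012 with an estimated correlation). In T1 berries 195 of them were lower and 1 higher at E-L 31, and 182 were higher and 5 lower at E-L 35. A ribosomal protein L6 gene (VIT_208s0007g06150) averaged 170.1 ± 31.5 FPKM in T1 and 78.95 ± 2.68 in T2 at E-L 35 (SD, n = 3 each).

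The effect of T8 on 464 genes differed between E-L 36 and 37, with 378 relatively higher at E-L 36 and 86 lower (186 and 157 with median-of-ratios scaling, which moves the median of all genes from 0.12 to 0). Of 100 splits 7 gave a count as large, the real one included, and the highest other gave 3224, several times the real count. That split and 5 more as large keep the real groups at 1 or both stages. They therefore still hold the difference between T8 and T2 there. The 81 splits that keep neither gave at most 3 genes. The share of 7 in 100 thus cannot decide about chance, which is not excluded for this count. The count was 177 to 291 without T2 replicate B (275) or C (291) or T8 replicate A (177) at E-L 36, or without T2 replicate A (227) or T8 replicate A (264) or B (204) at E-L 37.

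Transcripts of seed storage and late embryogenesis proteins, which the paper does not discuss, were high in T1 berries at E-L 31 (log2 fold changes of 4.41 to 4.96 for 3 genes of the seed tissue list, and of -0.77 to 0.68 for the other 3, which do not follow the score) and in T8 berries at E-L 36 and 37 (medians of the late embryogenesis list 4.86 and 2.85), although seeds had been removed. A 2S albumin gene (VIT_219s0177g00090) reached 19631.79 ± 13100 FPKM in T1 at E-L 31, against 1898.43 ± 3020 in T2, and a dehydrin (VIT_204s0023g02480) reached 1828.98 ± 519 in T8 at E-L 36, against 85.14 ± 78.2. A shift of all other values by a few abundant transcripts is argued against by median-of-ratios scaling. Under that scaling the count of DEGs in T8 at E-L 36 was 868 (884 without it). In T1 berries at E-L 36, also in the dark, the median of the late embryogenesis list was 0.40. That value argues against darkness at E-L 36 being enough by itself to raise these transcripts. T1 berries had been bagged earlier in development than T8 berries. The T1 value therefore cannot decide about a response of T8 berries to darkness that had only recently begun. Seed RNA carried over may account for part of T1 at E-L 31, where 588 higher genes outside the marker lists had a median r of 0.72 with the seed tissue list within groups over 6 libraries (all genes -0.11), and of the 22 hormone signalling genes that the paper names, with a median r of 0.54 with the score over 42 libraries. For T8 it cannot be told apart from a response of the berries, since 940 higher genes had a median r of 0.27 over the 30 libraries outside those comparisons (all genes 0.01) and the libraries with the highest scores are those of T8 itself.

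In T1 berries at E-L 31, 57 of 81 genes of light harvesting and photosystems were lower and none higher (64 and none when adjusted over the list alone; median -1.46, adjusted p = 1.9e-34 from camera, adjusted p = 0.0002 with an estimated correlation), a group outside those the paper discusses. PsbS (VIT_218s0001g02740) averaged 12.78 ± 1.07 FPKM in T1 and 90.07 ± 29.3 in T2, and a 10 kDa protein of photosystem II (VIT_219s0027g00200) 39.22 ± 3.14 and 277.79 ± 47.7 (SD, n = 3 each).

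A set of 58 genes was lower in T1 at E-L 31, 35 and 38 alike, with 6 light harvesting genes, an early light-induced gene, CRY2, HYH and a UFGT gene among the 49 with an annotated function. Light exclusion predicts that they are also lower in T8 berries in the dark, and their median there at E-L 36 was -0.77, with 45 of 58 lower, against -0.16 at E-L 37 and -0.03 at E-L 38 after bag removal. Scaling between libraries and seed RNA are argued against as the whole cause by medians at E-L 36 of -0.85 under median-of-ratios scaling and -0.81 with the seed marker score as a covariate. Light exclusion stays as the hypothesis for this set. Other effects of a bag, such as temperature or humidity, go with darkness in this design and were not tested.

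Genes changed in T1 at E-L 35 may in part mark later ripening at that stage. Across genes, the T1 effect had a slope of -0.139 on the change of T2 berries from E-L 31 to 36. Taking that slope out left the median of 22 lower flavonoid genes at -1.74 (before, -1.96). One slope shared by all genes cannot allow for genes whose level rises sharply between these stages. It therefore cannot decide whether later ripening is the whole cause of their decrease. Of 14 F3'5'H genes, 8 were lower in T1 at E-L 35 and 0 at E-L 36, with the bag still on. Seed RNA is argued against by the covariate, with which 515 DEGs were called and without it 488.

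Stilbene synthase genes, which turn the substrates of CHS into stilbenes, were higher in T1 at E-L 31 for 11 of 42 and lower for none (median 0.98, adjusted p = 3.1e-05, adjusted p = 0.62 with an estimated correlation), VIT_216s0100g01150 with 5.91 ± 2.55 against 1.48 ± 0.348 FPKM among them. Heat shock genes were higher in T8 than in T1 at E-L 36 for 16 of 77 and lower for none (31 and 2 when adjusted over the list alone; median 0.55, adjusted p = 2.3e-06, adjusted p = 0.29 with an estimated correlation), and 7 of the 16 followed the seed marker score.

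For single comparisons, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 1349 and 463 for T1 at E-L 31, 488 and 8 at E-L 35, 141 and 24 at E-L 36, 171 and 10 at E-L 37 and 74 and 4 at E-L 38. For T8 they were 884 and 0 at E-L 36 (limma, 667 to 1744 genes at an unadjusted p under 0.05 in these splits), 443 and 2 at E-L 37, 10 and 5 at E-L 38, and 653 and 1 against T1 at E-L 36. Over 100 splits the real one gave the largest result for T1 at any stage (1874 against 1537) and T8 at any stage (1090 against 518). The same held for the family tests (20 against 9) and the list tests (75 against 51). It also held for consecutive stages in T2 (7768 against 7293), T1 (5514 against 3460) and T8 (2276 against 12). With only the real split of 100 as large, chance is unlikely in each case but not excluded.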

How the results depend on the processing

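All alternatives were set before the data were examined except the seed marker score as a covariate, leaving out genes that follow it, counts without E-L 31 or without E-L 36 and 37, and leaving out replicate letters for the hormone signalling genes, which were chosen after the results were seen. Of the values under alternatives set beforehand, other than leaving out libraries or replicate letters, 109 stayed within 1.5 times the reported value and 40 did not, and under the added ones 27 and 11. Leaving out libraries moved 6 of 12 values past 1.5 times for the T8 difference between stages, 3 of 6 for T8 at E-L 37 and 5 of 6 at E-L 38. Leaving out replicate letters moved 1 of 3 for T1 at any stage. No list test call was turned around by a pseudocount of 0.1, median-of-ratios scaling, a replicate block, the covariate or the estimated correlation, which kept 69, 67, 74, 57 and 15 of 75 calls. Except where a setting tests fewer genes or libraries or drops a threshold by construction, the cause was not tested.

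Median-of-ratios scaling, no filter and the replicate block left every total within 1.5 times. Scaling moved the split of the T8 difference between E-L 36 and 37 from 378 higher and 86 lower to 186 and 157, and no other count by direction moved past 1.5 times under these settings. With the block 1347 DEGs were called in T1 at E-L 31, 874 in T8 at E-L 36, 1867 in T1 and 1078 in T8 at any stage. A pseudocount of 0.1 gave 735 for T1 at E-L 35, 265 at E-L 37 and 155 at E-L 38, 30 for T8 at E-L 38 and 3667 between stages in T8. A filter at 5 FPKM gave 2 for T8 at E-L 38.

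Fits on only the groups compared gave 299 for T1 at E-L 31, 30 at E-L 36, 33 at E-L 37, 19 at E-L 38 and 645 at any stage, 272 for T8 at E-L 37, 3 at E-L 38, 392 for T8 against T1, 2530 genes whose T1 effect and 829 whose T8 effect differs between stages, and 128 calls among named genes (227 in the reported fit).

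Without the fold threshold there were 6365, 2564, 500, 849 and 127 for T1 from E-L 31 to 38, 8327 at any stage, 2609 and 1236 for T8 at E-L 36 and 37, 3385 at any stage, 1320 for T8 against T1, 18224, 15871 and 9734 between stages in T2, T1 and T8, and 5 family tests in place of 20. The NOISeq rule gave 859 for T1 at E-L 31, 221 at E-L 36, 188 at E-L 38 and 149 for T8 at E-L 38, and both methods called 752, 99, 46 and 5 of the same genes there. The estimated correlation left 15 list test calls.

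With the seed marker score as a covariate 342 DEGs were called for T8 at E-L 36, 230 at E-L 37, 2 at E-L 38, 544 at any stage and 60 against T1. The score lay far apart between T8 and both other treatments at E-L 36, so the covariate also makes T8 effects less certain. These lower counts are therefore no measure of seed RNA. Leaving out genes that follow the score, which removes them by construction, gave 585 and 285 for T8 at E-L 36 and 37 and 365 against T1, and 689 for T8 at any stage by the NOISeq rule. Without E-L 31 there were 695 for T1 at any stage, and without E-L 36 and 37 there were 10 for T8.

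Of the 232 pairs of Table S8, 77 reached r of 0.9, and 118 over 14 group means, 37 on log2(FPKM + 1), 10 stage-centred and 156 at a threshold of 0.8.

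Of 264 named genes in a comparison, 263 kept direction and call under the replicate block, 261 under scaling, 255 without a filter, 252 of those tested with a filter at 5 FPKM, 240 by the NOISeq rule, 233 with a pseudocount of 0.1, 190 with the covariate and 155 on only the groups compared, and under none of these but the covariate did the estimate of a called gene change its sign. Of the 227 calls, 161 held whichever single library was left out. With the covariate the estimates of 12 of the called increases in T8 fell below 0, none of them called any longer (adjusted p from 0.13 to 0.99): at E-L 36 VIT_204s0044g00210 (-0.41), VIT_207s0151g00640 (-1.83), VIT_214s0108g00520 (-1.41), VIT_200s1290g00010 (-0.57), VIT_204s0008g01610 (-2.07), VIT_218s0001g01570 (-1.95), VIT_214s0128g00200 (-0.71), VIT_208s0007g06430 (-2.38) and VIT_217s0000g09000 (-2.12), and at E-L 37 VIT_214s0128g00200 (-0.14), VIT_213s0019g05120 (-0.03) and VIT_203s0038g04390 (-0.19). VIT_214s0128g00200 and VIT_203s0038g04390 are members of the score, so their loss is by construction. Increases that were not called before fell below 0 as well, such as BZR1/2 VIT_211s0052g01230 at E-L 37 (from 2.46 to -0.07) and ABF VIT_206s0080g00340 at E-L 36 (from 0.57 to -0.62).

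Leaving out single libraries gave 973 to 1796 for T1 at E-L 31, 353 to 592 at E-L 35, 96 to 177 at E-L 36, 125 to 236 at E-L 37 and 60 to 74 at E-L 38, 703 to 905 for T8 at E-L 36, 263 to 395 at E-L 37, 0 to 8 at E-L 38 and 440 to 620 against T1, and 4159 to 5768 and 177 to 466 genes whose T1 and T8 effects differ between stages. The last was 275 without T2 E-L 36 replicate B, 291 without C, 227 without T2 E-L 37 replicate A, 177 without T8 E-L 36 replicate A, and 264 and 204 without T8 E-L 37 replicates A and B. T8 at E-L 37 gave 263 without T2 replicate C and 265 and 275 without T8 replicates B and C. T8 at E-L 38 gave 0 without T2 replicate A (limma, 1024 at an unadjusted p under 0.05), 5 without T2 replicate B, and 1, 3 and 1 without T8 replicates A, B and C. Leaving out a replicate letter in every group gave 1173 (without B) to 2336 for T1 and 746 to 899 for T8 at any stage, 7411 to 8142, 5454 to 5676 and 2052 to 2249 between stages in T2, T1 and T8, 60 to 82 list tests, 78 to 95 pairs and, added after the results were seen, 66 (without B) to 99 hormone signalling genes (104 reported). FPKM without counts leave the part of depth in genes near 0 open.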

Differences from the paper's values

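The paper gives 782 DEGs in T1 from E-L 31 to 38 at a NOISeq probability of at least 0.8 and a fold of at least 2, and 1874 were called here with limma at an adjusted p under 0.05 and the same fold. Of the alternatives set before the data were examined, fits on only the groups compared (645) and leaving out replicate B (1173) come within 1.5 times the paper's count. A pseudocount of 0.1 (2651), no filter (1798), a filter at 5 FPKM (1591), median-of-ratios scaling (1833), a replicate block (1867), no fold threshold (8327), leaving out replicate A (1932) or C (2336) and the paper's NOISeq rule at its own thresholds (1478) do not. Counting without E-L 31 gave 695, a setting chosen after seeing the values that drops all 30 statements of the paper on that stage.

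For T8 from E-L 36 to 38 the paper gives 687 and 1090 were called here. Within 1.5 times are a filter at 5 FPKM (908), only the groups compared (870), leaving out replicate A (761), B (746) or C (899) and the NOISeq rule (960), and a pseudocount of 0.1 (1516), no filter (1042), scaling (1072), the block (1078) and no fold threshold (3385) are not. The NOISeq rule without genes that follow the seed marker score gave 689, a setting chosen after seeing the values that drops 23 statements of the paper on T8 that the rule calls, and the score as a covariate, also chosen after seeing the values, gave 544.

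The paper gives 46 hormone signalling genes that changed, and 104 were called here. None of the alternatives run for this count that were set before the data were examined comes within 1.5 times: 72 by the NOISeq rule, 289 without the fold threshold, 142 with a pseudocount of 0.1, 85 and 99 with the other filters, 101 with scaling, 105 with the block and 80 on only the groups compared. Leaving out a replicate letter in every group, added for this count after seeing the data, gave 93 (A), 66 (B, within 1.5 times) and 99 (C).

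The paper states the direction of single genes at given stages in 135 cases, counting each gene at each stage named. Here 97 of them passed limma in that direction at an adjusted p under 0.05 without a fold threshold, 93 passed the NOISeq rule and 106 passed either. Those that did not pass limma follow, with log2 fold changes.

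For T1, the paper has CAD VIT_204s0044g00210 higher at E-L 35 (1.76, adjusted p = 0.34) and 38 (1.83, adjusted p = 0.82), and the NOISeq rule calls both. UFGT VIT_216s0039g02230, lower at E-L 37 and 38 in the paper, had changes of -0.04 and 0.03 and was called by no setting. HY5 VIT_204s0008g05210, lower during light exclusion in the paper by a wording that includes genes short of its probability threshold, had -0.21 at E-L 31, -0.84 at E-L 36 (called with a filter at 5 FPKM, with scaling and without T1 replicate C) and -0.75 at E-L 37 (called without T2 replicate C).

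For T8, PAL VIT_213s0019g04460 and CHS VIT_205s0136g00260, lower at E-L 36 in the paper, both had -1.12 (adjusted p = 0.09 and 0.064). Both are called by the NOISeq rule and on only the groups compared, and CHS also with scaling and with the covariate, the latter chosen after seeing the values and keeping 57 of the 97 cases that passed. CCR VIT_210s0042g00640 (1.66), CCR VIT_218s0122g00620 (0.67) and CAD VIT_204s0044g00210 (2.67) at E-L 38 were not called, and the NOISeq rule calls the CAD gene. The paper's wording for these includes genes at a fold of at least 2 short of its probability threshold, which their ratios of mean FPKM (8.5, 2.56 and 9.73) meet. VviMYBA1 VIT_202s0033g00410 at E-L 37 (-1, adjusted p = 0.13) and VviMYBPA1 VIT_215s0046g00170 at E-L 38 (-1.16, adjusted p = 0.47) are called by the NOISeq rule.

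The paper reports no change among phytochromes, phototropins and UVR8 genes. PHOT VIT_203s0038g04210 was lower past the fold threshold in T1 at E-L 35, 36 and 37 (-1.11, -1.17 and -1.60; at E-L 37 also by the NOISeq rule), as was UVR8-family gene VIT_207s0031g02560 at E-L 35 (-1.04, also by the NOISeq rule). The phytochrome genes show no change past the fold threshold.

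The paper has 5 CRE1 genes and BZR1/2 higher in T1 at E-L 31 and 35 and in T8 at E-L 36 and 37, and 12 of 24 cases passed. Those that did not were VIT_203s0063g02490 in T1 at E-L 35 (-0.26) and T8 at E-L 37 (0.25), VIT_205s0029g00190 in T1 at E-L 35 (-0.73, called lower on only the groups compared) and T8 at E-L 36 (0.11) and 37 (-0.19), VIT_213s0019g01180 in T1 at E-L 31 (0.15; called without T1 replicate B), VIT_217s0000g04920 in T1 at E-L 31 (0.74; called without T1 replicate C) and T8 at E-L 37 (-0.55), VIT_219s0090g01070 in T1 at E-L 31 (0.73; called without T1 replicate A) and 35 (0.67), and BZR1/2 VIT_211s0052g01230 in T1 at E-L 35 (1.27) and T8 at E-L 37 (2.46), both called by the NOISeq rule and the latter also on only the groups compared.

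Of 42 cases of PYR/PYL, ABF, NPR1 and CTR1 genes higher in T1 at E-L 31 and T8 at E-L 36 and 37, 30 passed. The others were PYR/PYL VIT_202s0012g01270 (-0.09 in T1, 0.75 in T8 at E-L 37) and VIT_210s0003g01335 (0.99 in T1), ABF VIT_206s0080g00340 (0.57 and 0.08 in T8) and VIT_219s0015g01020 (0.07 and 0.04 in T8), and NPR1 VIT_207s0031g02670 (0.39 in T1), VIT_217s0000g08080 (-0.75 in T1, called lower, and 0.48 in T8 at E-L 36), VIT_210s0003g01405 (1.78 in T8 at E-L 37; called with a pseudocount of 0.1, a filter at 5 FPKM, the block and on only the groups compared) and VIT_219s0014g01450 (1.17 in T8 at E-L 37; called without T8 replicate A).

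The paper lists 232 pairs of transcription factor and enzyme gene at r of at least 0.9. Over 42 libraries 77 reached that value, over 14 group means 118 and over log2 values 37. Of the r values in Table S8, 47 were met within 0.01 over libraries and 27 over group means.

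In Fig. 7 the columns at E-L 37 and 38 are labelled in the order T1, T2, T8, while the colours follow the deposited values in the order T2, T1, T8. Table S5 heads all stages with E-L 29, while its values are those of the successive stages.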

Other observations

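The seed marker score and the groups drawn from it were chosen only after the first results were seen, and the gene lists below were set before.

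Of 81 light harvesting and photosystem genes 30 were lower in T1 at E-L 35 (median -0.51, adjusted p = 2.6e-16 from camera), 12 at E-L 36 (median -0.36, adjusted p = 3.7e-12), 20 at E-L 37 (median -0.47, adjusted p = 1.2e-10, but adjusted p = 0.08 with an estimated correlation) and 7 at E-L 38 (median -0.20, adjusted p = 2.3e-07, but adjusted p = 0.28 with an estimated correlation), and none was higher at these stages. In T8 berries at E-L 36, 20 were lower and 1 higher (median -0.25, adjusted p = 7.7e-12, adjusted p = 0.026 with an estimated correlation), among them a chlorophyll a-b binding protein (VIT_212s0028g00320; 1.31 ± 0.744 against 11.43 ± 3.21 FPKM; SD, n = 3 each). At E-L 37, after bag removal, 1 was lower and none higher. The early light-induced list holds 2 genes and was not tested as a list, and VIT_205s0020g04110 averaged 92.33 ± 11.2 FPKM in T8 and 271.51 ± 61.3 in T2 at E-L 36.

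Some genes for sugar and water transport and defence were higher in T8 berries at E-L 36. A sucrose transporter (VIT_218s0076g00250) averaged 18.61 ± 3.99 FPKM in T8 and 2.71 ± 1.33 in T2, and SWEET4 (VIT_202s0025g02080), which followed the seed marker score, 14.56 ± 5.81 and 0.48 ± 0.529. Of 34 genes for sugar transport and invertase 9 were higher and 1 lower (adjusted p = 0.042, adjusted p = 0.34 with an estimated correlation), 3 of the 9 following the score. The aquaporin PIP2 (VIT_206s0004g02850) averaged 40.66 ± 3.5 against 11.34 ± 2.84 FPKM, and 6 of 30 aquaporin genes were higher and 1 lower (adjusted p = 0.22), whereas in T1 at E-L 31 1 was higher and 10 lower (adjusted p = 0.065). Of 56 pathogenesis-related genes 12 were higher and 2 lower in T8 at E-L 36 (adjusted p = 0.027, adjusted p = 0.36 with an estimated correlation), VIT_203s0088g00910 with 11.27 ± 5.1 against 0.42 ± 0.453 FPKM.

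Cell wall genes were lower for 22 of 135 and higher for 11 in T1 at E-L 31 (adjusted p = 0.31), with a pectate lyase (VIT_205s0051g00590) at 13.66 ± 4.22 against 112.35 ± 19.2 FPKM, and higher for 15 and lower for 1 in T8 at E-L 36 (adjusted p = 0.27), with a pectinesterase (VIT_200s0323g00060) at 21.77 ± 0.2 against 4.24 ± 0.909. Of 51 histone and nucleosome assembly genes 10 were lower and 1 higher in T8 at E-L 37 (15 and 1 when adjusted over the list alone; median -0.29, adjusted p = 1.7e-06, adjusted p = 0.11 with an estimated correlation), among them a histone H2B (VIT_206s0004g04300; 141.16 ± 8.4 against 216.85 ± 20.9). Histone acetyltransferase genes were higher in T1 at E-L 31 for 7 of 9 and lower for none (adjusted p = 0.0025, adjusted p = 0.15 with an estimated correlation), VIT_214s0171g00380 with 62.84 ± 7.91 against 46.42 ± 1.89 FPKM.

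Of 44 cell cycle genes 3 were higher and 7 lower in T1 at E-L 31 (adjusted p = 0.76), cyclin-B1-2 (VIT_214s0083g00160) with 115.54 ± 9.93 against 193.12 ± 44.2 FPKM. Of 15 cuticle genes 2 were lower and none higher in T1 at E-L 35 (adjusted p = 0.7), VIT_214s0006g02990 with 10.58 ± 2 against 30.19 ± 2.25. In T8 at E-L 36, 2 of 8 terpene synthase genes were higher, both following the seed marker score, such as VIT_218s0001g04780 (3.32 ± 0.0907 against 0.82 ± 0.474), and 1 of 10 laccase genes was higher, VIT_213s0067g01970 (5.30 ± 1.16 against 1.22 ± 0.08). Of 9 DFR and LDOX genes 1 was higher and 2 lower in T1 at E-L 31 (adjusted p = 0.92), and of 10 flavonol glycosylation genes 2 were lower and none higher in T1 at E-L 35 (adjusted p = 0.66).

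Ubiquitin1 (VIT_216s0098g01190), a reference gene of the paper, had group means from 66.4 to 232.1 FPKM, a ratio of 3.5, and was lower in T1 at E-L 31 (-0.54, adjusted p = 0.00014) and higher at E-L 35 (0.63, adjusted p = 5.7e-05). Actin (VIT_204s0044g00580) had group means from 474.3 to 591.8 FPKM, a ratio of 1.25, and passed in no comparison of bagged berries with T2.

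On an axis of genes changing from T2 at E-L 31 (0) to T2 at E-L 36 (1), T1 berries stood at 0.62 ± 0.04 at E-L 35 where T2 stood at 0.75 ± 0.07 (SD, n = 3 each), and at 0.91 ± 0.04 at E-L 36. At E-L 37 and 38 T1 berries stood at 1.06 ± 0.05 and 1.11 ± 0.03, and T2 berries at 1.00 ± 0.03 and 1.08 ± 0.02, so a lag is not seen at every stage. At E-L 31 T1 berries stood at 0.11 ± 0.07 and T2 berries at 0. The T2 libraries at E-L 31 and 36 set the ends of the axis. Positions of other groups at these stages therefore cannot decide about a lag by themselves. T8 berries stood at 0.79 ± 0.03 at E-L 36.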
